# Soma-germline communication drives sex maintenance in the *Drosophila* testis

**DOI:** 10.1093/nsr/nwae215

**Published:** 2024-06-22

**Authors:** Rui Zhang, Peiyu Shi, Shuyang Xu, Zhe Ming, Zicong Liu, Yuanyuan He, Junbiao Dai, Erika Matunis, Jin Xu, Qing Ma

**Keywords:** *Drosophila* testis, somatic stem cell sex conversion, single-cell sequencing, soma-germline communication, insulin signaling

## Abstract

In adult gonads, disruption of somatic sexual identity leads to defective gametogenesis and infertility. However, the underlying mechanisms by which somatic signals regulate germline cells to achieve proper gametogenesis remain unclear. In our previous study, we introduced the *chinmo^Sex Transformation^* (*chinmo^ST^*) mutant *Drosophila* testis phenotype as a valuable model for investigating the mechanisms underlying sex maintenance. In *chinmo^ST^* testes, depletion of the Janus Kinase-Signal Transducer and Activator of Transcription downstream effector Chinmo from somatic cyst stem cells (CySCs) feminizes somatic cyst cells and arrests germline differentiation. Here, we use single-cell RNA sequencing to uncover *chinmo^ST^*-specific cell populations and their transcriptomic changes during sex transformation. Comparative analysis of intercellular communication networks between wild-type and *chinmo^ST^* testes revealed disruptions in several soma-germline signaling pathways in *chinmo^ST^* testes. Notably, the insulin signaling pathway exhibited significant enhancement in germline stem cells (GSCs). Chinmo cleavage under targets and tagmentation (CUT&Tag) assay revealed that Chinmo directly regulates two male sex determination factors, *doublesex* (*dsx*) and *fruitless* (*fru*), as well as *Ecdysone-inducible gene L2* (*ImpL2*), a negative regulator of the insulin signaling pathway. Further genetic manipulations confirmed that the impaired gametogenesis observed in *chinmo^ST^* testes was partly contributed by dysregulation of the insulin signaling pathway. In summary, our study demonstrates that somatic sex maintenance promotes normal spermatogenesis through Chinmo-mediated conserved sex determination and the insulin signaling pathway. Our work offers new insights into the complex mechanisms of somatic stem cell sex maintenance and soma-germline communication at the single-cell level. Additionally, our discoveries highlight the potential significance of stem cell sex instability as a novel mechanism contributing to testicular tumorigenesis.

## INTRODUCTION

The production of distinct male and female gametes is crucial for sexual reproduction. Although significant emphasis is placed on germ cells, somatic gonadal cells also play an indispensable role in ensuring proper gametogenesis [1,2]. In *Drosophila* gonads, somatic-germline sex mismatch experiments have revealed that somatic sexual identity is pivotal for normal differentiation and sex determination of germline cells during embryonic development [1–3]. Germline sex determination is influenced by signaling from the surrounding somatic cells. One critical signaling pathway involved in this non-autonomous regulation is the Janus Kinase-Signal Transducer and Activator of Transcription (JAK-STAT) pathway [4]. In many organisms, cellular sex identity, established during embryonic development, was thought to be unalterable; however, recent work challenges this notion by revealing that somatic sexual identity can be transdifferentiated in adult gonads [5–11]. This suggests that somatic sexual identity is actively maintained during adulthood or the postnatal period. Disruption of this maintenance can also lead to defective gametogenesis and infertility. For instance, in adult mice, sexual transformation of the Sertoli cells through conditional loss of Doublesex (Dsx)/Mab-3-Related Transcription Factor 1 (DMRT1) results in feminized germ cells [6]. Similarly, in adult *Drosophila* gonads, sexual transformation of somatic stem cells leads to the formation of tumorous mitotic germline [9–11]. Nevertheless, despite the significant advances in understanding sex determination mechanisms and the influence of somatic sexual identity on germ cells during embryonic development, the molecular mechanisms underlying the maintenance of sexual identity in adulthood and the associated signals between somatic cells and germ cells remain largely unexplored.

We initially reported a mutant *Drosophila* testis phenotype where CySCs undergo sex conversion in adulthood, offering an excellent model to investigate the soma-germline communication involved in somatic sex maintenance [11]. Previous genetic complementation and rescue experiments have elucidated the pivotal role of chronologically inappropriate morphogenesis (Chinmo), a key effector of the JAK-STAT signaling pathway, in the manifestation of this mutant phenotype [11]. A presumed regulatory mutation in *chinmo* specifically eliminates the expression of Chinmo only in CySCs and their progeny, resulting in their feminization. Consequently, we denoted this loss-of-function allele as *chinmo^Sex Transformation^* or *chinmo^ST^*. The precise genetic lesion in *chinmo^ST^* is unknown. 

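The *chinmo* gene, listed as FBgn0086758 in the deposited files, lies on chromosome 2L from 1651258 to 1704682 on the forward strand of the BDGP6 assembly. The annotation describes a protein-coding gene with 6 transcripts and 14 exons. Its RNA was measured by bulk RNA-seq, in which the RNA of all cells of a tissue is sequenced together. The authors sequenced poly(A)-selected RNA of whole testes and ovaries from *chinmo ST* flies and from wild-type flies of Oregon R, a laboratory strain. Flies were taken on every other day from day 1 to day 11 of adult life, although the sample titles of the day 1 group give day 0. Each genotype, tissue and day had 3 libraries, except wild-type ovaries at days 1, 7 and 11, which had 2. For each library, the authors deposited the number of fragments per gene estimated by RSEM, a program that divides fragments matching several transcripts among them. These estimated counts summed to between 48461243 and 127443355 per *chinmo ST* testis library (median 79095080) and between 32462418 and 181988641 per wild-type testis library (median 91587296). In ovaries, they summed to between 36258278 and 110314138 (median 67295332) for *chinmo ST* and between 52417175 and 144340740 (median 81199329) for wild-type. The counts were rounded, scaled by edgeR's TMM method and compared over 14910 genes in a model of all 36 testis libraries.

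In wild-type testes, *chinmo* had a CPM (TMM-scaled counts, set to the same total in each library) of 390 ± 34.5 (SD, n = 3) at day 1, 402 ± 131 at day 3, 371 ± 157 at day 5, 338 ± 98.5 at day 7, 355 ± 109 at day 9 and 365 ± 8.64 at day 11. In *chinmo ST* testes, the CPM was 319 ± 81.6 (SD, n = 3) at day 1, 281 ± 2.54 at day 3, 289 ± 16.9 at day 5, 301 ± 34.4 at day 7, 280 ± 24.1 at day 9 and 415 ± 47.7 at day 11. The genotypes could not be told apart at any single day. Averaged over the 6 days, *chinmo* was lower in *chinmo ST* testes by less than 1.5 fold (log2 fold change -0.25, standard error 0.11, adjusted p = 0.0394 from edgeR's test). The log2 fold change ranged from -0.52 at day 3 (standard error 0.27, adjusted p = 0.163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) to 0.18 at day 11 (standard error 0.26, adjusted p = 0.549 from the same test). Averaged over days 3 and 5, it was -0.44 (standard error 0.19, adjusted p = 0.0575 from edgeR's test), and none of the 6 *chinmo ST* libraries lay outside the range of the 6 wild-type libraries. With the replicate number as a block, it was -0.40 (adjusted p = 0.0623), and libraries of the same number deviated together with a mean correlation of 0.16 across the genotypes. Averaged over days 9 and 11, it was -0.08 (standard error 0.19, adjusted p = 0.712 from edgeR's test).

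Wild-type replicate 1 had a CPM of 265 at day 3, 204 at day 5, 226 at day 7 and 230 at day 9, below the other wild-type testis libraries, and these 4 libraries also held fewer counts of long genes in general. Without replicate 1, the log2 fold change at days 3 and 5 was -0.73 (adjusted p = 0.000195 from edgeR's test), and without replicate 2 it was -0.14 (adjusted p = 0.682 from the same test). Under a correction for gene length chosen after seeing the data, the log2 fold change was -0.70 at days 3 and 5 (adjusted p = 9.88e-08 from edgeR's test). At days 9 and 11 it was -0.73 (adjusted p = 2.78e-09 from the same test), the largest move at those days. Without replicate 1 and without the correction it was -0.23 (adjusted p = 0.128 from the same test). All *chinmo ST* testis libraries of days 9 and 11 held more counts of long genes (r = 0.262 to 0.358 with log2 gene length). The correction also removes this trend, which went with genotype, and so lowers long genes in *chinmo ST* relative to wild-type. The -0.73 may therefore come in part from the correction itself, and it is not independent evidence of a fall. The gene length used was a mean over all testis and ovary libraries. The deposited length of *chinmo* averaged 5246.8 nt in wild-type testes and 10488.6 nt in wild-type ovaries. In ovaries, *chinmo* was low, with a CPM of 2.63 ± 2.24 (SD, n = 15) in wild-type and 4.7 ± 1.97 (SD, n = 18) in *chinmo ST* libraries. The log2 fold change averaged over the days was 1.17 (standard error 0.32, adjusted p = 0.00576 from edgeR's test). It was not corrected for gene length. In 5 wild-type ovary libraries, genes over 4000 nt stood low, at median log2 deviations of -1.72 to -1.03. In *chinmo ST* ovaries, replicates 1 and 2 of day 1 and replicate 3 of day 9 also stood low (-1.55, -0.64 and -0.82). Wild-type ovary replicate 1 of day 1 may also hold RNA carried over from testis.

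**Figure D1:**
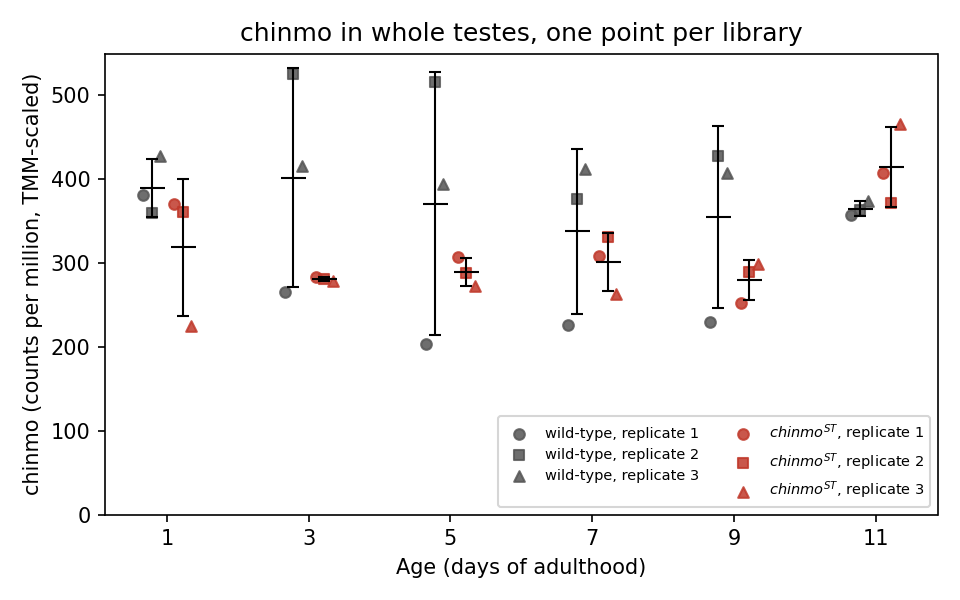
*chinmo* RNA in whole testes, in TMM-scaled CPM, against age in days. Each point is a library, black bars give the mean and SD of 3 libraries, and the widest spread is that of wild-type testes at day 5, from a CPM of 204 to 516.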

Importantly, RNAi knockdown of *chinmo* in the CySC lineage phenocopies *chinmo^ST^* albeit with lower penetrance and a later phenotypic onset [11]. Therefore, we use *chinmo^ST^* in the current study. Previously, we morphologically characterized the feminized somatic cyst cells and validated our findings using the few available sex-specific somatic cell markers such as Dsx, the fly homologue of the crucial human male determination factor DMRT1. However, the lineage trajectory of these progressively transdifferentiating CySCs and genome-wide transcriptomic profiles of different somatic and germ cells remain unknown. Furthermore, whether and how the Chinmo-induced sexually transformed CySCs communicate with the germline is poorly understood.

In this study, we use a time series of single-cell RNA-sequencing (scRNA-seq) to characterize the transcriptional profiles for wild-type and *chinmo^ST^* testes. We identified *chinmo^ST^*-specific cell populations and transcriptomic changes corresponding to the phenotype. By comparing intercellular communication networks between wild-type and *chinmo^ST^* testes, we discovered disruptions in several soma-germline signaling pathways, including the insulin signaling pathway, in *chinmo^ST^* testes. Using the Chinmo CUT&Tag (cleavage under targets and tagmentation) assay, we found that some sex determination factors and insulin pathway components are directly regulated by Chinmo. Altogether, our study demonstrates that somatic sex maintenance promotes normal spermatogenesis, which is mediated by both conserved sex determination factors and the insulin signaling pathway.

## RESULTS

### Single-cell-resolution gene expression and cellular heterogeneity in the testis

In *chinmo^ST^* mutants, adult testes initially appear normal but progressively undergo somatic lineage feminization with age: squamous cyst cells transform into columnar epithelial cells resembling ovarian somatic follicle cells [11]. In addition, the germ cells in 7- to 9-day-old *chinmo^ST^* testes appear to arrest as early male germ cells (spermatogonia), resulting in overproliferation of mitotic germ cells [8,9,11] (Fig. 1A′–A′′′′, Fig. S1A). To investigate the sequential molecular changes across different cell types during the progression of the sex conversion phenotype in *chinmo^ST^* testes, we performed scRNA-seq on wild-type and *chinmo^ST^* testes across three time points (3–5, 6–8 and 9–11 days of adulthood) which yielded 26 549 high-quality cells (Fig. 1A′–A′′′′, Fig. S1C). In combination with unsupervised clustering analysis and previous knowledge of cell-type-specific marker genes [12–14], we identified 17 cell populations, including 11 somatic cell types and 6 germline cell types (Fig. 1B and C, Figs S1D and S2A–J, Supplementary Table S1). Furthermore, the alignment of our annotated cell types with those from the Fly Cell Atlas testis study [13] substantiates the consistency of cell-type classification across independent studies (Fig. S1E). As expected, the number of differentially expressed genes (DEGs) increases over time in *chinmo^ST^* testes compared to wild-type testes (Fig. S3A). This pattern aligns with the observed distal expansion of mutant somatic and germ cells with age [11] (Fig. S1C).

**Figure 1.**
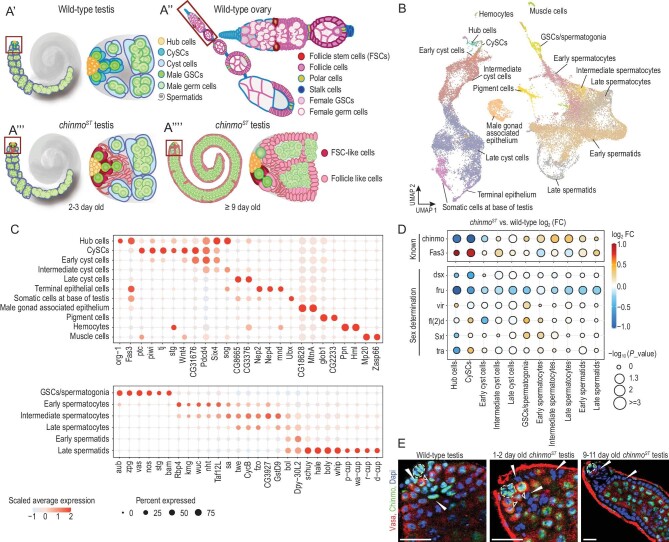
Identification and annotation of testis cell types by single-cell RNA-seq. (A′–A′′′′) Illustrations of a wild-type testis (A′), wild-type ovary (A′′), 2–3-day-old *chinmo^ST^* testis (A′′′) and an older *chinmo^ST^* testis (A′′′′). Apex of testis or ovary, red box. Within the wild-type testis apex, 8–15 hub cells and the surrounding stem cells constitute the male stem cell niche, producing signals that support both germline stem cells (GSCs) and somatic cyst stem cells (CySCs) for self-renewal and differentiation [45] (A′). GSCs undergo oriented mitotic divisions to produce the gonialblast (Gb) [46], 2-, 4-, 8- and 16-cell spermatogonial cysts. Each 16-cell cyst undergoes meiosis to generate mature spermatids [47]. GSCs are supported by CySCs. Each Gb is ensheathed by two differentiating squamous cyst cells, which both exit the cell cycle and continue increasing in size to support germ cells throughout spermatogenesis [48,49]. In the young *chinmo^ST^* testis (A′′′), CySCs and their early progeny lose male fate and adopt a follicle stem cell/progenitor-like cell identity. As flies age, Fas3-positive follicle stem cell/progenitor-like cells produce follicle-like cells, gradually displacing normal cyst cells from the niche. Germ cells, restricted to the testis lumen, overproliferate and arrest as spermatogonia, resulting in overproliferation of mitotic germ cells (DAPI-bright and BrdU/EdU-positive, with 1B1-positive spherical or short branching fusomes) [9,11,24,50] when the germline and somatic sex are mismatched. (B) Uniform manifold approximation and projection (UMAP) plot of the integrated scRNA-seq data set from the wild-type and *chinmo^ST^* adult testis scRNA-seq data sets with cell type annotations. (C) Dot plot showing scaled average expression of marker genes for somatic (upper plot) and germline (lower plot) cell types. (D) Dot plot showing *chinmo^ST^* versus wild-type cell-type-specific differential expression patterns for known gene markers and sex determination factors. (E) Chinmo staining at the apex of the testes of wild-type testis, and young and old *chinmo^ST^* testis. Vasa marks germline cells. DAPI marks nuclei. Dotted lines mark hub cells. Arrowheads mark somatic cyst cells. Hollow arrowheads mark GSCs. Scale bars = 20 μm. WT, wild-type.

To compare the cell-type-specific gene expression patterns of *chinmo^ST^* and wild-type testes, we first analyzed the few known genes with predictable changes. We found that *chinmo* expression decreases dramatically in the CySC lineage and slightly increases over time in early germ cells in *chinmo^ST^* testes, as expected (Fig. 1D, Fig. S3B and D). This result is corroborated by Chinmo protein levels as assayed by immunostaining (Fig. 1E) [8,9,11]. Similarly, the somatic membrane adhesion marker *Fasciclin 3* (*Fas3*) is sequentially upregulated in the CySC lineage over time as expected [8,9,11] (Fig. 1D, Fig. S3C). We next analyzed DEGs involved in the canonical sex determination pathway. As expected, expression of the male-specific sex determination factors *doublesex* (*dsx*) and *fruitless* (*fru*) is downregulated [9,11], while expression of the female-specific sex determination regulator *female lethal d* (*fl(2)d*) [9] and *transformer* (*tra*) [3,9,15] is upregulated, in *chinmo^ST^* CySCs (Fig. 1D).

Taken together, our single-cell data are consistent with previous observations that Chinmo partially functions through the canonical sex determination pathway to promote the male identity of CySCs [9,11]. These findings serve as a foundation for investigating the molecular mechanisms underlying somatic CySCs feminization and germ cell tumorigenesis.

### Single-cell RNA-seq reveals transcriptomic changes in mutant-specific somatic cell populations

We next focused on transcriptomic changes in the somatic cyst lineage over time, which undergoes progressive feminization in *chinmo^ST^* testes. To get a better resolution of cellular differences, we selected hub cells, CySCs, early cyst cells (ECCs) and intermediate cyst cells (ICCs) for further subclustering analysis (Fig. S4A–D, see ‘Methods’), which yielded 13 clusters (Fig. 2A, Fig. S4C and D).

**Figure 2.**
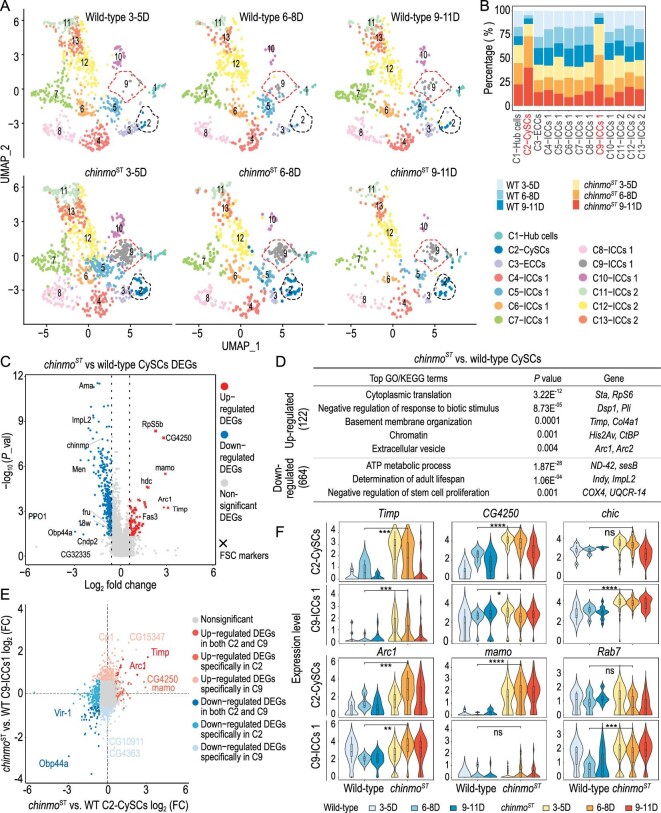
scRNA-seq of wild-type and *chinmo^ST^* mutant testes reveals mutant-specific somatic transcriptomic changes. (A) Time series UMAP plots of hub cells, CySCs, and early and intermediate cyst cells for wild-type and *chinmo^ST^* testes, which consist of 13 clusters. Dotted lines mark CySCs and C9-ICCs1, respectively. (B) Bar plot showing the percentage of *chinmo^ST^* and wild-type cells in each of the 13 somatic clusters over time. (C) Volcano plot of DEGs between *chinmo^ST^* and wild-type CySCs. Genes with Wilcoxon rank sum test *P* value < 0.05 and absolute value of fold change ≥ 1.5 are considered as DEGs, while others are considered non-significant DEGs. (D) Table showing top GO or KEGG terms (one-sided Fisher's exact test with Benjamini-Hochberg correction, adjusted *P* value < 0.05) enriched for up- and downregulated DEGs in *chinmo^ST^* versus wild-type CySCs (Wilcoxon rank sum test *P* value < 0.05, absolute value of fold change ≥ 1.5), respectively. (E) Scatter plot showing *chinmo^ST^* versus wild-type log_2_ fold change of gene expression in C2-CySCs (x-axis) and C9-ICCs1 (y-axis). (F) Violin plots showing expression of *Timp, Arc1, CG4250, mamo, chic* and *Rab7* in C2-CySCs and C9-ICCs1 over time. Differential expression analysis is performed by Wilcoxon rank sum test (*, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.0001; ns, non-significant).

Among these 13 clusters, we found that cluster 2 and cluster 9 were largely contributed by *chinmo^ST^* testes (Fig. 2A and B). Furthermore, these two clusters exhibited more overall similarities to wild-type ovarian somatic cells [16] than to wild-type testes (Fig. S4E and F). Notably, the pseudobulk transcriptomes of cluster 2 had a higher global similarity to wild-type ovarian follicle stem cells (FSCs) (with a correlation coefficient of 0.97) than to wild-type CySCs (with a correlation coefficient of 0.93) (Fig. S4F). Therefore, we concluded that clusters 2 and 9 represent feminized CySCs and a mutant-specific cyst cell population, respectively, which we refer to as C2-CySCs and C9-ICCs1. Comparison of DEGs between *chinmo^ST^* C2-CySCs and wild-type CySCs to genes expressed in wild-type FSCs revealed that most DEGs (74.5%) in *chinmo^ST^* CySCs trended toward female expression patterns (Fig. S5). Only 25.5% of DEGs are differentially expressed compared to wild-type female cells (Fig. S5). These results indicate that *chinmo^ST^* C2-CySCs and cluster-9 cyst cells indeed exhibit clear signs of feminization (Figs S4E and F, S5).

We next examined the molecular features of the two feminized *chinmo^ST^*-specific clusters, C2-CySCs and C9-ICCs1, by differential expression analysis (Fig. 2C and D, Fig. S4G). As the *chinmo^ST^* phenotype progresses, these clusters exhibit sequential transcriptomic changes (Fig. 2F, Fig. S3A–C, E–G). With time, the number of up- and downregulated DEGs increases in C2-CySCs compared to their counterparts from wild-type testes (Fig. S3A). Similarly, the number of upregulated DEGs increases in C2-CySCs’ descendants, while the number of downregulated DEGs initially increases and then decreases with time (Fig. S3A). Specifically, C2-CySCs and the *chinmo^ST^*-specific C9-ICCs1 share similar transcriptomic changes including the downregulation of mitochondrial functions and the progressive upregulation of ovarian follicle cell markers such as *Tissue inhibitor of metalloproteases* (*Timp*) and *Activity-regulated cytoskeleton associated protein 1* (*Arc1*) [16] (Fig. 2C, D and F). Also, the *chinmo^ST^* C2-CySCs show significant upregulation of follicle stem cell markers such as *CG4250* [16] (Fig. 2C, D and F). Functional enrichment of DEGs indicated that *chinmo^ST^* C2-CySCs are highly primed for cellular proliferation and intercellular communications, potentially contributing to the formation of actively dividing follicle-like cells and disturbed germ cells (Fig. 2D). On the other hand, *chinmo^ST^* C9-ICCs1 shows specific upregulation in lysosome activity, vesicle-mediated transport and cytoskeletal activity, along with a specific downregulation in spermatid differentiation (Fig. S4G–I), which is consistent with the identity of these cells as a mitotically active epithelial monolayer that loses its capacity to support germ cell development. Examples of representative upregulated genes include the actin monomer binding protein *chickadee* (*chic*), the vesicle trafficking regulator *Rab7*, and the cell adhesion factor *Matrix metalloproteinase 1* (*Mmp1*) [16] (Fig. 2F, Fig. S4G). Conversely, the late cyst cell protein *α-Tubulin at 85E* (*αTub85E*), which marks late cyst cells supporting developing spermatid cysts [17], and the sperm DNA condensation factor *Male-specific transcript 77F* (*Mst77F*) [18] are both downregulated (Fig. S4G). These results suggest that *chinmo^ST^* C9-ICCs1 are sex-transformed cyst cells resembling differentiated follicle cells, and that their molecular changes could affect normal spermatid development. Furthermore, we conducted a thorough comparison of each annotated cyst cell population with the sorted bulk mutant cyst cells [8] and found substantial overlaps in DEGs across most populations (Fig. S6). However, we observed an exception in the CySC population, which might be under-represented in the sorted cells analyzed by Grmai *et al.* 2021.

In summary, *chinmo^ST^* testes feature a distinct increase in ovarian follicle-like cells that we confirmed and profiled by scRNA-seq. There are two major *chinmo^ST^*-specific somatic cyst cell subpopulations: (i) 1%–2% of *chinmo^ST^* CySCs that resemble follicle stem cells, (ii) the collection of feminized somatic cells that likely originate from the feminized CySCs and morphologically resemble epithelial follicle-like cells [8,9,11]. Multiple biological processes accompany the sex conversion of CySCs and the formation of their follicle-like progeny, such as stem cell proliferation, ribosome assembly, vesicle-mediated transport and metabolic changes.

### Germline stem cells/spermatogonia and early spermatocytes encysted by mutant soma show confused sexual identity

In *Drosophila* gonads, manipulated somatic sexual microenvironments can influence the sexual cell fate stability of germ cells [19–21]. In *chinmo^ST^* testes, germ cells overproliferate and arrest as early male germ cells (spermatogonia), as indicated by their morphology and expression of the male-specific early germ cell marker M5-4 [8,9,11]. Therefore, we next turned our attention to the germline lineage to investigate the molecular features of arrested germ cells while neighboring somatic cells become feminized.

Six major germ cell types were subset for further analysis, including germline stem cells (GSCs)/spermatogonia, early spermatocytes, intermediate spermatocytes, late spermatocytes, early spermatids and late spermatids (Fig. 3A, Fig. S7A and B). Two subpopulations are specific to *chinmo^ST^* testes, which were annotated as GSCs/spermatogonia and early spermatocytes, respectively (Fig. 3A). Correspondingly, the percentage of GSCs/spermatogonia and early spermatocytes increased substantially in *chinmo^ST^* testes (Fig. 3B). The number of cells in these two cell types also increased progressively with age in *chinmo^ST^* testes (Fig. 3B). In contrast, the proportion of late-stage germ cell types, such as early and late spermatids, decreased with time in *chinmo^ST^* testes. These findings are consistent with prior phenotypic observations that GSCs/spermatogonia in *chinmo^ST^* testes proliferate substantially and their descendant spermatogonia-to-spermatocyte-transition cells are arrested at an early stage and unable to differentiate into mature sperm cells [8,9,11].

**Figure 3.**
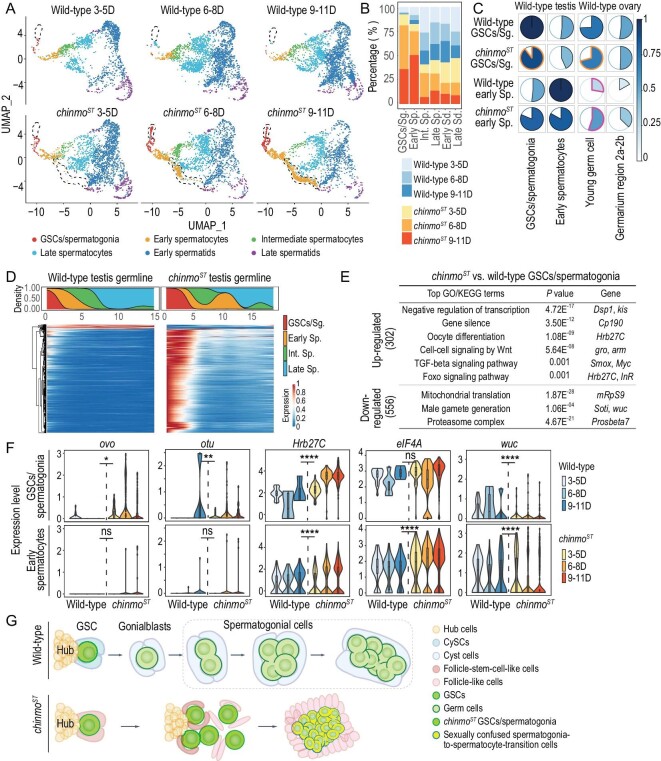
scRNA-seq reveals mutant-specific germline cell populations and molecular changes. (A) Time series UMAP plots of wild-type and *chinmo^ST^* germline cells. Cells are colored by cell types. Dotted lines mark *chinmo^ST^*-specific GSCs/spermatogonia and early spermatocytes, respectively. (B) Bar plot showing percentage of each sample in different germline cell types. (C) Pie charts showing Pearson correlation coefficients of pseudobulk transcriptomes between wild-type/*chinmo^ST^* testis GSCs/spermatogonia and early germ cells from wild-type testes/ovaries (top), and between wild-type/*chinmo^ST^* early spermatocytes and early germ cells from wild-type testes/ovaries (bottom). (D) Heatmap showing the smoothed expression patterns of DEGs (Wald test with Benjamini-Hochberg correction, adjusted *P* value < 0.05, absolute value of fold change > 1) between *chinmo^ST^* and wild-type testes along the trajectory from GSCs to late spermatocytes (bottom), together with the smoothed proportions of annotated cells along the trajectory (top). (E) Table showing top GO or KEGG terms (one-sided Fisher's exact test with Benjamini-Hochberg correction, adjusted *P* value < 0.05) enriched for up- and downregulated DEGs in *chinmo^ST^* versus wild-type GSCs/spermatogonia (Wilcoxon rank sum test *P* value < 0.05, absolute value of fold change ≥ 1.5), respectively. (F) Violin plots showing expression of *ovo, otu, Hrb27C, elF4A* and *wuc* in early testes germ cells over time. Differential expression analysis is performed by Wilcoxon rank sum test (*, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.0001; ns, non-significant). (G) Working model of how germ cells respond to adjacent sex-converted CySCs and their descendant follicle-like cells mediated by loss of Chinmo. WT, wild-type. Sg, spermatogonia. Sp, spermatocytes. Sd, spermatids. Int, intermediate.

To investigate the sexual identity of the germ cell lineage in *chinmo^ST^* testes, we compared transcriptomes for all the germ cells among *chinmo^ST^* testes, wild-type testes and ovaries [13], both at the aggregate and cell-type levels (Fig. S7C and D, see ‘Methods’). Globally, as the *chinmo^ST^* phenotype progresses, the RNA profiles in *chinmo^ST^* germ cells show sequential transcriptomic changes that resemble wild-type ovarian germ cells (Fig. S7C). Changes are not uniform across the germline lineage. For example, *chinmo^ST^* GSCs/spermatogonia are more similar to wild-type GSCs/spermatogonia than to ovarian germ cells (Fig. 3C, Fig. S7D). By contrast, *chinmo^ST^* early spermatocytes display increased similarity with those of the ovarian germline (Fig. 3C, Fig. S7D). This suggests that a potential sex transition point is likely from spermatogonia to early spermatocytes during the process of sex conversion. We also found heterogeneity within early spermatocytes, depicting a ‘mosaic’ pattern of sex conversion (Fig. S8A and B). We further performed trajectory analysis of wild-type and *chinmo^ST^* germ cells (see ‘Methods’) to track their dynamics. RNA velocity results revealed that *chinmo^ST^* GSCs/spermatogonia experience dramatic transcriptional changes, while *chinmo^ST^* early spermatocytes sustain small transcriptional changes and fail to differentiate into mature spermatocytes (Fig. S7E). Conventional trajectory inference revealed that along the inferred trajectory of germ cells, 3767 DEGs are dynamically expressed in *chinmo^ST^* testes, with the majority of these DEGs being strongly upregulated during the development process from GSCs/spermatogonia to early spermatocytes (Fig. 3D, Fig. S7F). This indicates that transcriptomic changes in *chinmo^ST^* germ cells are initiated and take effect at a very early stage, likely within the GSCs.

To further examine the molecular features of mutant GSCs/spermatogonia and early spermatocytes, we next performed differential expression analysis (Fig. 3E and F, Fig. S7G–J). In *chinmo^ST^* GSCs/spermatogonia, the expression patterns of genes involved in spermatogenesis like *PFTAIRE-interacting factor 1A* (*Pif1a*) [22], *aubergine* (*aub*) and *boule* (*bol*) [13,23] (Fig. S9A–C), are consistent with the previously reported male-specific M5-4 (Esg) expression in *chinmo^ST^* GSCs/spermatogonia [11]. In *chinmo^ST^* GSCs/spermatogonia, there are 302 upregulated genes enriched in multiple signaling pathways, such as Wnt, Foxo and Transforming Growth Factor-β (TGF-β) pathways (Fig. 3E). This indicated that soma-germline interactions might be disrupted due to the feminization of somatic cyst cells in *chinmo^ST^* testes. Interestingly, we also observed a progressive upregulation of a few genes associated with oocyte differentiation, such as *shavenbaby* (*ovo*) [1], *ovarian tumor* (*otu*) [1] and *Heterogeneous nuclear ribonucleoprotein at 27C* (*Hrb27C*) [16] over time in *chinmo^ST^* GSCs/spermatogonia (Fig. 3E and F). Notably, the expression levels of *ovo* and *otu* in *chinmo^ST^* GSCs/spermatogonia fall in between wild-type male and female germ cells (Fig. S9D and E). The 556 genes downregulated in *chinmo^ST^* GSCs/spermatogonia are enriched in mitochondrial translation and male gamete generation, suggesting that the cellular energetic flow is unbalanced, and that normal spermatogenesis may be transcriptionally restricted (Fig. 3E).

In *chinmo^ST^* early spermatocytes, genes such as male germline marker *PHD finger protein 7* (*Phf7*) [3,24] retain wild-type male expression (Fig. S9F), while 120 genes enriched in ribosomal activity and translation elongation are upregulated (Fig. S7H and I). We observed a progressive upregulation of a few genes involved in oocyte differentiation such as *eukaryotic translation initiation factor 4A* (*eIF4A*) [25] and *stubarista* (*sta*) [16] (Fig. 3F, Fig. S7G). Fifty-seven genes are downregulated in *chinmo^ST^* early spermatocytes and enriched in mRNA processing and spermatogenesis (Fig. S7H and J). Moreover, one of the testis-specific meiotic arrest complex core components and human LIN52 paralog *Wake-up-call* (*wuc*) [26] is downregulated in *chinmo^ST^* early germ cells (Fig. 3E and F). The absence of *wuc* expression may cause defects in the activation of gene expression in primary spermatocytes [26]. This is consistent with the *chinmo^ST^* phenotype exhibiting extensive proliferation of small cells resembling undifferentiated germ cells and a lack of mature germ cells [8,9,11].

Taken together, our results uncover the characteristics of mutant-specific GSCs/spermatogonia and early spermatocytes in *chinmo^ST^* testes. Although the surrounding CySCs exhibit feminization, the *chinmo^ST^* GSCs maintain their male-sex identity to a large extent and undergo overproliferation. On the other hand, the descendant mutant-specific spermatogonia-to-spermatocyte-transition cell population adopts a confused sexual fate and is unable to differentiate properly into late-stage germ cells (Fig. 3G).

### Soma-germline communication networks suggest that insulin signaling may contribute to the *chinmo^ST^* phenotype

Interactions between the soma and germline are essential throughout gametogenesis. Notably, approximately one-third of fly genes associated with male sterility in Flybase [27] show high expression specifically in somatic cyst cells of wild-type testes, with a significant enrichment in CySCs (Fig. S10A). This suggests the indispensable role of soma in germline development. To investigate how soma-germline interactions change as the feminization of somatic cyst cells in *chinmo^ST^* testes progresses, we next performed intercellular communication analysis across wild-type and *chinmo^ST^* testes.

To comprehensively characterize the interactions between somatic cyst cells and germ cells in testes, we first manually curated a comprehensive signaling molecule interaction database for *Drosophila* (Supplementary Table S2). It contains 256 molecular interactions, 86.7% of which are secreted signaling interactions, 12.1% are extracellular matrix-receptor interactions and 1.17% are cell–cell contact interactions (Fig. S10B). Intercellular communications among major cell types in *chinmo^ST^* and wild-type testes were inferred at three levels: ligand-receptor pair interaction level, signaling pathway level and the aggregated level (see ‘Methods’). We detected 5164 and 5324 significant ligand-receptor pairs among 11 major cell types in wild-type and *chinmo^ST^* testes, respectively (Supplementary Table S3). These signals were further categorized into 14 distinct pathways, including Bone Morphogenetic Protein (BMP), Activin, JAK-STAT, Epidermal Growth Factor Receptor (EGFR), Tumor Necrosis Factor (TNF), Hedgehog, Fibroblast Growth Factor Receptor (FGFR), Insulin-like Receptor (IR), Wnt-TCF, Wnt/Ca^2+^, Notch, Platelet-Derived Growth Factor/Vascular Endothelial Growth Factor (PDGF/VEGF)-receptor related (Pvr), Hippo and Toll signaling pathways. Known essential regulators of stem cell maintenance and niche function, such as BMP and Hedgehog signaling pathways [28,29], were well-recapitulated in the intercellular communication network of wild-type testes (Fig. S10C and D), indicating that our cell–cell communication analysis is capable of revealing signaling communication between cell types.

Next, we determined cell-type-specific signaling changes between *chinmo^ST^* and wild-type testes. Among all 11 cell populations, cells within the testis apex, including hub cells, CySCs and GSCs/spermatogonia, display dramatic changes in the outgoing and incoming interaction strength in *chinmo^ST^* testes (Fig. 4A, Fig. S10C and E). Thus, we then focused on these three cell types. We observed that *chinmo^ST^* CySCs show elevated outgoing signaling to the aggregates of sexually transformed early cyst cells and GSCs/spermatogonia, and reduced outgoing signaling to themselves and hub cells (Fig. 4A and B). In *chinmo^ST^* testes, GSCs/spermatogonia are found to be the ‘super receiver and sender’. They have an elevated potential for receiving and sending signals from most other major cell populations, with hub cells and CySCs being two major interactors (Fig. 4A and B). This is consistent with the requirement for cyst cells, which wrap GSCs/spermatogonia and their descendants to prevent germ cell overproliferation [8,9,11]. Hub cells show stronger interactions with GSCs/spermatogonia in *chinmo^ST^* testes (Fig. 4A and B). However, they show reduced interactions with themselves and the feminized CySCs (Fig. 4A and B). This suggests that hub cells may lose their ability to communicate with adjacent CySCs at the onset of CySCs feminization.

**Figure 4.**
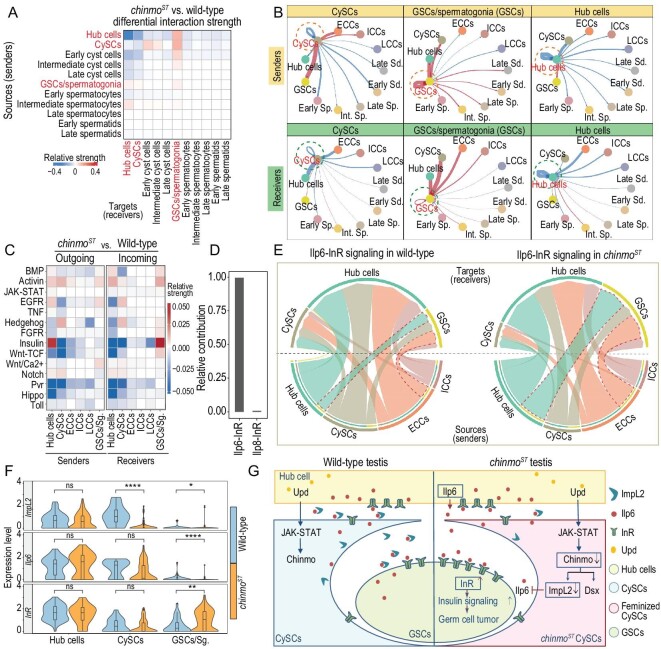
scRNA-seq reveals that the soma-germline communication network and insulin signaling are major players in stem cell sexual maintenance. (A) Heatmap showing differential interaction strength among each cell type in *chinmo^ST^* versus wild-type testes. Red and blue shading represents increased and decreased signaling strength in *chinmo^ST^* testes compared to wild-type testes, respectively. (B) Circle plots showing *chinmo^ST^* versus wild-type differential intercellular interaction strengths between CySCs (left), GSCs/spermatogonia (middle), hub cells (right) and other testis cell types. CySCs, GSCs/spermatogonia and hub cells are treated as signal senders in the upper three panels and signal receivers in the lower three panels. The dotted lines highlight signal senders/receivers. Widths of edge lines are proportional to the differential interaction strength. Red and blue edge lines indicate increased and decreased interaction strength in *chinmo^ST^* testes, respectively. (C) Heatmap showing differential outgoing and incoming signals sent or received by hub cells, somatic cyst cells and GSCs/spermatogonia in *chinmo^ST^* versus wild-type testes. Red and blue shading represents increased and decreased signaling strength in *chinmo^ST^* testes, respectively. (D) Bar plot showing relative contribution of each identified ligand-receptor pair to the overall insulin signaling targeted to *chinmo^ST^* GSCs/spermatogonia, which is the ratio of the communication probability of each ligand-receptor pair to that of insulin signaling targeted to *chinmo^ST^* GSCs/spermatogonia. (E) Chord diagram showing the communication probabilities mediated by ligand-receptor pair Ilp6-InR among hub cells, CySCs, GSCs/spermatogonia (GSCs), ECCs and ICCs, in wild-type and *chinmo^ST^* testes, respectively. Signal receivers are shown in the top half of the chord diagram while signal senders are shown in the bottom half. The inner thinner bar colors represent the target cell types that receive signals from the corresponding outer bar; the inner bar width is proportional to the signal strength received by the targets. Taking all the signals in the niche as a whole, there is a proportional decrease of Dilp6 output from *chinmo^ST^* CySCs and a proportional decrease of insulin signals received by *chinmo^ST^* hub cells and CySCs. It is possible that Chinmo-reduction induced feminization in CySCs downregulates the output of insulin-like ligand Dilp6. This could potentially trigger a compensatory increase in the output of Dilp6 from hub cells. However, most of the increased output of Dilp6 from hub cells is received by the mutant GSCs/spermatogonia, resulting in a distinct elevation of insulin signaling in these cells. (F) Violin plot showing the expression level of insulin pathway genes, including ligand *Ilp6*, receptor *InR* and ligand inhibitor *ImpL2* in hub cells,CySCs and GSCs/spermatogonia. Differential expression analysis is performed by Wilcoxon rank sum test (*, *P* < 0.05; **, *P* < 0.01; ****, *P* < 0.0001; ns, non-significant). (G) Working models of Chinmo-reduced CySCs activating insulin signaling in *chinmo^ST^* GSCs and thus initiating testis germ cell tumorigenesis. WT, wild-type. Sg, spermatogonia. Sp, spermatocytes. Sd, spermatids. Int, intermediate.

To identify the specific signaling pathways involved in CySC sex conversion and germ cell overproliferation, we further analyzed the 14 distinct pathways mentioned above (Fig. 4C). Four pathways are all significantly altered in *chinmo^ST^* CySCs: TGF-β (both BMP and Activin signaling), EGFR, insulin and Pvr (Fig. 4C). In *chinmo^ST^* GSCs/spermatogonia, the most prominent change was the upregulation of the IR signaling pathway (Fig. 4C), which homeostatically maintains and regulates testis and ovarian GSCs [30]. Furthermore, a previous study measuring somatic body size plasticity shows that the sex determination pathway governs a female-biased increase in insulin signaling activity [31]. We speculated that the insulin signals might contribute to somatic-sex-conversion-induced germ cell tumorigenesis.

Among all known ligand-receptor pairs, the insulin signaling pathway targeted to *chinmo^ST^* GSCs/spermatogonia was dominated by the *insulin-like peptide 6* (*Dilp6*) ligand and its receptor *insulin-like Receptor* (*InR*) (Fig. 4D). By further analyzing Dilp6-InR signaling in different cell types, we found that GSCs/spermatogonia received more IR signals mainly from hub cells and early cyst cells in *chinmo^ST^* testes (Fig. 4E). Consistent with the signaling changes, the receptor *InR*, downstream effectors of the IR signaling pathway such as *Akt kinase* (*Akt1*) and *Phosphatidylinositol 3-kinase 92E* (*Pi3K92E*) are significantly upregulated in *chinmo^ST^* GSC/spermatogonia over time (Fig. 4F, Figs S3E–G, S10F). Notably, their expression levels are non-sex-specific in wild-type testes and ovaries (Fig. S9G–I). This observation suggests that these factors are abnormally upregulated in *chinmo^ST^* germ cells, rather than adopting a female-specific expression pattern. Additionally, *ImpL2*, which binds the ligand Dilp6 to antagonize insulin signaling [32], is significantly downregulated in feminized CySCs (Fig. 4F). Loss of *ImpL2* could promote the short-range diffusion of Dilp6, further increasing insulin signaling in GSCs/spermatogonia as surrounding somatic cells become feminized [32].

Taken together, our results suggest that the intercellular communications in the *chinmo^ST^* testis niche are vastly changed, mainly through alterations in the insulin, TGF-β and EGFR signaling pathways. Aside from the canonical sex determination pathway, the insulin signaling pathway is presumed to explain the dramatic change in *chinmo^ST^* testis niche and could mediate the crosstalk between Chinmo-reduction induced feminization of CySCs and germ cell tumorigenesis, directly or indirectly (Fig. 4G).

### Insulin signaling is involved in stem cell differentiation and sex maintenance

Our single-cell data suggested that increased insulin signaling received by germ cells shifts the fate of *chinmo^ST^* GSCs toward tumorigenesis. To test this hypothesis, we first knocked down the insulin ligand antagonist *ImpL2* within CySCs, since *ImpL2* expression decreases in CySCs undergoing feminization. This yielded testes indistinguishable from wild-type, consistent with a previous report [32]. This shows that decreased insulin ligand antagonist *ImpL2* alone is insufficient to produce germ cell phenotypes. Since the *insulin-like receptor* (*InR*) is upregulated in mutant GSCs/spermatogonia, we next overexpressed *InR* in GSCs. This resulted in the formation of aggregates of Fas3-positive somatic cells along with the presence of DAPI-bright overproliferating germ cells (38%–67% of testes; *n* = 294), similar to what we observed in *chinmo^ST^* testes (Fig. 5A–C, E, Supplementary Tables S4 and S5). Notably, the formation of the follicle cell-like epithelial aggregates presents a milder phenotype with relatively lower penetrance compared to fully developed columnar follicle cell-like epithelia throughout the testes observed in *chinmo^ST^* testes (∼95% of testes) [11] (Fig. 1A′′′′, Supplementary Tables S4 and S5). In addition, we overexpressed a downstream component of the insulin pathway (*Akt1*) in germ cells; this also resulted in somatic aggregates and overproliferating early germ cells (44%–48% of testes; *n* = 82), consistent with the above observations (Fig. 5A, D and E, Supplementary Tables S4 and S5). We further hypothesized that if *chinmo^ST^* testes acquire phenotypes as a result of increased insulin signaling in germ cells, we could potentially reverse these phenotypes by decreasing insulin signaling in germ cells of *chinmo^ST^* testis. Knockdown of InR in GSCs using the driver *nanos-Gal4* in the *chinmo^ST^* background partially rescued phenotype progression (one-week-old phenotype penetrance decreased from 90% to 70%) (Fig. 5F and G, Supplementary Tables S6 and S7). This indicates that the feminization of CySCs can induce GSC fate toward tumorigenesis via the insulin signaling pathway. However, the insulin signaling may not be the only pathway involved since it cannot fully rescue the *chinmo^ST^* mutant phenotype.

**Figure 5.**
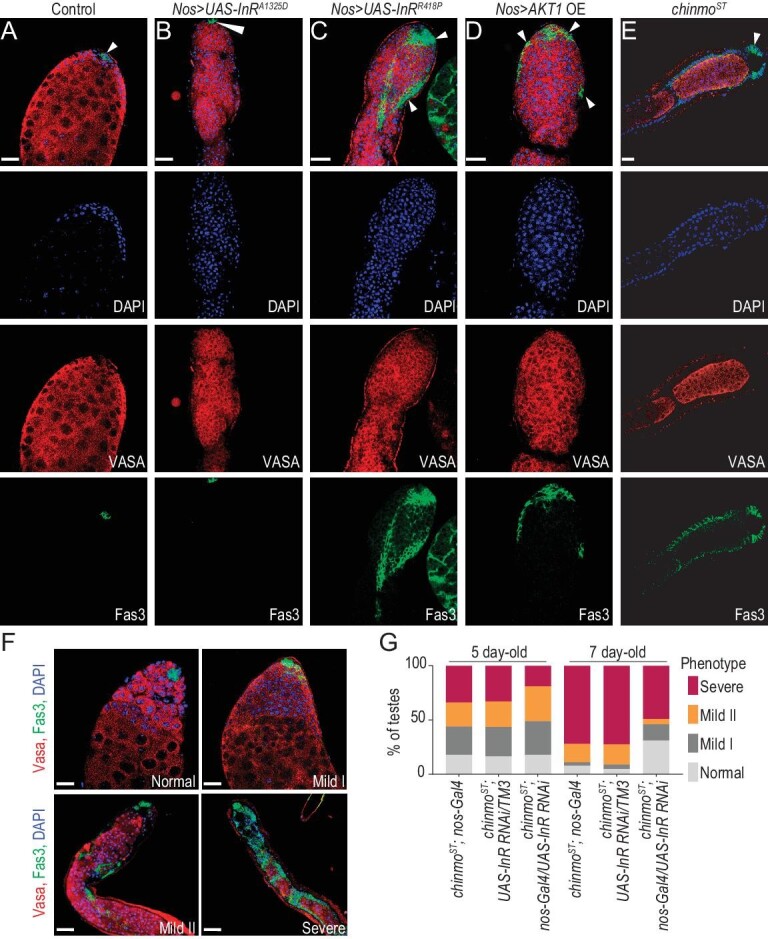
Insulin signaling components are involved in stem cell differentiation and sex maintenance. (A–E) Two-week-old whole adult testes immunostained for Vasa (germline), Fas3 (hub membranes) and DAPI (DNA) in control (*Nos-Gal4 > UAS-GFP*) (A), *Nos-Gal4 > UAS-InR^A1325D^* (expresses a constitutively active InR under the control of UAS; the A1325D amino acid change mimics the human V938D change) (B), *Nos-Gal4 > UAS-InR^R418P^* (expresses a constitutively active InR under the control of UAS; the R418P amino acid change mimics the human K86P change) (C), *Nos-Gal4 > UAS-Akt1* (D) and *chinmo*^*ST*^ (E). Arrowheads mark somatic cyst cells. (F) The follicle-like cell phenotype in 2-week-old *chinmo^ST^* testes (E) can be partially rescued by knocking down InR in the *chinmo^ST^* GSC lineage (*chinmo^ST^; Nos-Gal4/UAS-InR RNAi*), displaying a range of mild to severe phenotypes [11]. (G) Composite bar graph showing the percentage of testes with normal, mild-I, mild-II and severe phenotypes after knocking down InR in adult *chinmo^ST^* GSC lineage (*chinmo^ST^; Nos-Gal4/UAS-InR RNAi*) for the number of days indicated. Control genotypes consist of *chinmo^ST^; Nos-Gal4* and *chinmo^ST^; UAS-InR RNAi*/*TM3*. Morphologically normal wild-type testes were scored as ‘normal’. Testes with Fas3-positive epithelial aggregates at the apex near the hub were scored as ‘mild-I’; these testes often contained overproliferating germ cells. Testes displaying Fas3-positive epithelial aggregates and overproliferating early germ cells approximately halfway from the distal end were classified as ‘mild-II’. Testes with Fas3-positive epithelial aggregates at the distal 2/3 or throughout the entire testis were scored as ‘severe’; these testes often showed germ cells enclosed by these epithelial aggregates, leading to their arrest at an early spermatogonial stage, or to degeneration [11]. Scale bars = 20 μm.

Taken together, our results imply that Chinmo is working through both the canonical sex determination pathway and the insulin signaling pathway to maintain the male identity of CySCs and the integrity of germ cell differentiation. Sex conversion of CySCs in *chinmo^ST^* testes disrupts soma-germline communication through the insulin pathway and leads to differentiation defects.

### Chinmo directly targets and activates *dsx* and insulin pathway members

Although Chinmo, as a Zinc finger C2H2 protein, is reported as a putative transcription factor [9,33,34], no direct binding targets for Chinmo have been identified so far. We applied CUT&Tag assay to probe Chinmo binding sites (Chinmo peaks) in wild-type and *chinmo^ST^* testes (Fig. 6A). After rigorous quality control (Fig. S11A–D and see ‘Methods’), we obtained 1290 and 3425 peaks in wild-type and *chinmo^ST^* testes, respectively (Fig. S11E). Most Chinmo binding sites in testes were distributed within promoter regions (≤1 kb) (Fig. 6B). Enriched motifs of these sites shared high similarity with known motifs including Trithorax-like (Trl), Motif 1 Binding Protein (M1BP), Adult enhancer factor 1 (Aef1) and Boundary element-associated factor of 32 kD (BEAF-32) (Fig. 6C). Wild-type Chinmo peaks with these motifs have distinct protein binding footprints (Fig. S11F), suggesting that Chinmo might interact or share similar motifs with these factors. 1081 genes associated with Chinmo binding sites are enriched in the regulation of epithelial development, neurogenesis, cell communication, female gamete generation and cell fate commitment (Fig. 6D), which is consistent with the identity of Chinmo as a neuronal temporal regulator, sex determination effector and stem cell maintenance factor [8–11,34–36]. Compared to Chinmo motif-containing sites identified previously through bacterial one-hybrid approaches [37], our data showed 507 overlapping Chinmo peaks. This included several targets previously predicted as putative targets of Chinmo (such as *mirror* (*mirr*), *scribble* (*scrib*), *polychaetoid* (*pyd*) and *DE-cadherin* (*shg*)) [8], identified through recognition of a Chinmo motif using the bacterial one-hybrid system (Fig. S12).

**Figure 6.**
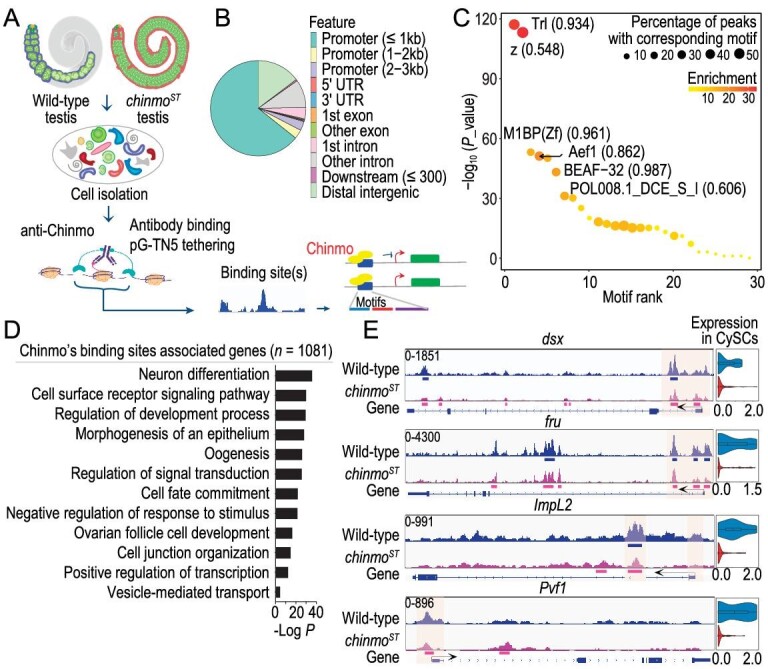
Chinmo directly targets and activates *dsx* and insulin pathway members. (A) Workflow for CUT&Tag sequencing using anti-Chinmo antisera. (B) Pie chart showing the percentage of reproducible Chinmo binding sites in wild-type testis that fall on different genomic regions. (C) Dot plot showing enriched motifs of Chinmo binding sites in wild-type testis. Dot size represents percentage of target peaks with corresponding motif and dot color represents degree of motif enrichment in target peaks compared to random background sequences. Enriched motifs that are found in >15% of target peaks are labeled with the most similar known motifs and similarity scores. The x-axis represents rank of motif ordered by *P* value. (D) Top GO terms enriched for Chinmo peaks associated genes (*n* = 1081) in wild-type testis. (E) Genome tracks for exemplary Chinmo direct targets identified by CUT&Tag, including *dsx, fru, ImpL2* and *Pvf1* in wild-type and *chinmo^ST^* testis. Violin plots on the right showing expression of these genes in wild-type and *chinmo^ST^* testis, respectively. The colored blocks beneath Chinmo peaks represent MACS2-called peaks, which are considered genuine Chinmo binding sites in wild-type and *chinmo^ST^* testis, respectively. WT, wild-type. Exp, expression.

We further asked which genes are directly targeted by Chinmo in feminized CySCs by performing differential binding sites (DBSs) analysis between *chinmo^ST^* and wild-type testes. 1426 upregulated and 1947 downregulated Chinmo-binding sites were identified in *chinmo^ST^* testes. Since Chinmo is depleted in the CySC lineage and slightly upregulated in GSCs/spermatogonia and early germ cells in *chinmo^ST^* testes (Fig. 1D and E, Fig. S3B and D), we assumed that the downregulated DBSs represent Chinmo-binding sites in CySCs. By overlapping the associated genes of downregulated Chinmo-binding sites and DEGs in *chinmo^ST^* CySCs, we identified 152 direct targets of Chinmo in CySCs (Supplementary Table S8). These target genes are enriched in cell fate commitment, ovarian follicle cell development and sex differentiation (Fig. S11G). These results corroborate the above-mentioned findings that Chinmo is a major contributor influencing the sex maintenance and fate commitment of CySC lineage cells.

Among 152 direct targets of Chinmo in CySCs, we found that some canonical sex determination factors and factors of the above-mentioned differential signaling pathways are top-ranked (Fig. 6E). Previously we showed that Chinmo maintains the male identity of CySCs through the canonical male determination factor Dsx [11]. Here we verified that Chinmo is directly activating *dsx* as well as another male sex determination factor *fru* in CySCs (Fig. 6E). Furthermore, the negative regulator of insulin signaling *ImpL2* and the Pvr signaling ligand *PDGF- and VEGF-related factor 1* (*Pvf1*), members of differentially signaling pathways between *chinmo^ST^* and wild-type testes, are also directly activated by Chinmo in CySCs (Fig. 6E). These data suggest that Chinmo can directly target and activate the expression of sex determination factors and insulin pathway components to regulate sexual maintenance in CySCs. Additionally, genes upregulated in mutant GSCs/spermatogonia, such as the female germline sex determination factors *ovo* and *otu* [1], also display Chinmo binding and this binding increases in *chinmo^ST^* testes (Fig. S13A). However, we have also uncovered Chinmo's role as a transcriptional repressor for some genes (Fig. S13B). Upon comprehensive analysis of Chinmo binding and its targets’ expression, our results suggest that in both soma and germline, Chinmo predominantly functions as a transcriptional activator to promote the expression of male-biased genes (Fig. S13C and D).

## DISCUSSION

The *chinmo^ST^* testis serve as an excellent model for investigating the molecular mechanisms underlying sex maintenance of somatic CySCs and the associated intercellular signaling between somatic cells and germ cells. Through scRNA-seq and the Chinmo CUT&Tag assay on both wild-type and mutant testes, we found that the reduction of Chinmo in *chinmo^ST^* CySCs leads to the downregulation of *dsx^M^* and the upregulation of FSC markers at the transcription level, thereby triggering a comprehensive transcriptional response to promote feminization. Furthermore, our data revealed significant disruptions in various intercellular communication pathways within the *chinmo^ST^* testes, with the insulin-receptor signaling pathway exhibiting the most pronounced alterations. Remarkably, some major components of the insulin-receptor signaling pathway are directly bound by Chinmo. In combination with phenotypic verification via genetic manipulation in CySCs and GSCs, we validated that the insulin pathway signaling components, including the insulin receptor and its downstream effector *Atk1*, are major contributors to germline defects seen in *chinmo^ST^* testes. Altogether, our work indicates that Chinmo directly regulates the male sex determination factor *dsx*, the fly homolog of the mammalian *DMRT1*, as well as other intercellular signals such as insulin signaling, to maintain male identity of the CySC lineage cells and promote normal spermatogenesis.

The mechanism of sex determination in *Drosophila* is orchestrated by the cascade of sex-specific splicing of mRNA. Our study reveals that the molecular mechanisms underlying sex maintenance in adult files involve canonical sex determination genes. Specifically, Chinmo, as a key factor to maintain the male identity of adult CySCs, can directly regulate the transcriptional levels of sex determination genes including *dsx* and *fru*. Furthermore, Chinmo has also been shown to repress alternative splicing of *tra* pre-mRNA to maintain male sex identity of CySCs [9]. Our CUT&Tag data reveal that Chinmo binds to the promoters of splicing factor genes like *U2 small nuclear riboprotein auxiliary factor 50* (*U2af50*), which is a *Sex lethal* (*Sxl*) [3] antagonist that can regulate alternative splicing of *tra* pre-mRNA [38]. Hence, Chinmo potentially regulates both gene expression and alternative splicing. However, our scRNA-seq data only capture the 3ʹ end of genes, which limits our ability to detect sex-specific splicing in canonical sex determination genes. Further work is required to decipher the role of alternative splicing in sex maintenance.

In this study, we report the cell–cell communication networks in the *Drosophila* testis for the first time, and offer insights into additional functional signaling pathways. By comparing intercellular communications between wild-type and *chinmo^ST^* testes, we found significant changes in several signaling pathways, particularly the insulin signaling pathway, which accompanies the *chinmo^ST^*-mediated sex transformation and defective gametogenesis. Furthermore, soma-germline signaling pathways such as the TGF-β pathway (BMP and Activin signaling), EGFR and PVR signaling were found to be activated or repressed in mutant CySCs (Fig. 4C). A previous study has shown that ectopically activated Activin signaling in GSCs results in overproliferation of both stem-cell-like and spermatogonial-like cells [39], which is consistent with the *chinmo^ST^* phenotype. This indicates that in addition to the insulin signaling, other detected signaling changes may also contribute to the disrupted gametogenesis. It also helps to explain why a sole decrease of insulin ligand antagonist *ImpL2* in CySCs is insufficient to phenocopy germ cell phenotypes. It is plausible that the reduction of Chinmo in CySCs promotes the expression of *InR* in GSCs through any of these soma-germline signaling pathways, thus priming for increased insulin signaling in *chinmo^ST^* GSCs. Further investigations are required to unravel the contribution of other membrane-mediated signal exchanges and dysregulated genes in this process.

Whether germline sex transformations are true within each cell or instead represent mosaic intersexes is a long-standing question. Previous methods relied primarily on immunostaining for a limited number of markers to assess the sex status of cells [1,3,11,19,21,40], or bulk sequencing of the entire tissue or sorted cells [8,9,24,41]. However, these methods pose challenges in determining the extent of sex conversion in the whole transcriptomic level within individual cell types. Our research, employing single-cell transcriptomic analysis, provides a comprehensive and high-resolution approach to address this question. Our investigation reveals a distinctive and partial transformation, as well as a degree of ambiguity in the sexual identity of germ cells in *chinmo^ST^*, supported by multiple lines of evidence. Firstly, our correlation analysis comparing mutant germ cells with both male and female counterparts indicates a decreased correlation with wild-type male cells and an increased correlation with female cells, yet this correlation remains partial (Fig. 3C, Fig. S7D). Furthermore, as the level of feminization changes over time, germ cells remain intermediate between male and female (Fig. S7C). Moreover, the sex conversion varies across developmental stages: *chinmo^ST^* GSCs/spermatogonia display closer resemblance to wild-type male counterparts, while *chinmo^ST^* early spermatocytes exhibit greater similarities with ovarian germline cells (Fig. 3C, Fig. S7D). Notably, *chinmo^ST^* early spermatocytes display distinctive within-population heterogeneity, consisting of cells in various states of sex-transformation (Fig. S8A and B). Examining differential gene expression patterns reveals a complex scenario: certain pathways, such as Hedgehog pathway components, maintain their original sex identity. Conversely, the expression levels of some Wnt pathway constituents fall into an intermediate range between male and female. Notably, male germline markers like *Pif1a* [13,22] and *Phf7* [3,24] maintain a predominantly male expression pattern (Fig. S9A and F). However, the expression levels of genes associated with oocyte differentiation, such as *ovo* and *otu* [1] lie in between wild-type male and female (Fig. S9D and E). These observations collectively underscore the intricate nature of partial sex transformations within the germline in *chinmo* mutant flies.

Since Chinmo plays a pivotal role in the manifestation of mutant phenotype, it is important to identify target genes and the regulatory nature of Chinmo. Although previous studies have proposed Chinmo as a putative transcriptional repressor [8,9,33,34], our findings illustrate its capacity to both activate and repress target gene expression (Fig. 6E, Fig. S13B). However, our observations lean towards a predominant activation of genes linked to cell fate commitment, ovarian follicle cell development and sex differentiation within *Drosophila* testis (Fig. 6D, Fig. S13C and D). Interestingly, the enriched motifs identified in Chinmo binding sites exhibit notable similarity to known motifs such as Trl, Aef1 and BEAF-32, which have been reported to function as either transcriptional activators or repressors [42,43]. Chinmo might interact with distinct cofactors to modulate its regulatory functions. Future work is needed to determine the intricate regulatory nature of Chinmo across different cell types. Additionally, the observed increase of Chinmo binding peaks in *chinmo^ST^* testes may be attributed to elevated Chinmo expression in germ cells within *chinmo^ST^* testes (Fig. 1D, Fig. S3D). However, without cell-type-specific CUT&Tag data, it is not possible to definitively confirm whether these Chinmo-binding peaks are exclusively located in germ cells.

Chinmo has structurally conserved orthologs extending to the Palaeoptera [44], which can be dated back to 400 million years ago. However, the extent of its functional conservation remains unclear. Exploring whether Chinmo homologs play a role in sex maintenance in other organisms is an intriguing area for future investigation. Beyond the functional conservation of Chinmo protein, our findings reveal that disturbances in somatic sex maintenance disrupt soma-germline communication, thus leading to impaired gonadal gametogenesis. This provides valuable insights into human testicular diseases observed in adult males. (Stem) cell sex confusion or conversion might be a potential mechanism contributing to defective gametogenesis shared among flies, mice and humans.

## MATERIALS AND METHODS

A detailed description is included in Supplementary Materials and Methods.

## Supplementary Material

nwae215_Supplemental_files

## Data Availability

scRNA-seq and CUT&Tag data have been deposited at NCBI Gene Expression Omnibus (GEO) repository, with accession numbers GSE201673 (reviewer token: ilitqseofvaxhuz) and GSE201579 (reviewer token: olmjkgqobvaptex), respectively. Chinmo CUT&Tag data sets are viewable on the University of California Santa Cruz (UCSC) Genome Browser (http://genome.ucsc.edu/s/PeggySze/Fly_testis_Chinmo_CUT&Tag). All original codes are provided at the GitHub repository (https://github.com/PeggySze/ChinmoST). All other data are available in the main text or the supplementary files.

# Supplementary material for: Soma-germline communication drives sex maintenance in the Drosophila testis
**Source:** Natl Sci Rev. 2024 Jun 22;11(8):nwae215. doi: 10.1093/nsr/nwae215
**Supplement:** nwae215_Supplemental_files

**Supplementary Information for**

**Soma-Germline Communication Drives Sex Maintenance in the *Drosophila* Testis**

Rui Zhang,^1#^ Peiyu Shi,^2#^ Shuyang Xu,^1^ Zhe Ming,^1^ Zicong Liu,^1^ Yuanyuan He,^1^ Junbiao Dai,^1^ Erika Matunis,^3^ Jin Xu,^2*^ Qing Ma^1*^

**This PDF file includes:**

Supplementary Materials and Methods

Supplementary Figures S1 to S13

Legends for supplemental Table S1 to S3

Supplemental Tables S4 to S7

Legends for supplemental Table S8

SI References

Supplementary Materials and Methods

**Fly Stocks**

**Immunostaining**

Testes and ovaries were dissected, fixed, and stained as described previously[3]. Antibodies used for immunostaining included: rat anti-Vasa (1:250, DSHB), mouse anti-Fas3 (1:800, DSHB), rat-anti-Chinmo[4] (1:500; a gift from Dr. Sokol), rabbit anti-Chinmo (1:5000; this study against a His-tagged version of full-length Chinmo-PA protein[4]), rabbit anti-Tj[5] (1:1000, a gift from Dr. Wang), mouse anti-Armadillo (1:50, DSHB) and chicken anti-GFP (1:2000, ab13970) . Samples whose staining was directly compared were prepared and imaged in parallel and under identical conditions.

**Single-cell RNA-seq**

*chinmo^ST^* and wild-type males at 3–5, 6–8, and 9–11 day-old were collected, and approximately 100 pairs of testes were dissected for each sample preparation. Testes were dissected into Schneider’s medium and then washed twice with cold 0.04% BSA DPBS solution. Five hundred microliters 0.25% Trypsin was added to each tube/sample. Samples were vortexed with 1000 rpm for 15-18 minutes at room temperature. The enzymatic reactions were terminated by adding 500 µL DMEM (with >10% FBS). Cell suspensions were filtered through a 40 µm Falcon filter into an Eppendorf tube. Spermatids were filtered out for further enrichment of early germ cells and somatic cyst cells. The efficiency of single cell dissociation methods for fly testes were tested by labelling somatic cells or germline cells with GFP fluorescence. The percentage of each type of GFP-labelled cells were measured, ensuring retrieval of single cell suspensions with a reasonable amount of viable germline and somatic cells (Figure S1B).

Single-cell RNA-seq libraries were prepared using the Chromium Single Cell 3ʹ Reagent Kits v3 (10x Genomics), according to the manufacturer’s instructions. Briefly, approximately 5,000–10,000 cells were washed with 0.04% BSA DPBS for three times and were resuscitated and manually determined to a concentration of 700~1200 cells/μL (viability≥85%). Cells were captured in droplets at a targeted cell recovery of cells. After the reverse transcription step, emulsions were broken and Barcoded-cDNA was purified with Dynabeads, followed by PCR amplification. Amplified cDNA was then used for 3’gene expression library construction. For gene expression library construction, 50 ng of amplified cDNA was fragmented and end-repaired, double-size selected with SPRIselect beads, and sequenced on the NovaSeq platform (Illumina) to generate 150 bp paired-end reads.

**CUT&Tag library generation and sequencing**

5–7 and 9–11 day old wild-type and *chinmo^ST^* males were collected, and approximately 100 pairs of testes were dissected for each sample preparation. Testes dissection and single cell dissociation were as described above in single-cell RNA-seq. CUT & Tag was performed as previously described [6] with modifications. The NovoNGS ® CUT & Tag 2.0 High-Sensitivity Kit (Vazyme, Nanjing, China, N259-YH01) was used to capture Chinmo-binding sites.

Binding buffer was prepared by mixing 200 μL 1 M HEPES pH 7.9, 100 μL 1 M KCl, 10 μL 1 M CaCl2 and 10 μL 1 M MnCl2, and dH2O into a 10 mL cocktail. Wash buffer was prepared by mixing 1 mL 1 M HEPES pH 7.5, 1.5 mL 5 M NaCl, 12.5 μL 2 M spermidine, 1 Roche Complete Protease Inhibitor EDTA-Free tablet and dH2O into a 50 mL cocktail. Dig-wash buffer was prepared by mixing 400 μL 5% digitonin with 40 mL Wash buffer. Antibody buffer was prepared by mixing 8 μL 0.5 M EDTA and 6.7 µL 30% BSA with 2 mL Dig-wash buffer. Dig-300 buffer was prepared by mixing 1 mL 1 M HEPES pH 7.5, 3 mL 5 M NaCl and 12.5 μL 2 M spermidine, 100 µL 5% digitonin (0.01%), one Roche Complete Protease Inhibitor EDTA-Free tablet and dH2O into a 50 mL cocktail. Tagmentation buffer was prepared by mixing 5 mL Dig-300 buffer and 50 µL 1 M MgCl2.

Briefly, cells were incubated with 10 μL pre-washed ConA beads in a 1.5-mL low-binding tube. Fifty microliters of antibody buffer with 1 μg antibody (rabbit anti-Chinmo-PA, 1:50) was added and cultured overnight at 4°C. After washing twice with dig-wash buffer, 50 μL dig-wash buffer with 0.5 μg secondary antibody was added and incubated at room temperature for 1 h. After washing twice with 800 μL dig-wash buffer, 1.0 μM pG–Tn5 was added with 100 μL Dig-300 buffer. Samples were incubated at room temperature for 1 h and then washed twice with 800 μL dig-wash buffer. Three hundred microliters of tagmentation buffer were added and samples were incubated at 37 °C for 1 h. The reaction was stopped with 10 μL 0.5 M EDTA, 3 μL 10% SDS and 2.5 μL 20 mg/mL Proteinase K. After extraction with phenol-chloroform and ethanol precipitation, PCR was performed to amplify the libraries according to the manufacturer’s instructions. DNA quality and quantity were determined using the Agilent 2100 Bioanalyzer. Post-PCR clean-up was performed by adding 1.3× volume of NovoNGS ^®^ DNA Clean beads (Vazyme, Nanjing, China, N259-YH01), according to the manufacturer's instructions. All libraries were sequenced by Illumina NovaSeq S4 to generate 150 bp paired-end reads.

**Single-cell RNA-seq processing and cell type identification**

For each scRNA-seq dataset, raw data were aligned to *D. melanogaster* reference genome dm6 and gene-barcode matrices were generated by CellRanger [7] version 4.0.0. Count data were further processed using the R package Seurat [8] version 3.2.2. High-quality cells that expressed 200–6,000 genes and had mitochondrial content <10% were retained for the downstream analysis. Single-cell RNA-seq datasets of wild-type and mutant testes across different time points were integrated using the standard integration workflow (https://satijalab.org/seurat/v3.0/integration.html). Briefly, feature counts from each sample were log-normalized using the NormalizeData() function and top 2000 variable features were identified using FindVariableFeatures(). To integrate scRNA-seq datasets, a set of anchors was identified using the FindIntegrationAnchors() with 2000 genes. These anchors were used to integrate six scRNA-seq datasets. Data were scaled using the ScaleData() function. To reduce dimensionality of integrated data, principal component analysis was performed. The top 30 principal components were selected based on the results from the JackStraw procedure and elbow plot and further used for clustering at a resolution of 0.4 and running the Uniform Manifold Approximation and Projection (UMAP) dimensional reduction. This resulted in four peripheral clusters and two cell groups which consist of somatic lineage and germline lineage in testes. Cells associated with the testis sheath (muscle, pigment) or that were inadvertenly captured along with testis cells, e.g. hemocytes, were first annotated using the following marker genes: Hemocytes (*Ppn*, *Hml*); Muscle cells (*Mp20*, *Zasp66*); Pigment cells (*glob1*, *CG2233*); Male gonad associated epithelium (*CG18628*, *MtnA*) (Figure 1B-C). To annotate somatic cells and germline cells in detail, somatic cells and germline cells were subset for subclustering analysis respectively [9-12]. Standard integration workflow of Seurat was applied to both somatic cells and germline cells subclustering analysis as mentioned above except for the number of chosen principal components and clustering resolution. The top 20 principal components were used for clustering at a resolution of 0.4 in germline cells subclustering analysis, while the top 30 principal components were used for clustering at a resolution of 0.6 in somatic cells subclustering analysis. Germline cells were annotated to six cell types (markers are listed): GSCs/spermatogonia (*aub, zpg, vas, nos, stg, bam*); Early spermatocytes (*Rbp4, kmg, wuc, nht*, *Taf12L*); Intermediate spermatocytes (*nht*, *Taf12L*, *sa*, *CycB*, *fzo*, *twe*, *CG3927*); Late spermatocytes (*CycB*, *fzo*, *CG3927*, *bol*); Early spermatids (*bol*, *Dpy-30L2*); Late spermatids (*schuy*, *hale*, *boly*, *whip*, *p-cup*, *wa-cup*, *r-cup*, *d-cup*) (Figure 1B-C, S2F-J). Somatic cells subclustering analysis enabled us to annotate the following cell types (markers[10] are listed): Early cyst cells (*Wnt4*, *CG31676*); Intermediate cyst cells (*Pdcd4*, *sog*, *Six4*); Late cyst cells (*CG8665*, *CG3376*); Terminal epithelial cells (*Nep2*, *Nep4*, *mnd*); Somatic cells at base of testis (*Ubx*) (Figure 1B-C, S2A-E). Due to the incapability to distinguish between hub cells and CySCs based on the above somatic cells subclustering analysis, hub cells, CySCs, early cyst cells and intermediate cyst cells were subset for further subclustering analysis. Standard integration workflow of Seurat was applied to cyst cells subclustering analysis with 1000 anchor features and the top 20 principal components for clustering at a resolution of 0.8. Hub cells and CySCs were annotated using the following marker genes [10]: Hub cells (*org-1*, *Fas3*, *InR*, *aop*, *Socs36E*); CySCs (*zfh1*, *ptc*, *piwi*, *tj*, *puc*, *stg*, *InR*, *aop*, *Socs36E*). Marker genes and differentially expressed genes between mutant and wild-type for each cell type were identified with the Wilcoxon rank-sum test by FindAllMarkers() function. Only those with fold change ≥ 1.5 and p-value < 0.05 were considered as marker genes or differentially expressed genes. Functional enrichment of differentially expressed genes were performed by clusterProfiler [13] version 3.14.3. and KEGGREST version 1.26.1[14].

**Correlation of pseudobulk** **transcriptomes**

Pseudobulk transcriptome of a cell group was calculated by the following steps: first, we normalized count data of scRNA-seq by Transcripts Per Million reads (TPM). Next, we calculated average normalized counts of all cells in a cell group for each gene. We regarded the gene-level average normalized counts as pseudobulk transcriptome. When computing correlation of two pseudobulk transcriptomes, shared genes were retained and Pearson correlation coefficients were used.

**Trajectory analyses (including RNA velocity and conventional trajectory inference analysis) and comparison across mutant and wild-type germline cells**

**RNA velocity analysis of germline cells**

With BAM files processed by Cellranger and genome annotation file, spliced/unspliced expression matrices were generated by velocyto[15] version 0.17.17 in a command line interface. These matrices were loaded into R and integrated into Seurat objects. GSCs/spermatogonia, early spermatocytes, intermediated and late spermatocytes of wild-type and mutant testes were subset for running RNA velocity estimation respectively with the following parameters: deltaT = 1, kCells = 10, fit.quantile = 0.02. RNA velocities were visualized on UMAP embedding with the following parameters: arrow.scale = 2, show.grid.flow = TRUE, min.grid.cell.mass = 0.5, grid.n = 40.

**Trajectory inference and comparison across mutant and wild-type germline cells**

First, single-cell RNA-seq data of GSCs/spermatogonia, early spermatocytes, intermediate and late spermatocytes were subset for trajectory inference. We used condiments[16] (https://hectorrdb.github.io/project/condiments/) to infer trajectories and assess differential gene expression patterns along pseudotime between mutant and wild-type germline cells. Using the sample type labels and UMAP embedding coordinates from Seurat, imbalance scores that measure the imbalance between the local and global distributions of sample type labels were calculated (Figure S7F) and the *topologyTest* was performed. Based on the significant differential topology (p-value < 2.2e-16), we fitted an individual trajectory for mutant and wild-type germline cells, respectively (Figure S7F). Due to unchanged skeleton structure of trajectories, two trajectories of mutant and wild-type germline cells were mapped to each other. With the mapped trajectories, gene expression was modeled with the negative binomial generalized additive model using 8 knots and differential gene expression analysis was performed by the *conditionTest* to identify differential expressed genes (Fold change > 1, FDR < 0.05) along pseudotime between mutant and wild-type.

**Intercellular communication analysis**

To construct cell-cell communication networks for wild-type and mutant testes, we first manually curated a comprehensive signaling molecule interaction database for *Drosophila* based on information from FlyBase, the Interactive Fly, KEGG and FlyPhone [17]. Next, these signaling molecule interaction information and scRNA-seq data with major cell types (hub cells, CySCs, early cyst cells, intermediate cyst cells, late cyst cells, GSCs/spermatogonia, early spermatocytes, intermediate spermatocytes, late spermatocytes, early spermatids, late spermatids and hemocytes) served as input for CellChat [18] package to infer intercellular communications in wild-type and mutant testes, respectively. At ligand-receptor pair interaction level, CellChat first identified differentially over-expressed ligands and receptors for each cell group. Intercellular communication probability value was calculated by the law of mass action based on the average expression values of a ligand by one cell group and that of a receptor by another cell group, as well as their cofactors (average expression are calculated after trimming 10% of the smallest values). Significant interactions were identified using a permutation test by randomly permuting the group labels of cells and then recalculating the interaction probability.

Specifically, the likelihood of cellular communication is mainly calculated by an equation[19]. For the complex of the receptor ligand, as long as the expression level of one of the subunits is 0, it is considered that it has no effect on the receptor ligand pair. The result of the equation is a three-dimensional matrix, where K x K represents the relationship between cell populations, and the third dimension N represents the likelihood of cell communication for a particular receptor ligand pair. For each value in the three-dimensional matrix, it can be understood as the possibility of communication between specific receptor ligand pairs among cell populations. The likelihood of the sender (score) is obtained by accumulating the likelihood of cellular communication of all exocrine ligands. The likelihood of a receiver (score) is obtained by accumulating the likelihood of all ligand-stimulated cellular communication modes. For each signaling pathway, there are multiple pairs of receptor ligand pairs in the communication network. The communication possibilities of all sender cell groups are obtained by adding up the cellular communication possibilities calculated above (3D matrix) along the sender cells (in the receptor ligand pair, the ligand-secreting cell population) to obtain the communication possibilities of all sender cell groups (2D matrix, focusing only on all possibilities of ligand-secreting cell populations, not receiver cells). At a signaling pathway level, CellChat summarized the communication probabilities of all ligands-receptors interactions associated with each signaling pathway to compute the communication strength. At the aggregated level, communication probabilities of all signaling pathways for each pair of cell groups were summarized.

To identify signaling roles (senders or receivers) of cell groups, CellChat adopted the centrality metrics from graph theory and calculated out-degree and in-degree centrality of an intercellular communication network. Regarding the intercellular communication network as a weighted-directed network with the weights as the computed communication probabilities, the out-degree centrality was computed as the sum of communication probabilities of the outgoing signaling from a cell group (treating cells as senders) while the in-degree centrality was computed as the sum of the communication probabilities of the incoming signaling to a cell group (treating cells as receivers).

To identify major signaling changes in mutant testes, a comparison of cell-cell communication network between mutant and wild-type testes was performed. We first compared interaction strength among different cell populations between mutant and wild-type testes. The above analysis summarized the information from the outgoing and incoming signaling together. Next, we compared outgoing and incoming interaction strength of each cell group between mutant and wild-type testes at both the aggregated level and signaling pathway level, which facilitated identifying the cell groups with significant changes in sending or receiving signals and associated signaling pathways that exhibit different signaling patterns.

**CUT&Tag analysis**

For each CUT &Tag dataset, fastp [20] version 0.21.0 was used to profile quality and remove adapters and low-quality reads. Trimmed reads were aligned to *D. melanogaster* reference genome dm6 by Bowtie2[21] version 2.4.3 with the following parameters: --end-to-end --very-sensitive --no-mixed --no-discordant --phred33 -I 10 -X 700. Duplicated reads were removed by Picard (<https://broadinstitute.github.io/picard/>) version 2.21.1 and duplication rate was calculated. Uniquely mapped reads were kept by sambamba [22] version 0.8.0 and reads that aligned to blacklist regions were further filtered. These kept reads were shifted by alignmentSieve from deeptools [23] version 3.1.3 as commonly done for ATAC-seq to account for Tn5 insertion offsets. Specifically, plus-stranded reads were shifted by +4 bp and minus-stranded reads were shifted by -5 bp. Peaks were called by MACS2[24] version 2.2.7.1 with the following parameters: -f BAMPE -g dm --keep-dup all. Replicate reproducibility was assessed by Irreproducibility Discovery Rate (IDR) framework[25] version 2.0.3 and reproducible peaks (IDR < 0.05) were annotated by R package ChIPseeker [26]. Motif enrichment analysis of merged reproducible peaks was performed by findMotifsGenome.pl script of homer (http://homer.ucsd.edu/homer/motif/). HINT-ATAC [27] was used to detect footprinting of de novo and known motifs found by homer in merged reproducible peak regions. To obtain differentially Chinmo binding sites (DBSs) between mutant and wild-type testes, we used R package DiffBind [28] version 2.14.0 to identify statistically significant differentially binding sites (Fold change ≥ 1.5, FDR < 0.05) among all peak regions (sites detected at least in one of the samples) by edgeR statistical framework. Binding signals of differentially binding sites were visualized by R package EnrichedHeatmap [29]. The peak annotation was conducted using the annotatePeak() function of the ChIPseeker R package, which defines the promoter region from -3kb to +3kb of the transcription start site (TSS). Thus, peaks within this distance from the TSS of transcripts are annotated as within the promoter region.

To identify the regulatory nature of Chinmo, Binding and expression target analysis (BETA)[30] is performed. 

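BETA relates where a protein binds to which genes change when the protein is lost. A binding site counts for more the closer it lies to the transcription start site of a gene, and the contributions of all sites near the gene are added up.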

Firstly, each gene is assigned with a regulatory potential score based on the distance between down-regulated Chinmo binding sites in mutant testes and transcription start site. The regulatory potential is calculated as
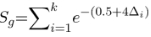
. All binding sites (k) near the transcription start site of the gene (g) within 1000 bp are considered. Δ is the exact distance between a binding site and the TSS proportional to 100 kb (Δ = 0.1 means the exact distance = 10 kb). Next, genes were grouped into three categories based on mutant vs wild-type CySCs differentially expression analysis result, including up-regulated DEGs, down-regulated DEGs and nonsignificant genes in mutant testes. A cumulative distribution function of the three gene groups was generated and a one-tailed Kolmogorov-Smirnov test was used to determine whether up-regulated DEGs group and down-regulated DEGs group differ significantly from the nonsignificant genes group.

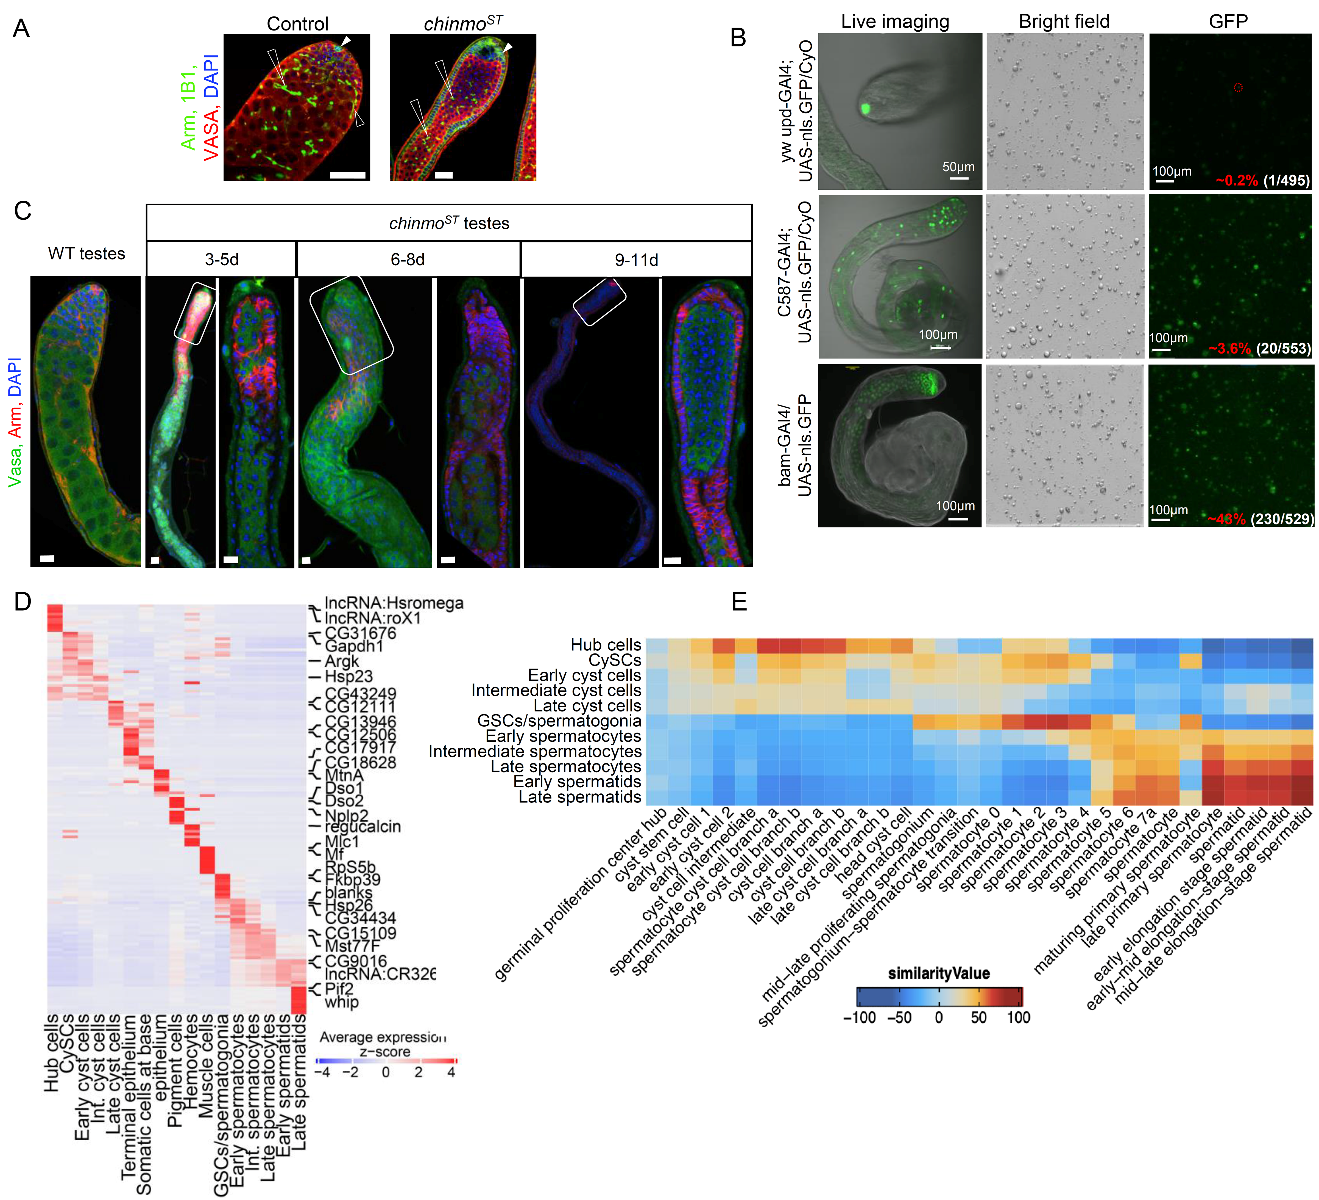

Fig. S1. Single-cell RNA-seq method is robust and reproducible

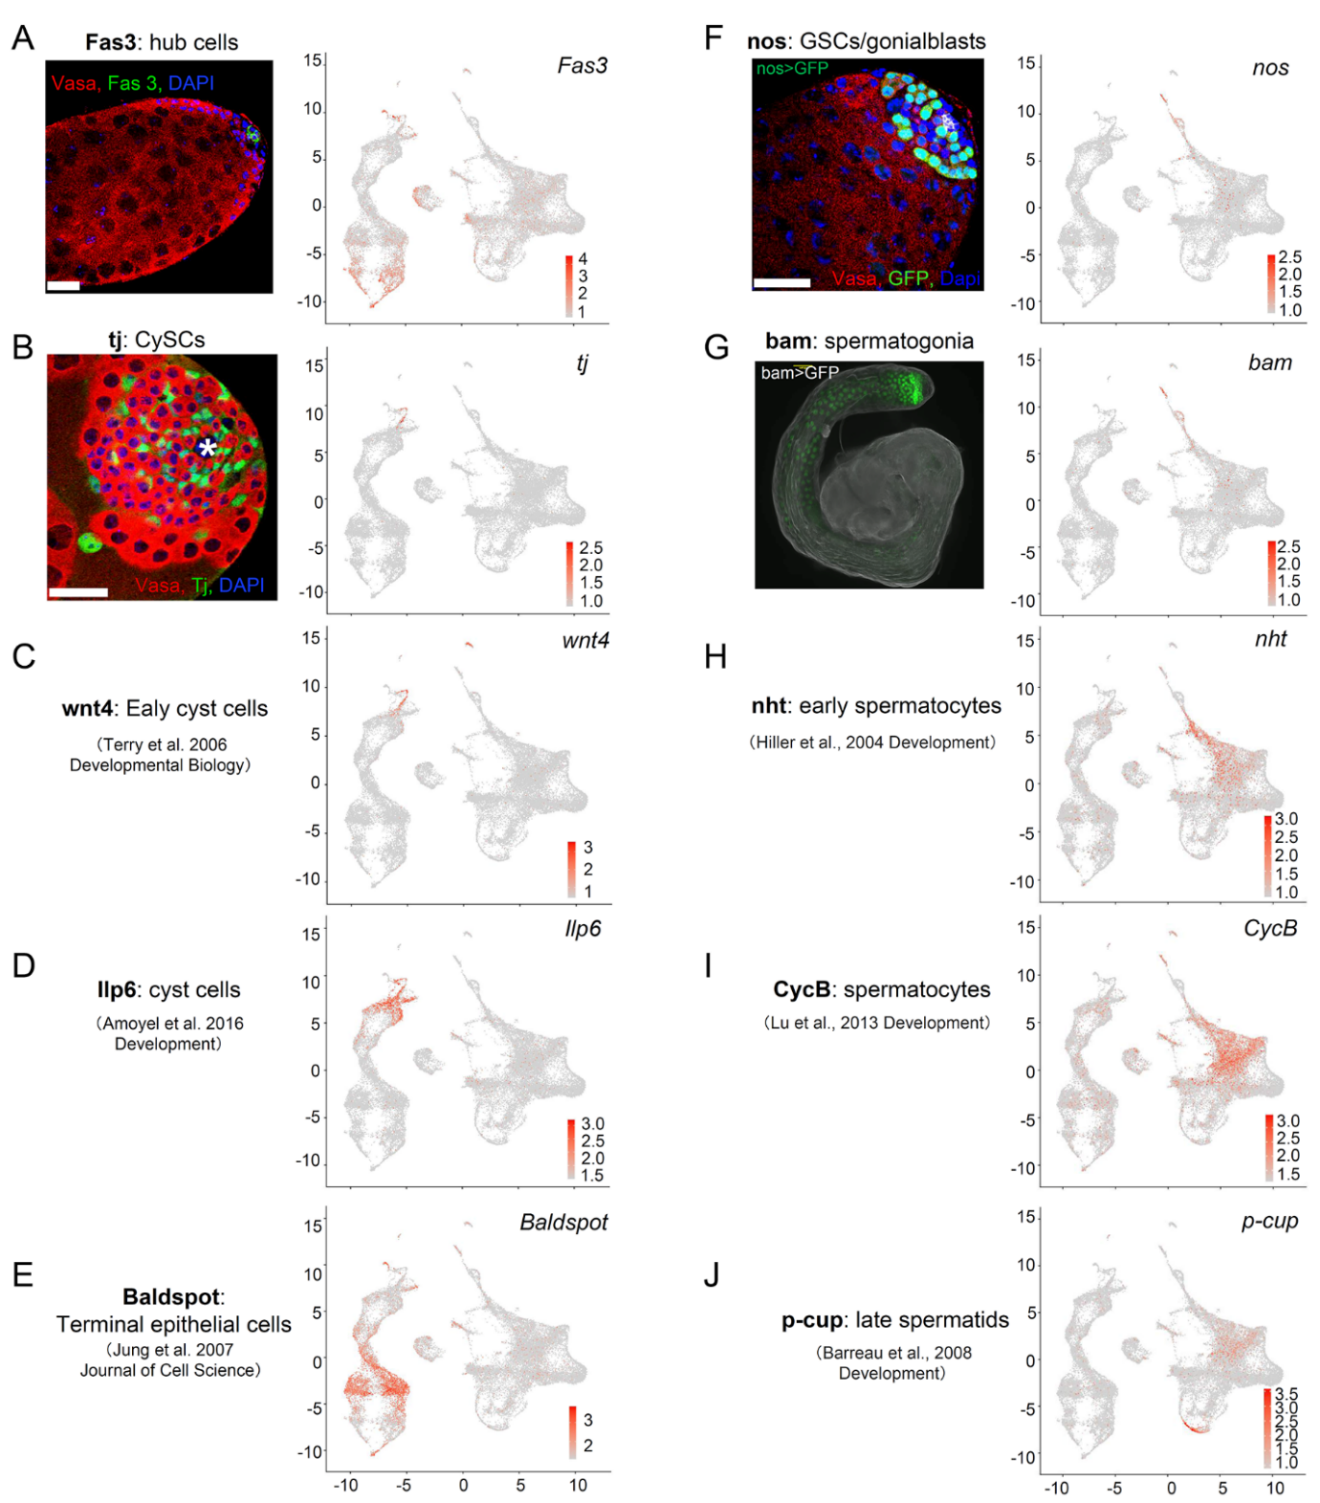

Fig. S2. Single-cell RNA-seq uncovers consistent expression patterns for major testis cell-type marker genes

**A-J**, Immunofluorescence staining and UMAP plots showing consistent expression pattern for somatic cyst cell markers (**A**-**E**): *Fas3* (hub cells and epithelial cells, **A**), *tj* (CySCs, **B**), *Wnt4*[31] (early cyst cells, **C**), *Ilp6*[32] (cyst cells, **D**), *Baldspot*[33] (terminal epithelial cells, **E**). Immunofluorescence staining and UMAP plots showing consistent expression pattern for germ cell markers (**F**-**J**): *nos* (GSCs/gonialblasts, **F**), *bam*-GFP (spermatogonia, **G**), *nht*[34] (early spermatocytes, **H**), *CycB*[35] (spermatocytes, **I**), and *p-cup*[36] (late spermatids, **J**). Red points on the UMAP mark cell populations in which the focal gene is expressed. Scale bars = 20 μm.

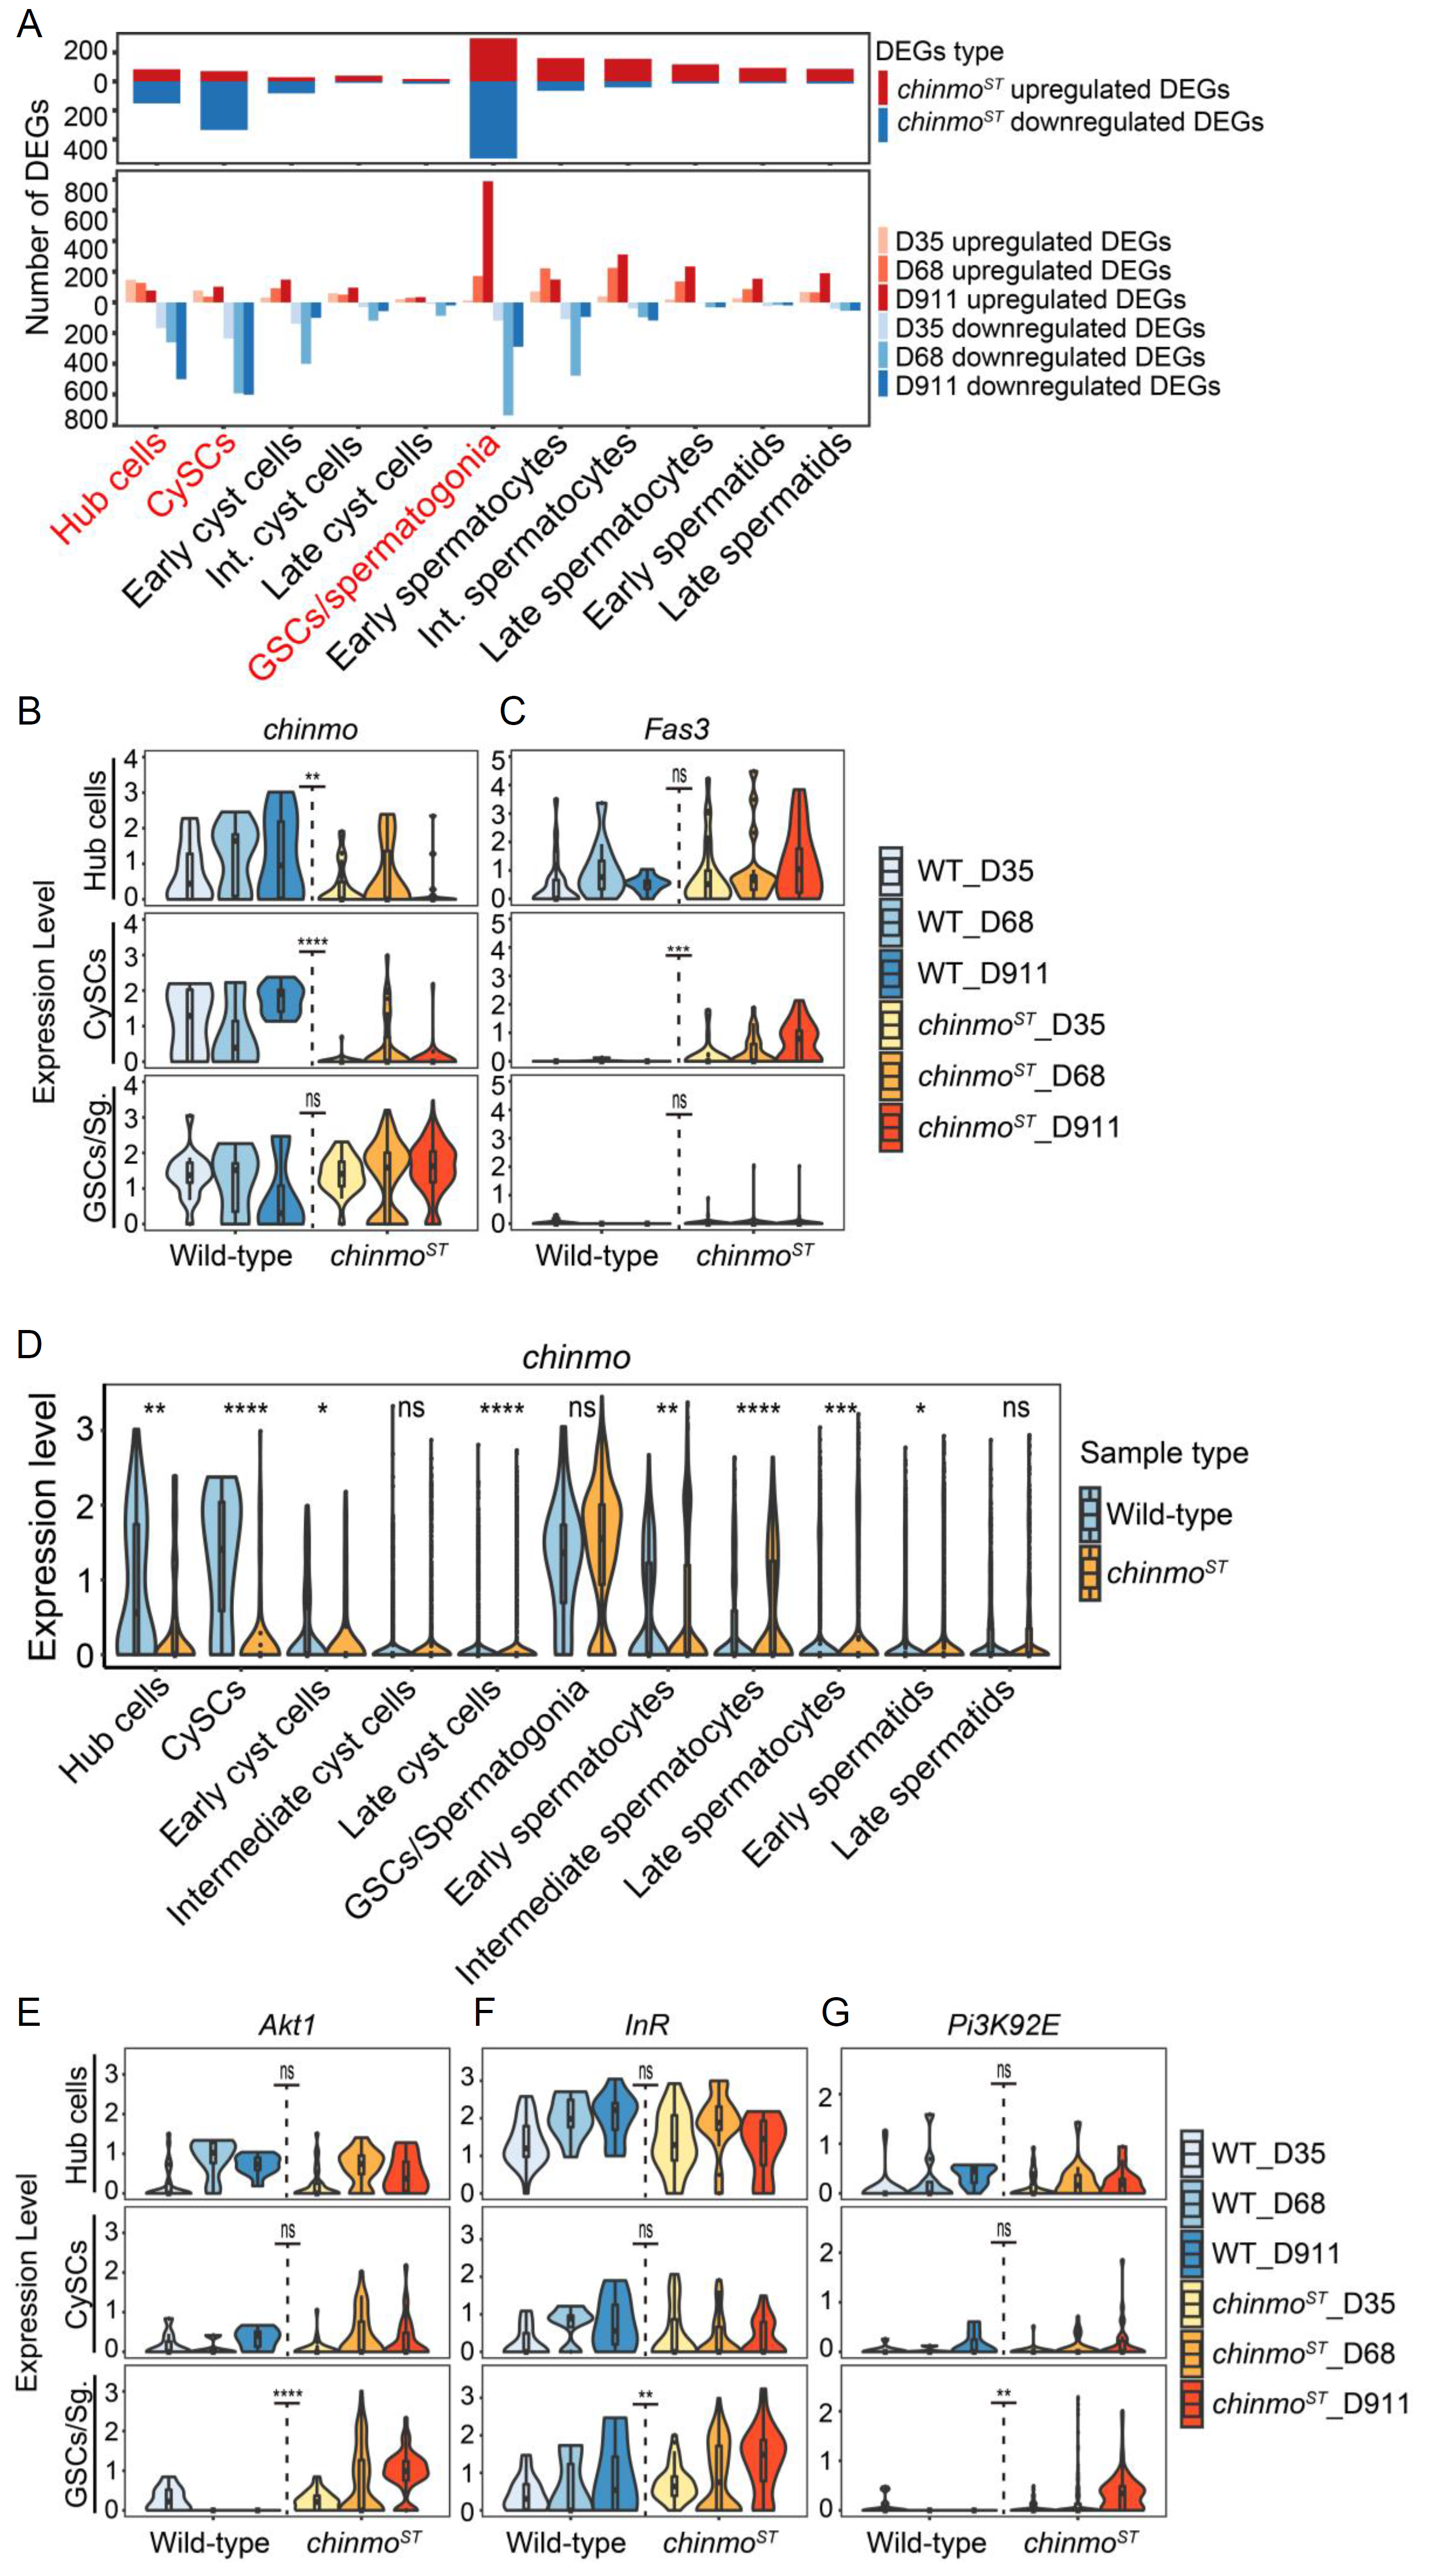

Fig. S3. RNA profile changes in young versus old cells

**A**, Bar graph showing the number of DEGs (Wilcoxon Rank Sum Test p<0.05, absolute value of fold change ≥1.5) in each major *chinmo^ST^* versus wild-type testes cell types over time. Top panel, the number of DEGs obtained from integrating three time points; bottom panel, the number of DEGs at 3–5, 6–8 and 9–11 day-old ***chinmo^ST^*** testes. Red and blue bars represent up- and down-regulated DEGs in *chinmo^ST^* testes, respectively. **B-C,** Violin plots showing the expression changes of *chinmo* (**B**) and *Fas3* (**C**), in hub cells, CySCs, and GSCs/spermatogonia over time. **D**, Violin plots showing the expression changes of *chinmo* in each major *chinmo^ST^* versus wild-type testes cell type. **E-G**, Violin plots showing the expression changes of *Akt1* (**E**), *InR* (**F**) and *Pi3K92E* (**G**) in hub cells, CySCs, and GSCs/spermatogonia over time. Sg, Spermatogonia. Int, intermediate. WT, wild-type. D35, 3-5 day-old. D68, 6-8 day-old. D911, 9-11 day-old. Differential expression analysis was performed by Wilcoxon rank sum test (**, p < 0.01; ***, p < 0.001; ****, p < 0.0001; ns, nonsignificant).

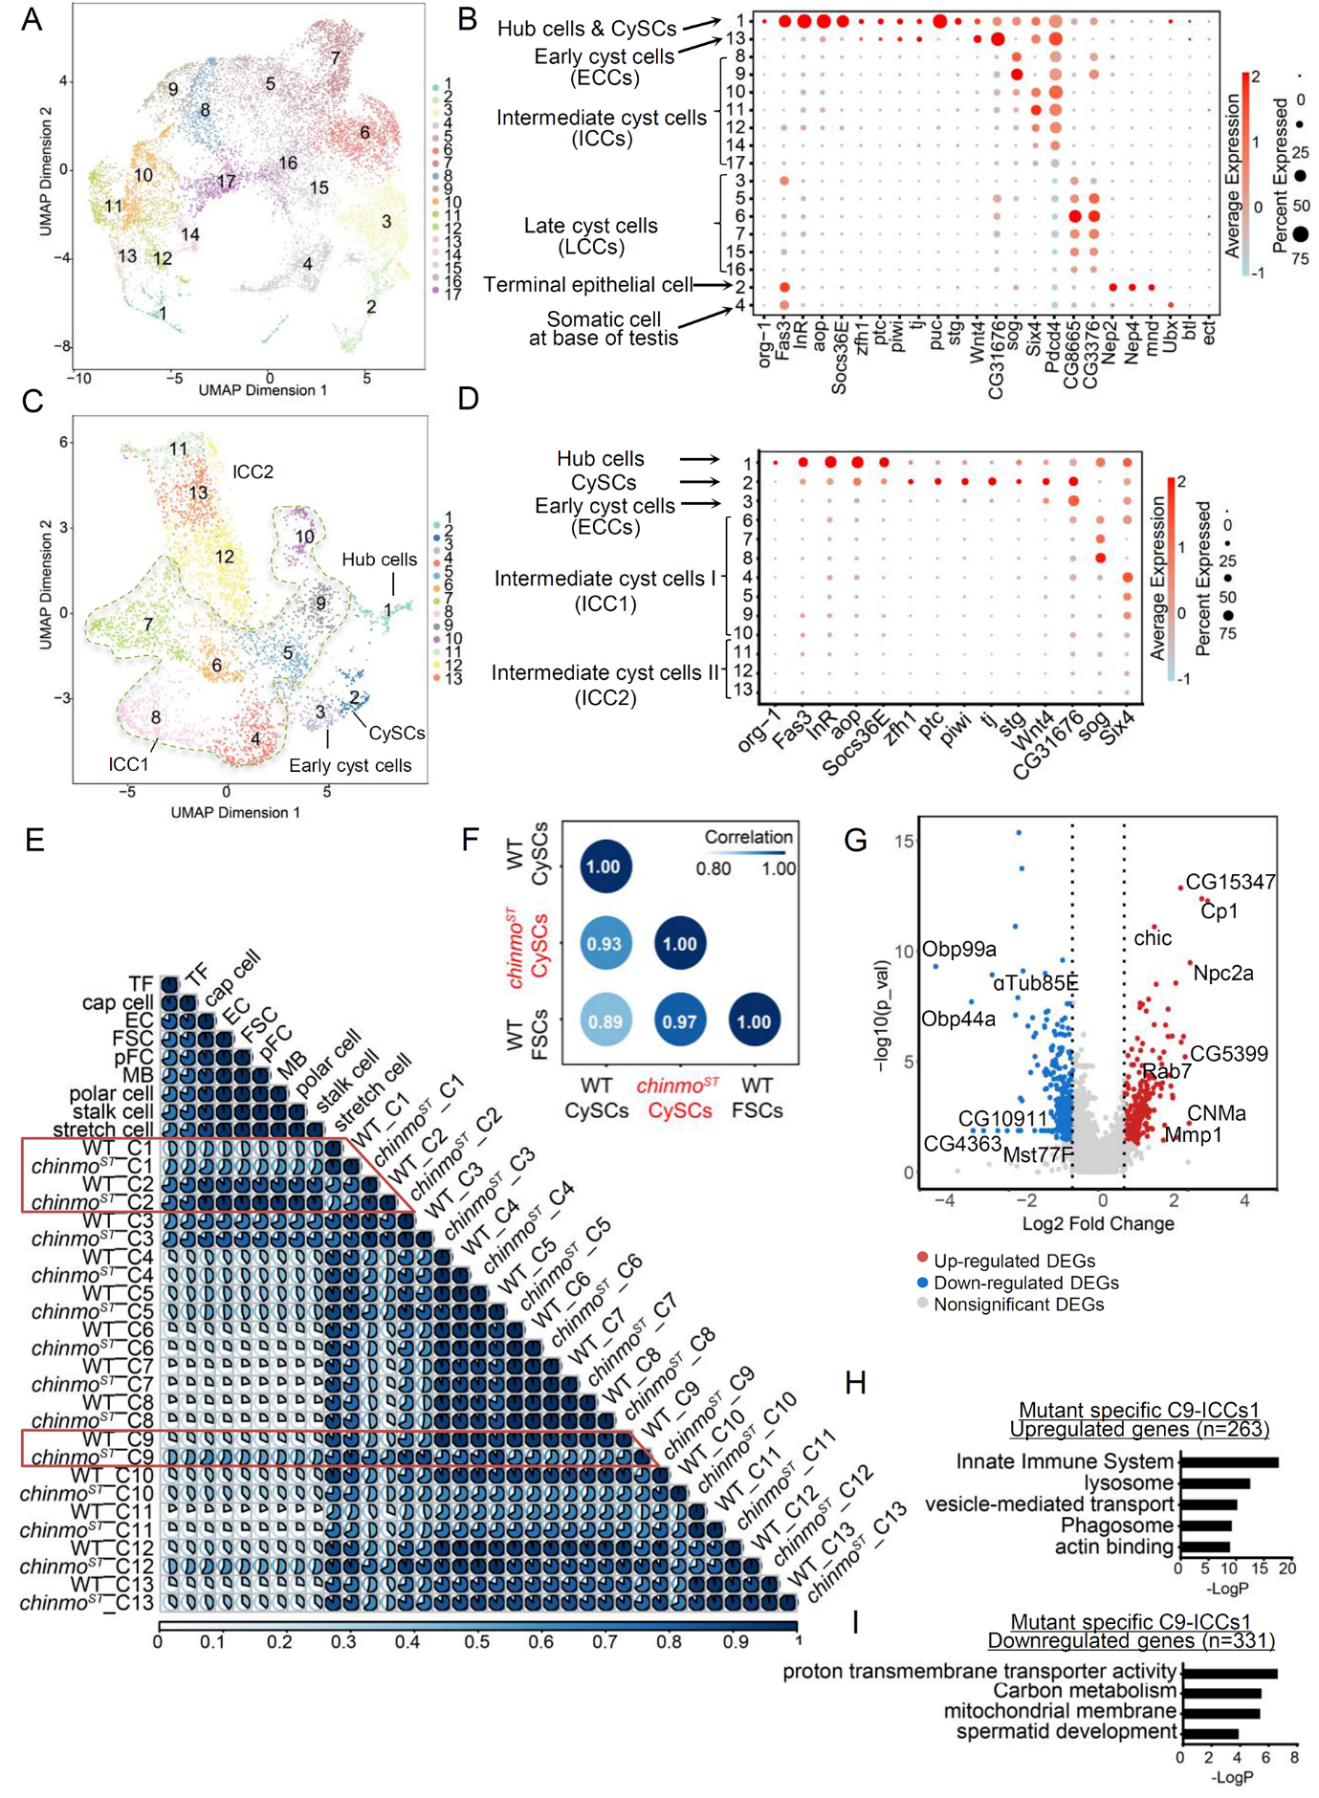

Fig. S4. *chinmo^ST^*-specific CySCs and follicle-like cells display a molecular basis of feminization on the transcriptome level

**A-B**, UMAP plot (**A**) of somatic cells subclustering with cluster annotation and dot plot (**B**) showing gene expression profiles of selected somatic cell markers in the integrated scRNA-seq datasets. Dot color represents scaled average gene expression, and dot size represents percentage of expressed cells within a cluster. **C-D**, UMAP plot (**C**) of cyst cells subclustering (excluding late cyst cells) with cluster and cell type annotation (the dotted line marks subclusters of ICCs1), and dot plot (**D**) showing gene expression profiles of selected markers in the integrated scRNA-seq datasets. Dot color represents scaled average gene expression. Dot size represents percentage of expressed cells within a cluster. **E**, Pairwise Pearson correlation of pseudobulk transcriptomes among all the 13 wild-type and *chinmo^ST^* testes cyst cell clusters and wild-type ovarian somatic cells [37]. Color intensity and filled pie chart area are proportional to the Pearson correlation coefficients. Outlines were added to emphasize the remarkable increases of correlations with ovarian somatic cells for *chinmo^ST^* hub cells, CySCs and cluster-9 follicle-like cells, compared to wild-type testes. **F**, Pie charts showing Pearson correlation coefficients of pseudobulk transcriptomes among *chinmo^ST^* CySCs, wild-type CySCs and wild-type ovarian FSCs [37]. Color intensity is proportional to the Pearson correlation coefficients. **G**, Volcano plot of DEGs between *chinmo^ST^* and wild-type C9-ICCs1. The x-axis represents the log^2^ fold change and the y-axis represents -log^10^ (p-value). Genes with Wilcoxon rank sum test p-value < 0.05 and absolute value of fold change ≥ 1.5 are considered DEGs, while others are considered as nonsignificant DEGs. **H**-**I**, GO terms enriched for up- (**H**) and down-regulated DEGs (**I**) in *chinmo^ST^* mutant-specific C9-ICCs1, respectively.

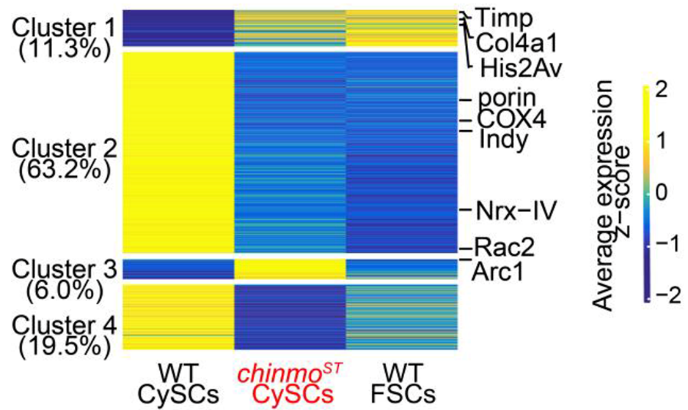

Fig. S5. Down-regulation of male-biased genes and up-regulation of female-biased genes in *chinmo^ST^* CySCs suggest feminization of *chinmo*-depleted CySCs

Heatmap showing expression of all 416 DEGs (*chinmo^ST^* CySCs versus wild-type CySCs, Wilcoxon Rank Sum Test p<0.05, absolute fold change ≥1.5) in wild-type CySCs, *chinmo^ST^* CySCs and wild-type ovarian FSCs [37] , the female counterpart of CySCs. Color intensity indicates gene expression, calculated as the z-transformed average expression (z-score range is -2 to 2). Female-biased genes are defined as genes displaying ≥ 1.5-fold expression in wild-type ovary germ cells compared to wild-type testis germ cells; male-biased genes are defined as genes displaying ≥ 1.5-fold expression in wild-type testis germ cells compared to wild-type ovary germ cells. Wilcoxon Rank Sum Test p-value < 0.05. Cluster 1 contains female-biased genes that are upregulated in *chinmo^ST^* CySCs; cluster 2 contains male-biased genes that are downregulated in *chinmo^ST^* CySCs. Clusters 3 and 4 contain mutant-specific DEGs that may not relate to sex conversion features of *chinmo^ST^* CySCs.

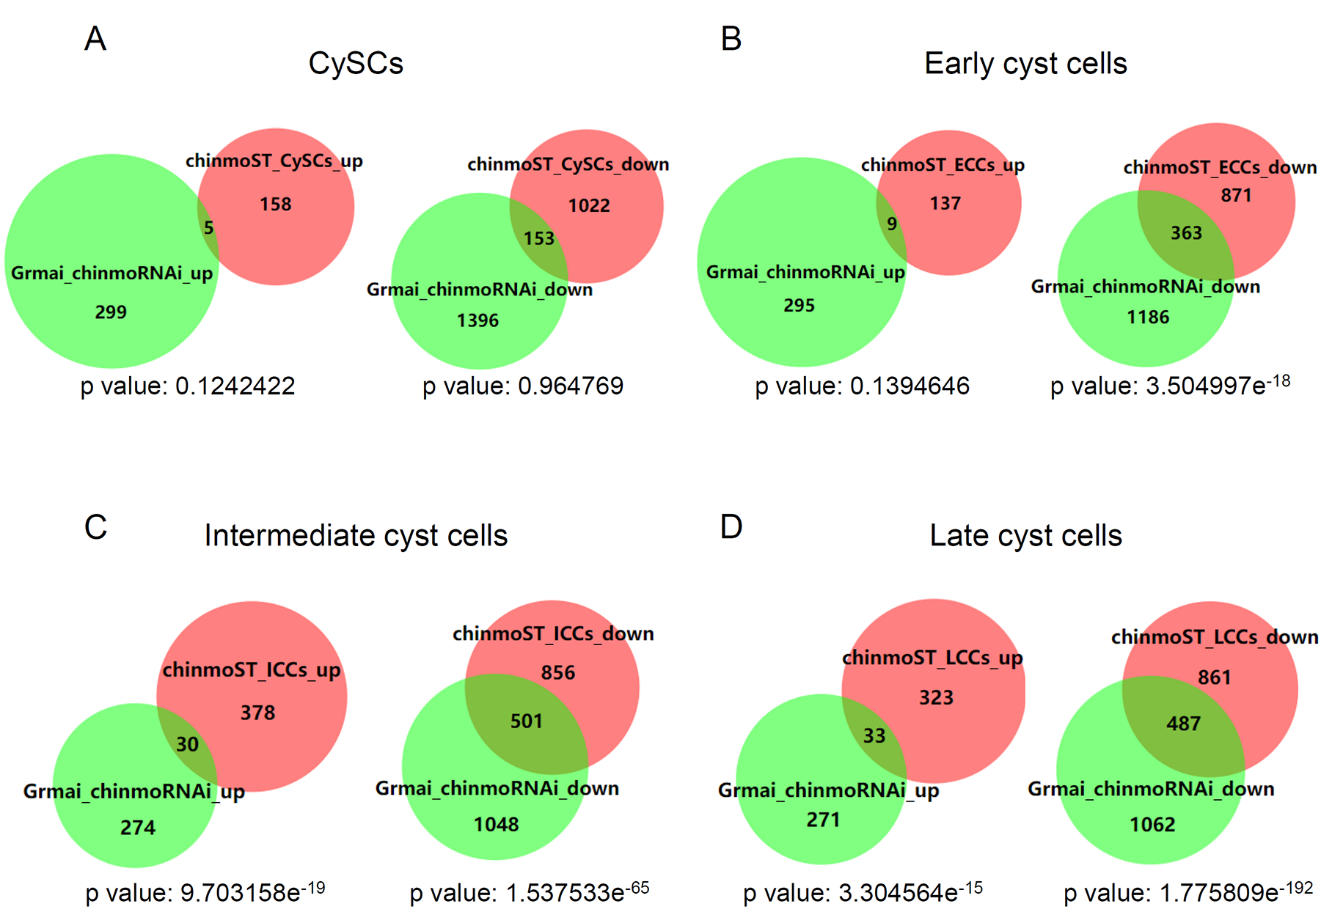

Fig. S6. Significant overlaps of DEGs between Grmai et al. 2021 and *chinmo^ST^* cyst cell populations

**A-D**, Pie charts indicating the count of overlapping DEGs in *chinmo* mutant versus wild-type somatic cells between this study and a recent investigation employing bulk RNA-seq on sorted *chinmo*-depleted somatic cells[38]. Green segments represent the numbers of up- and down-regulated DEGs in Grmai et al. 2021[38]. Red segments indicate the numbers of up- and down-regulated DEGs between each annotated *chinmo^ST^* cyst cell population and wild-type cyst cell populations in our study (Wilcoxon Rank Sum Test p < 0.05, absolute fold change ≥ 1.2). The designated cyst cell populations include CySCs, cyst stem cells (**A**); ECCs, early cyst cells (**B**); ICCs, intermediate cyst cells (**C**); LCCs, late cyst cells (**D**). Up, upregulated genes. Down, downregulated genes. Differential analysis was performed by hypergeometric test. The reportedly upregulated genes such as *beta-Spec*, *DE-cad* (*shg*), *mirr*, and *pyd* in bulk somatic cells[38] are particularly upregulated within intermediate cyst cells.

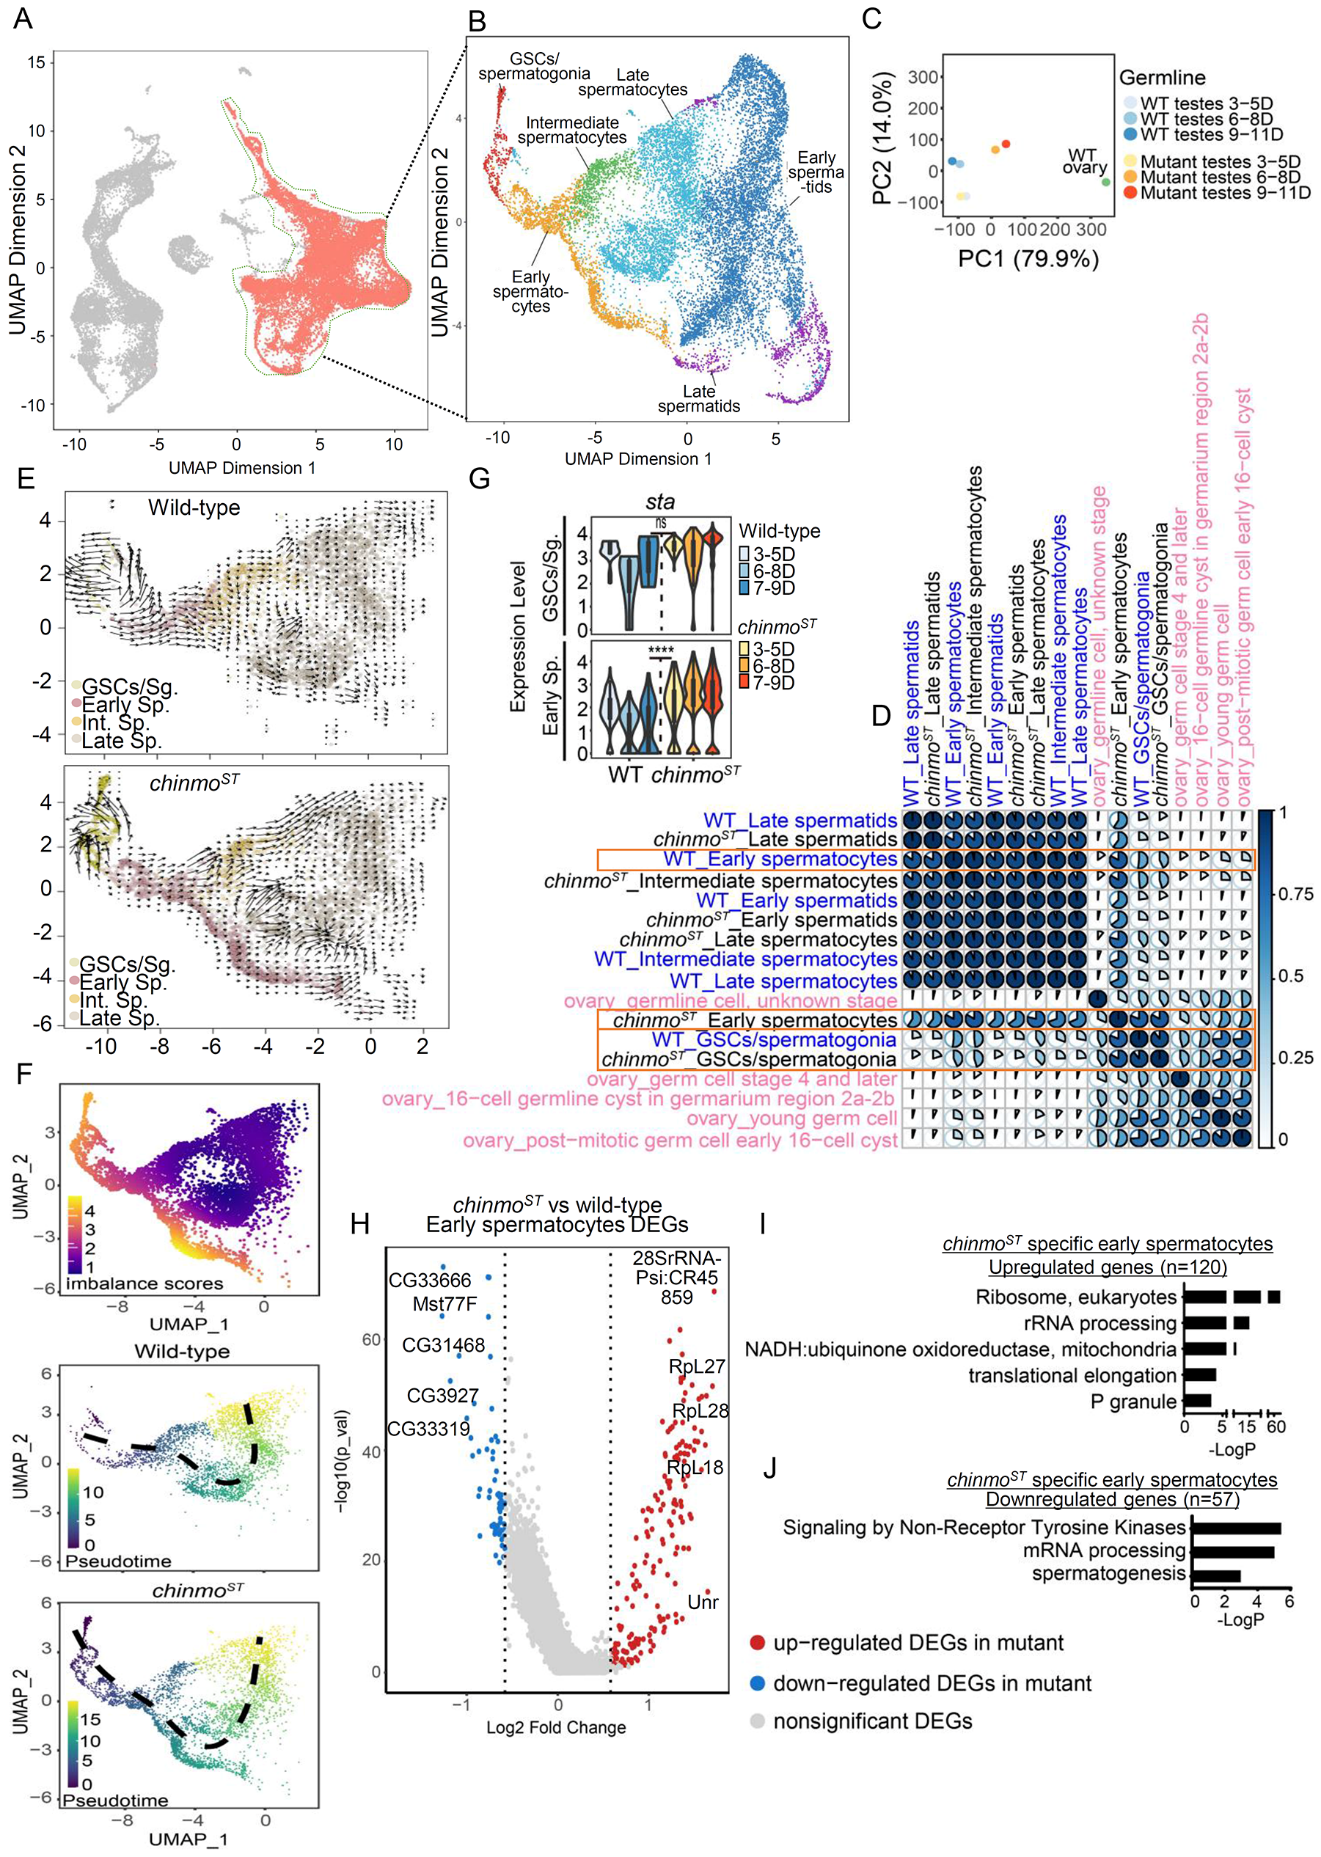

Fig. S7. Disruption of gene expression in GSCs/spermatogonia contributes to the feminization of early spermatocytes in the *chinmo^ST^* testis

**A**, UMAP plot highlighting germline cells (red points) in the integrated scRNA-seq dataset, which were subset for further clustering. **B**, UMAP plot showing germline cells subclustering with annotated cell types. **C,** Two-dimensional principal component analysis (PCA) plot of pseudobulk transcriptomes of germline cells in wild-type testes (blue), *chinmo^ST^* testes (orange) and wild-type ovaries[10] (green). Color shading indicates days of adulthood. The first principal component (PC1) axis explains the largest variation (79.9%) of bulk transcriptomes across all samples so that the transcriptome distances among samples can be inferred based on the locations along the PC1 axis. The transcriptome of *chinmo^ST^* mutant germline cells deviates from wild-type testes and more closely resembles wild-type ovaries with age. **D**, Pie charts showing pairwise Pearson correlation of pseudobulk transcriptomes among all the germline cell types from wild-type testes, *chinmo^ST^* testes and wild-type ovaries [10]. Color intensity and filled pie chart area are proportional to the Pearson correlation coefficients. Outlines were added to emphasize the changes of correlations with ovarian germ cells for *chinmo^ST^* GSCs/spermatogonia and early spermatocytes, compared to wild-type testes. **E**, RNA velocities that are projected into UMAP embedding of wild-type and *chinmo^ST^* testis germ cells, respectively. The arrows’ directions indicate extrapolated future states and the lengths of arrows indicate the amount of transcriptome changes. Long arrows imply large changes in gene expression and rapid differentiation while short arrows are associated with terminally differentiated cells maintaining homeostasis. **F**, Top: UMAP plot showing imbalance scores of germline cells in the integrated scRNA-seq dataset. The imbalance score measures the imbalance between the local and global distributions of condition labels. GSCs/spermatogonia and early spermatocytes show high imbalance scores because they are *chinmo^ST^* testes-specific GSCs/spermatogonia and early spermatocytes population. Bottom: Trajectories from GSCs/spermatogonia to late spermatocytes in wild-type testes and *chinmo^ST^* testes. Color indicates inferred pseudo-time by slingshot. Unsupervised RNA velocity analysis was performed and the differentiation trajectories of wild-type and *chinmo^ST^* germ cells was compared. A part of early spermatocyte cells remains “stuck” between intermediate and late spermatocytes along the mutant trajectory. These findings are consistent with our anatomical observation that a subset of *chinmo^ST^* testes germ cells is arrested in the early stage of spermatogenesis [2], which suggests that GSCs/spermatogonia in *chinmo^ST^* testes proliferate substantially and their descendant spermatogonia-to-spermatocyte-transition cells are indeed arrested at an early stage and unable to differentiate into mature sperm cells. **G**, Violin plots showing expression of *sta* in germ cells over time. Differential expression analysis is performed by Wilcoxon rank sum test (*, p < 0.05; **, p < 0.01; ****, p < 0.0001; ns, nonsignificant). **H**, Volcano plot of DEGs between *chinmo^ST^* and wild-type early spermatocytes. The x-axis represents the log^2^ fold change and the y-axis represents -log^10^ (p-value). Genes with Wilcoxon rank sum test p-value < 0.05 and absolute value of fold change ≥ 1.5 are considered DEGs, while others are considered nonsignificant DEGs. Top 5 up- and down-regulated DEGs are labelled. **I-J**, GO terms enriched for up- (**I**) and down-regulated DEGs (**J**) in *chinmo^ST^* early spermatocytes, respectively. WT, wild-type. Sg, spermatogonia. Sp, spermatocytes.

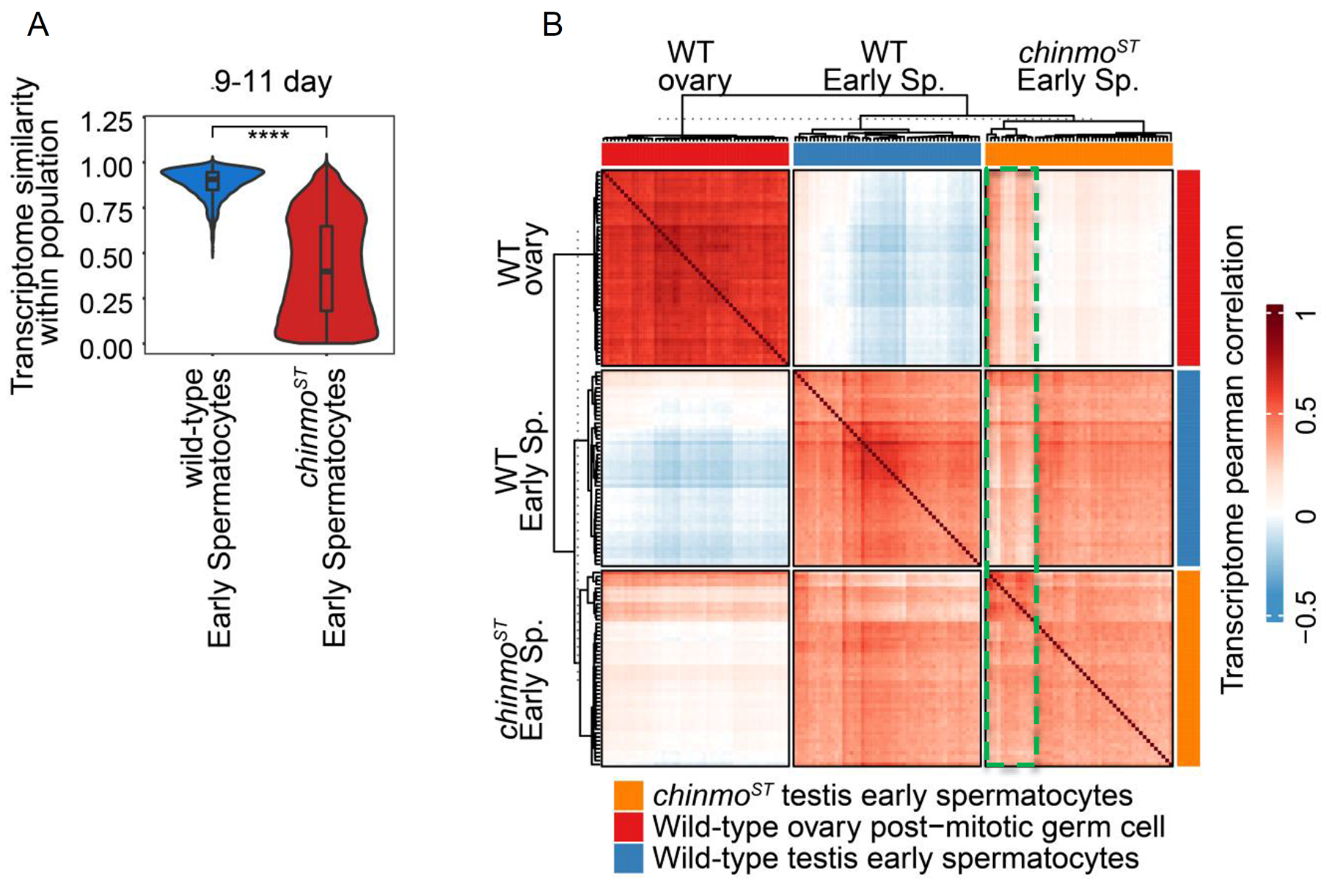

Fig. S8. Transcriptomic heterogeneity in *chinmo^ST^* early spermatocytes reflects partial sex-transformation within the cell population

**A**, Violin plots displaying comparisons of whole transcriptome similarities within 9-11 day-old early spermatocyte populations of wild-type testes and *chinmo^ST^* testes. **B**, Heatmap showing the transcriptome similarities of sex biased genes among individual cells of wild-type and *chinmo^ST^* early spermatocytes, in addition to ovarian post-mitotic germ cells [10]. Color intensity represents the Pearson correlation coefficients. A dashed outline highlights the subpopulation of cells exhibiting increased similarity with ovarian germ cells and decreased male identity.

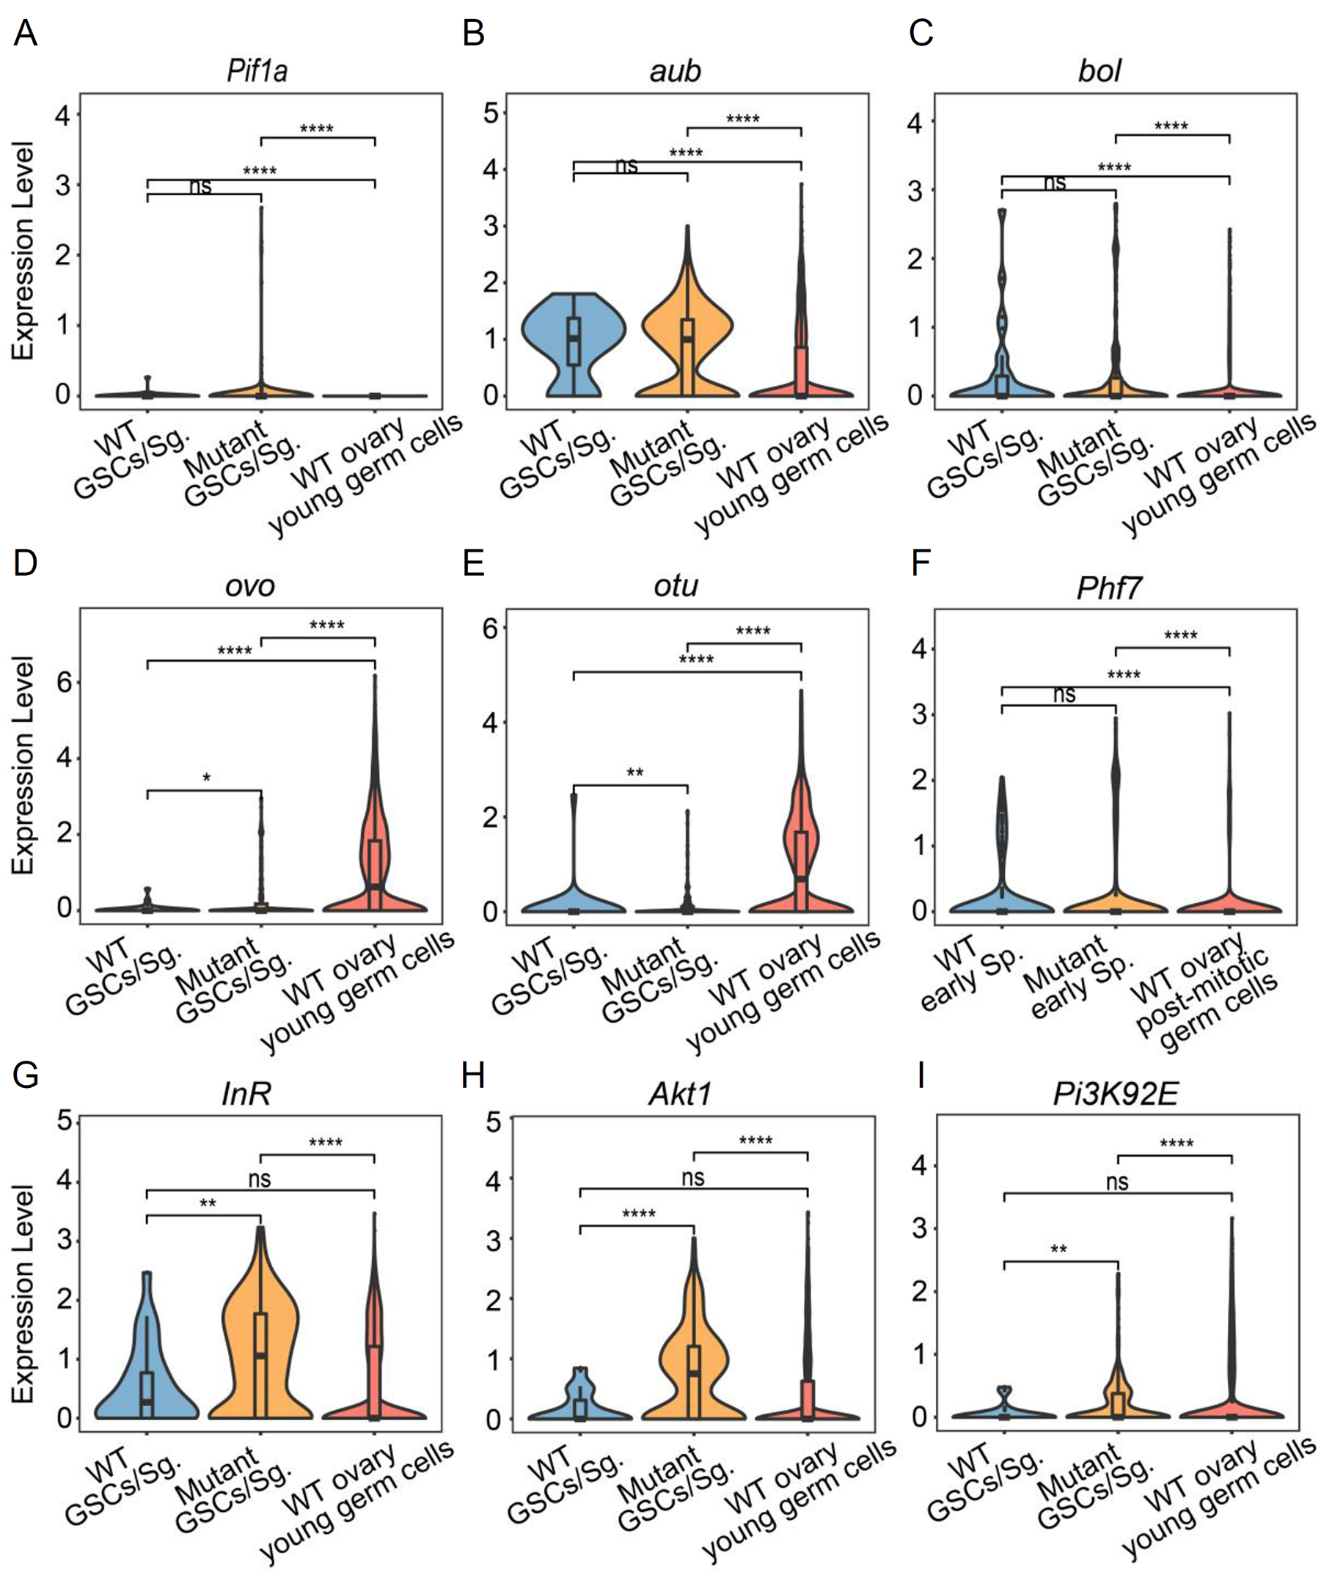

Fig. S9. Comparative RNA expression analysis of specific genes in germ cells across wild-type testes, *chinmo^ST^* testes, and wild-type ovaries

**A-C**, Violin plots showing expression profiles of genes retaining male expression pattern, including *Pif1a*, *aub*, and *bol* in GSCs/Spermatogonia of *chinmo^ST^* testes, compared to that of wild-type testes and young germ cells of wild-type ovaries. **D-E**, Violin plots showing expression profiles of genes involved in oocytes differentiation such as *ovo* and *otu*, being intermediate in GSCs/Spermatogonia of *chinmo^ST^* testes, compared to that of wild-type testes and young germ cells of wild-type ovaries. **F**, Violin plot showing expression of gene *Phf7* retaining male expression pattern in early spermatocytes of *chinmo^ST^* testes, compared to that of wild-type testes and post-mitotic germ cells of wild-type ovaries. **G-I**, Violin plots demonstrating the gene expression profiles of components associated with the Insulin receptor signaling pathway, namely *InR* (**G**), *Akt1* (**H**), and *Pi3k92E* (**I**) in GSCs/Spermatogonia of wild-type testes, *chinmo^ST^* testes, and young germ cells of wild-type ovaries. Differential expression analysis is performed by Wilcoxon rank sum test (***, p < 0.001; *****, p < 0.00001; ns, nonsignificant). WT, wild-type. Sg, spermatogonia. Sp, spermatocytes.

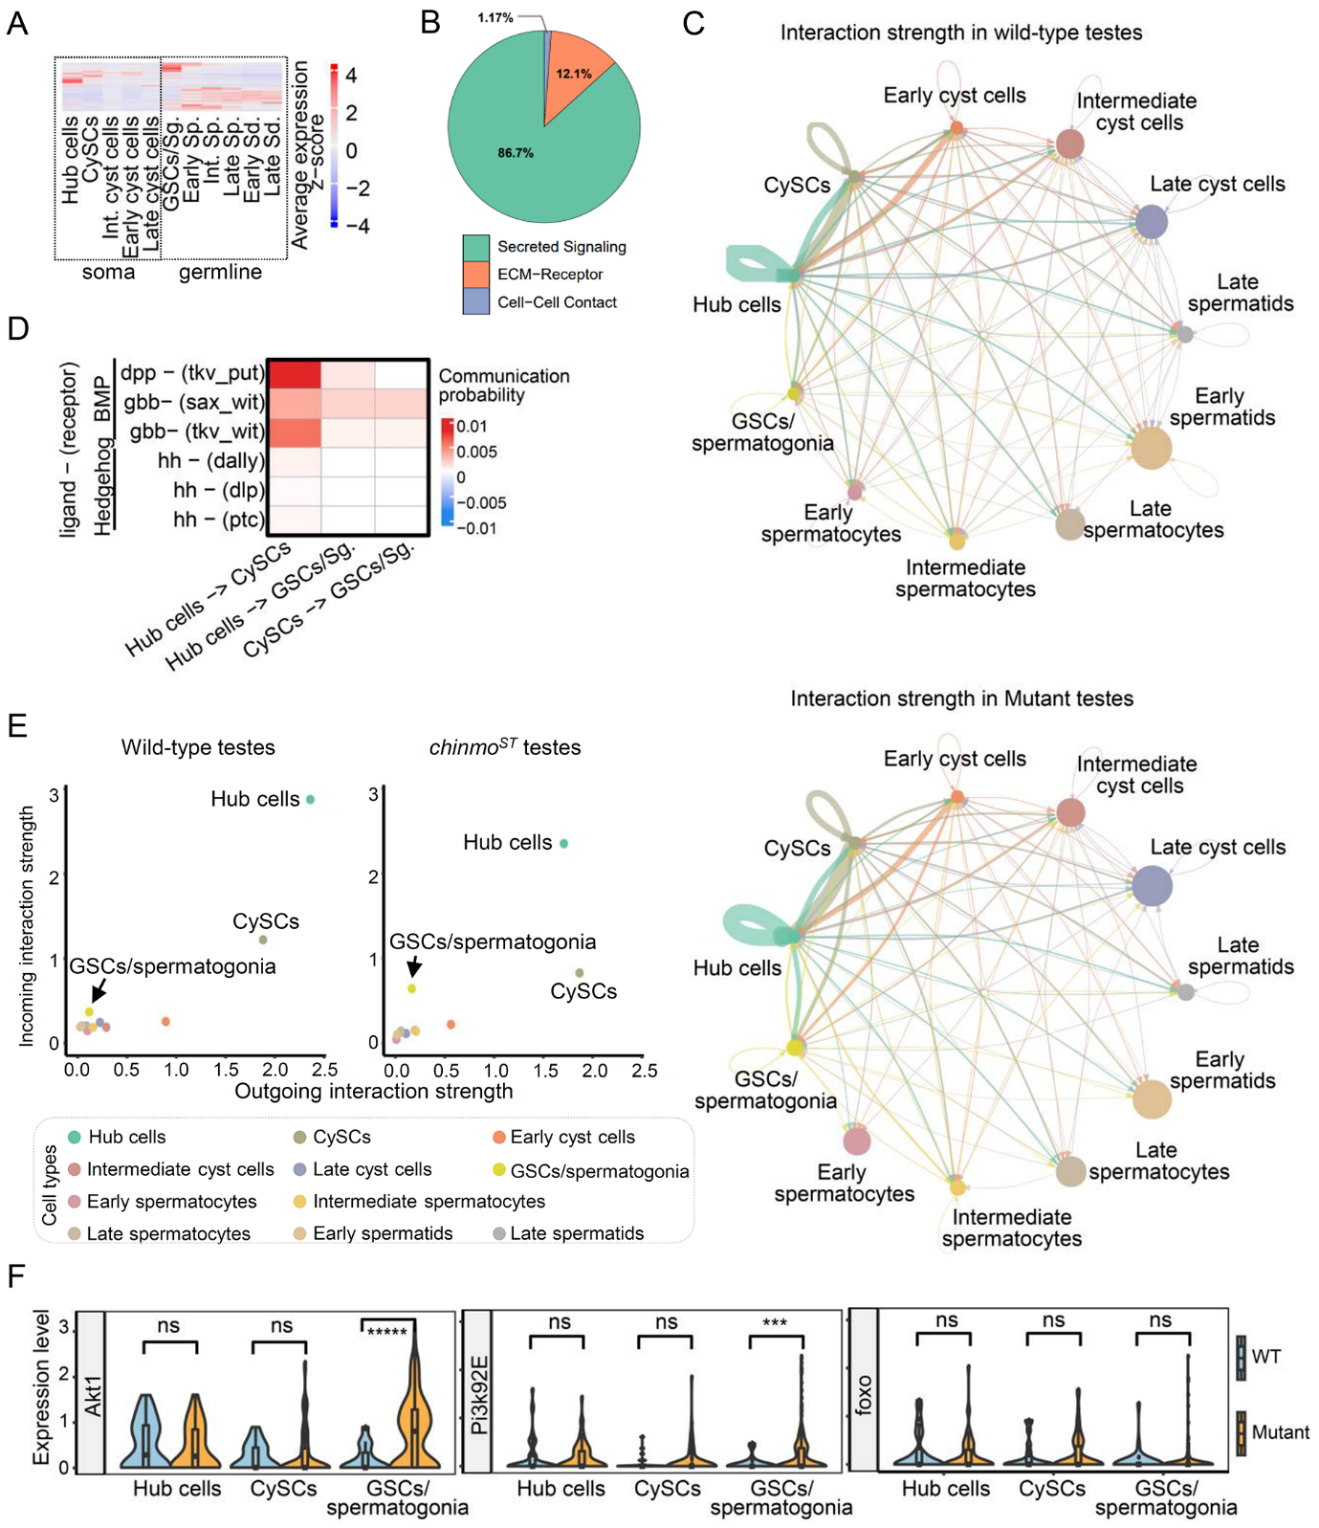

Fig. S10. Active cell-cell interactions are predicted in testis stem cell niche and Insulin signaling mediates soma-germline crosstalk

**A**. Heatmap showing expression (z-score; low: blue, high: red) of the 410 *Drosophila* genes associated with male sterility in the Flybase [39, 40], within each of the 11 major soma and germ cell types in the wild-type testes scRNA-seq dataset. **B**, Pie chart showing proportion of signaling molecule interaction types curated for *Drosophila* in this study. 256 molecular interactions were included: 86.7% of secreted signaling interactions, 12.1% of extracellular matrix (ECM)-receptor interactions and 1.17% of cell-cell contact interactions. **C**, Circle plots showing inferred cell-cell communication networks for wild-type and *chinmo^ST^* testes. Intercellular signaling strength between any two cell types is shown. Circle color indicates cell types and circle sizes proportional to the number of cells in each cell group. Widths of edge lines are proportional to the interaction strength. **D**, Heatmap showing communication probability of each identified ligand-receptor in BMP and Hedgehog signaling pathway for wild-type testes. The BMP ligands Gbb and Dpp are sent from hub cells and CySCs to GSCs/spermatogonia, and the Hh ligands are sent from hub cells to CySCs as expected. Darker shade indicates higher communication probability. **E**, Two-dimensional plot showing incoming and outgoing interaction strengths for each major cell type in wild-type and *chinmo^ST^* testes, respectively. Dot color represents cell types. **F**, Violin plot showing gene expression of Insulin receptor signaling components, including *Akt1*, *Pi3k92E* and *foxo* in niche cell populations (hub cells, GSC/spermatogonia and CySCs) of wild-type and *chinmo^ST^* testes. Differential expression analysis is performed by Wilcoxon rank sum test (***, p < 0.001; *****, p < 0.00001; ns, nonsignificant). Sg, Spermatogonia; Sp, Spermatocytes. Sd. Spermatids.

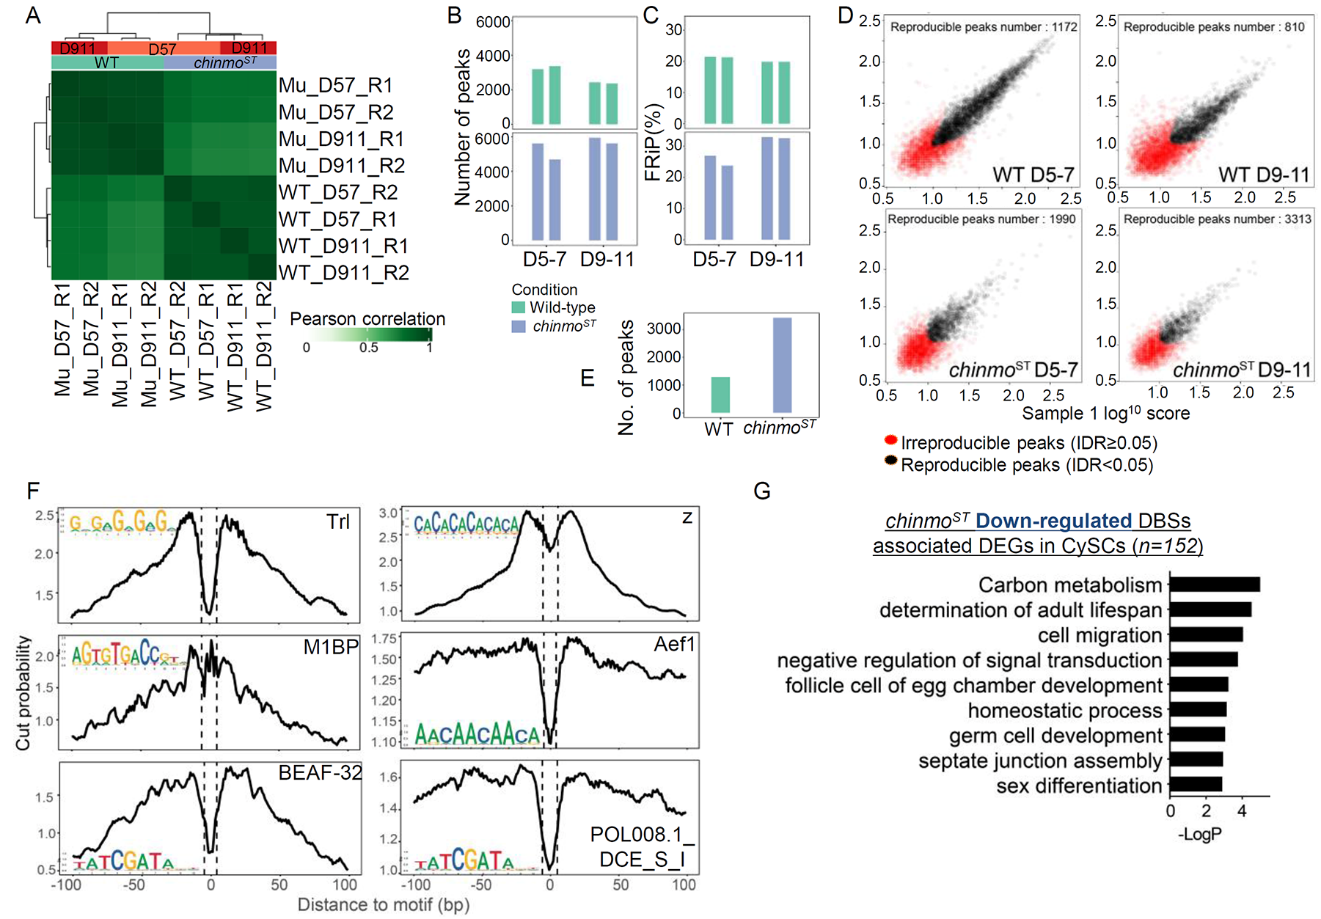

Fig. S11. Chinmo CUT&Tag sequencing is robust and reproducible

**A**, Heatmap showing correlations of read counts in peaks among all CUT&Tag samples. Replicates cluster together appropriately. Darker shade indicates stronger correlation. R, replicate. **B**. Bar plot showing the number of called peaks for each replicate of 5–7 and 9–11 day-old wild-type and *chinmo^ST^* testes. Color indicates the genotype of testis. **C**, Bar plot showing fraction of reads in peaks for each replicate of 5–7 and 9–11 day-old wild-type and *chinmo^ST^* testes. Color indicates the genotype of testis. **D**, Scatter plots of signal scores of peaks that overlap in the pair of replicates for 5–7 and 9–11 day-old wild-type and *chinmo^ST^* testes. Black points represent pairs of peaks passing an IDR threshold of 0.05 (reproducible peaks); red points represent pairs of peaks that do not pass the IDR threshold of 0.05 (irreproducible peaks). **E**, Bar plot showing the number of merged reproducible Chinmo binding peaks (by merging reproducible peaks of different time points for the same condition) in wild-type and *chinmo^ST^* testes, respectively. **F,** Aggregate footprints for Trl, z, M1BP, Aef1, BEAF-32 and POL008.1_DCE_S_I (motifs shown) generated over binding sites within wild-type reproducible Chinmo binding peaks. **G**, Top GO terms enriched for down-regulated Chinmo DBSs-associated DEGs in *chinmo^ST^* CySCs. WT, wild-type. D35, 3-5 day-old. D68, 6-8 day-old. D911, 9-11 day-old.

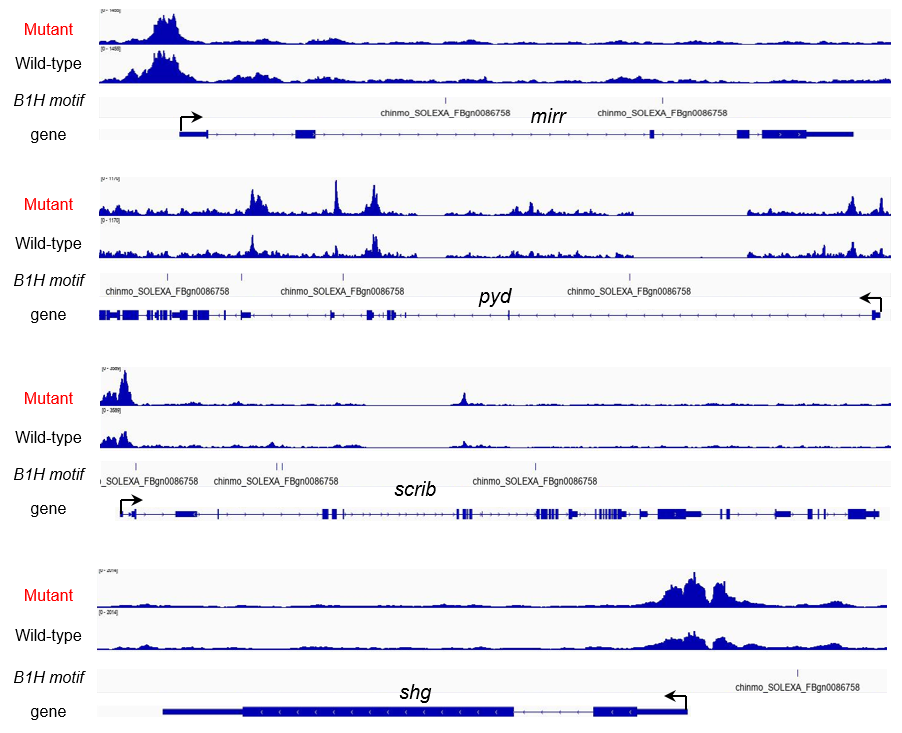

Fig. S12. Chinmo binding sites on previously documented Chinmo targets via Chinmo CUT&Tag and B1H screening methods

Genome tracks depicting the exemplary Chinmo direct targets, such as *mirr*, *pyd*, *scrib*, and *shg*, identified through both B1H and CUT&Tag methods. The binding sites of Chinmo identified based on these two distinct methodologies overlap on these Chinmo targets.

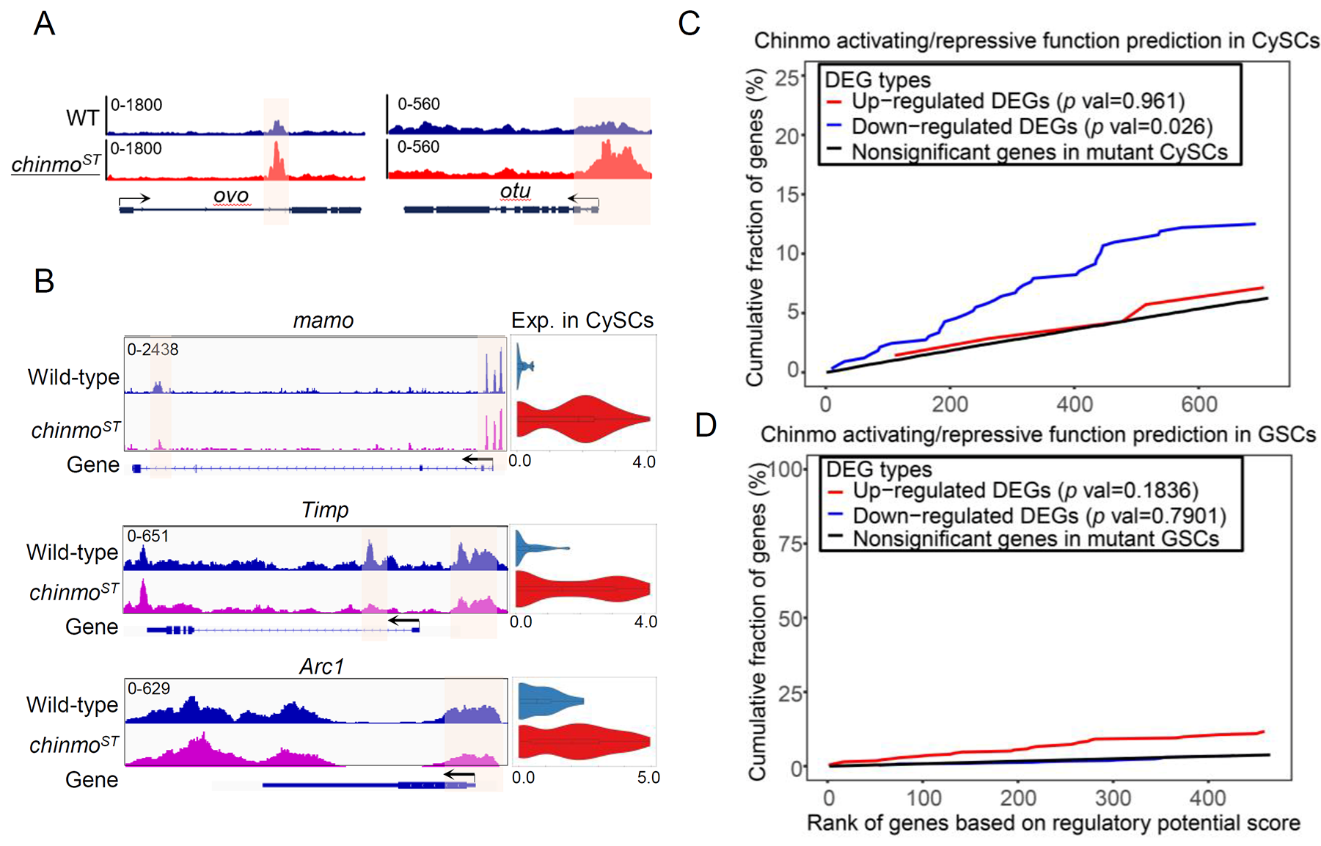

Fig. S13. Chinmo acts as both a transcriptional repressor and a transcriptional activator

**A**. Genome tracks from CUT&Tag analysis reveal enhanced Chinmo binding on the promoter region of female germline determination factors, *ovo* and *otu*, in *chinmo^ST^* testes compared to wild-type testes. **B**, Genome tracks for exemplary Chinmo direct targets identified by CUT&Tag, including the receptor tyrosine kinase regulator *mamo*, the ECM remodeling factor *Timp* and the vesicle transporter *Arc1*. Violin plots on the right showing expression of these genes in wild-type and *chinmo^ST^* testes, respectively. **C-D**, Plot showing cumulative distribution for up-, down-regulated DEGs and nonsignificant genes in *chinmo^ST^* mutant-specific CySCs (**C**) and GSCs/Spermatogonia (**D**) after ranking genes by regulatory potential score. One-tailed Kolmogorov-Smirnov test is used to determine whether the up- or down-regulated DEGs group differ significantly from the nonsignificant gene group. p-value is shown in the upper left. Using the Binding and Expression Target Analysis (BETA) framework [30], we investigated Chinmo's role as an activator or repressor. In CySCs with reduced Chinmo expression, downregulated genes exhibit significantly higher regulatory potential scores compared to upregulated and nonsignificant genes (**C**). Conversely, in GSCs/spermatogonia with slightly increased Chinmo expression, upregulated genes demonstrate higher regulatory potential scores compared to downregulated and nonsignificant genes (**D**). Despite previous indications of Chinmo acting primarily as a transcriptional repressor, our findings suggest that Chinmo predominantly functions as a transcriptional activator in both somatic and germ cells.

Supplementary Table S1.

ScRNA-seq cell type annotation and testis single-cell datasets comparisons. 

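A marker gene is a gene whose RNA is found mainly in a given cell type, so that a cluster of cells can be named after the markers it expresses. Several cell types of Table S1 are cells of the testis wall or of tissue attached to it, such as muscle and pigment cells, and a whole testis contains these as well as cyst cells and germ cells.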

An .xlsx workbook file consists of gene markers used for cell type annotation of single-cell data, comparisons across recently published testis single-cell datasets, the cell number of somatic cell types, and the cell number of germline cell types, respectively.

Supplementary Table S2.

Manually curated signaling molecule interaction database for *Drosophila*. An .xlsx workbook file containing four worksheets that list detailed information of ligand-receptor interaction, receptor complex, cofactors and all genes in *Drosophila*. All the four worksheets serve as input for updating CellChatDB. 

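In the interaction worksheet, each line is a ligand with its receptor, the signaling pathway they belong to and the source of evidence for the interaction. Where the receptor is a complex, its subunits are listed in the complex worksheet. Soluble agonists and antagonists and the stimulatory and inhibitory co-receptors are listed in the cofactor worksheet, and the gene worksheet pairs FlyBase identifiers with gene symbols.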

See sheet titled “README” for more information and definition of column headings.

Supplementary Table S3.

Inferred cellular communication networks at the level of ligand-receptor pair for control and mutant testes. 

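Each line of Table S3 names a sending cell type, a receiving cell type, a ligand and a receptor. The communication probability of a line was calculated from the average expression of the ligand in the sending cells and of the receptor in the receiving cells, with their cofactors, after leaving out the lowest expression values. Its p-value comes from permuting the cell type labels of the cells.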

An .xlsx workbook file containing two worksheets that list detailed information of inferred ligand-receptor pair interaction between two cell types in control and mutant testes, respectively. See sheet titled “README” for more information and definition of column headings.

**Supplementary** **Table S4. (Related to Figure 5) RNAi knock down of Insulin pathway components in GSCs induces the follicle cell-like phenotype and germ cell overproliferation.** Exp, experiment; CT, control.

Supplementary Table S5. (Related to Figure 5) RNAi knock down of Insulin pathway components in GSCs induces the follicle cell-like phenotype and germ cell overproliferation. Exp, experiment; CT, control.

**Supplementary** **Table S6.** **(Related to Figure 5) Knock-down of InR in the GSC lineage partially rescues the *chinmo^ST^* phenotype.** Exp, experiment; CT, control; N, the total number of testes sampled; d, days.

Supplementary Table S7. (Related to Figure 5) Knock-down of InR in the GSC lineage partially rescues the *chinmo^ST^* phenotype. Exp, experiment; CT, control; N, the total number of testes sampled; d, days.

Supplementary Table S8 (separate file).

Chinmo CUT&Tag binding sites and the expression profiles of Chinmo binding sites-associated targets. An .xlsx workbook file containing three worksheets that list detailed information of merged wild-type testis reproducible peaks, merged mutant reproducible peaks and differential peaks between wild-type testes and *chinmo^ST^* testes, a list of 152 direct targets of Chinmo within CySCs, respectively. 

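In CUT&Tag, an antibody against the protein of interest directs a transposase to the DNA it occupies, and the DNA cut and tagged there is sequenced. A peak is an interval where such fragments pile up, and a reproducible peak was called in both replicates under the irreproducible discovery rate threshold given in Fig. S11D. The peak worksheets give the interval, the genomic feature it falls in, the nearest gene and the distance to its transcription start site. By the paper's table, wild-type testes have 1290 peaks assigned to 1081 genes. In the RSEM files of whole testes and ovaries, 1075 of these genes are listed, and 980 had enough counts in testes to be tested for a difference between genotypes. The paper's table places 840 of the peaks in a promoter within 1 kb of a start site, at 804 genes, of which 751 were tested. The *chinmo* gene is itself among the genes assigned to wild-type peaks.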

See sheet titled “README” for more information and definition of column headings.

**SI References**

1. Kai T, Spradling A. An empty Drosophila stem cell niche reactivates the proliferation of ectopic cells. *Proc Natl Acad Sci U S A*. 2003; **100**(8): 4633-4638. doi: 10.1073/pnas.0830856100

2. Ma Q, Wawersik M, Matunis EL. The Jak-STAT target Chinmo prevents sex transformation of adult stem cells in the Drosophila testis niche. *Dev Cell*. 2014; **31**(4): 474-486. doi: 10.1016/j.devcel.2014.10.004

3. Matunis E, Tran J, Gönczy P *et al.* punt and schnurri regulate a somatically derived signal that restricts proliferation of committed progenitors in the germline. *Development*. 1997; **124**(21): 4383-4391. doi: 10.1242/dev.124.21.4383

4. Wu YC, Chen CH, Mercer A *et al.* Let-7-complex microRNAs regulate the temporal identity of Drosophila mushroom body neurons via chinmo. *Dev Cell*. 2012; **23**(1): 202-209. doi: 10.1016/j.devcel.2012.05.013

5. Tang Y, Geng Q, Chen D *et al.* Germline Proliferation Is Regulated by Somatic Endocytic Genes via JNK and BMP Signaling in Drosophila. *Genetics*. 2017; **206**(1): 189-197. doi: 10.1534/genetics.116.196535

6. Kaya-Okur HS, Wu SJ, Codomo CA *et al.* CUT&Tag for efficient epigenomic profiling of small samples and single cells. *Nat Commun*. 2019; **10**(1): 1930. doi: 10.1038/s41467-019-09982-5

7. Zheng GX, Terry JM, Belgrader P *et al.* Massively parallel digital transcriptional profiling of single cells. *Nat Commun*. 2017; **8**: 14049. doi: 10.1038/ncomms14049

8. Stuart T, Butler A, Hoffman P *et al.* Comprehensive Integration of Single-Cell Data. *Cell*. 2019; **177**(7): 1888-1902.e1821. doi: 10.1016/j.cell.2019.05.031

9. Raz AA, Vida GS, Stern SR *et al.* Emergent dynamics of adult stem cell lineages from single nucleus and single cell RNA-Seq of Drosophila testes. *eLife*. 2023; **12**: e82201. doi: 10.7554/eLife.82201

10. Li H, Janssens J, De Waegeneer M *et al.* Fly Cell Atlas: A single-nucleus transcriptomic atlas of the adult fruit fly. *Science*. 2022; **375**(6584): eabk2432. doi: 10.1126/science.abk2432

11. Witt E, Benjamin S, Svetec N *et al.* Testis single-cell RNA-seq reveals the dynamics of de novo gene transcription and germline mutational bias in Drosophila. *Elife*. 2019; **8**. doi: 10.7554/eLife.47138

12. Mahadevaraju S, Fear JM, Akeju M *et al.* Dynamic sex chromosome expression in Drosophila male germ cells. *Nature Communications*. 2021; **12**(1): 892. doi: 10.1038/s41467-021-20897-y

13. Yu G, Wang LG, Han Y *et al.* clusterProfiler: an R package for comparing biological themes among gene clusters. *Omics*. 2012; **16**(5): 284-287. doi: 10.1089/omi.2011.0118

14. Tenenbaum D. KEGGREST: Client-side REST access to KEGG. *R package version 1261*. 2019.

15. La Manno G, Soldatov R, Zeisel A *et al.* RNA velocity of single cells. *Nature*. 2018; **560**(7719): 494-498. doi: 10.1038/s41586-018-0414-6

16. de Bézieux HR, Van den Berge K, Street K *et al.* Trajectory inference across multiple conditions with condiments: differential topology, progression, differentiation, and expression. *bioRxiv*. 2021: 2021.2003.2009.433671. doi: 10.1101/2021.03.09.433671

17. Liu Y, Li JSS, Rodiger J *et al.* FlyPhoneDB: an integrated web-based resource for cell-cell communication prediction in Drosophila. *Genetics*. 2022; **220**(3). doi: 10.1093/genetics/iyab235

18. Jin S, Guerrero-Juarez CF, Zhang L *et al.* Inference and analysis of cell-cell communication using CellChat. *Nat Commun*. 2021; **12**(1): 1088. doi: 10.1038/s41467-021-21246-9

19. Jin S, Guerrero-Juarez CF, Zhang L *et al.* Inference and analysis of cell-cell communication using CellChat. *Nature Communications*. 2021; **12**(1): 1088. doi: 10.1038/s41467-021-21246-9

20. Chen S, Zhou Y, Chen Y *et al.* fastp: an ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics*. 2018; **34**(17): i884-i890. doi: 10.1093/bioinformatics/bty560

21. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods*. 2012; **9**(4): 357-359. doi: 10.1038/nmeth.1923

22. Tarasov A, Vilella AJ, Cuppen E *et al.* Sambamba: fast processing of NGS alignment formats. *Bioinformatics*. 2015; **31**(12): 2032-2034. doi: 10.1093/bioinformatics/btv098

23. Ramírez F, Ryan DP, Grüning B *et al.* deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res*. 2016; **44**(W1): W160-165. doi: 10.1093/nar/gkw257

24. Zhang Y, Liu T, Meyer CA *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome Biol*. 2008; **9**(9): R137. doi: 10.1186/gb-2008-9-9-r137

25. Li Q, Brown JB, Huang H *et al.* Measuring reproducibility of high-throughput experiments. *The Annals of Applied Statistics*. 2011; **5**(3): 1752-1779, 1728.

26. Yu G, Wang LG, He QY. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics*. 2015; **31**(14): 2382-2383. doi: 10.1093/bioinformatics/btv145

27. Li Z, Schulz MH, Look T *et al.* Identification of transcription factor binding sites using ATAC-seq. *Genome Biol*. 2019; **20**(1): 45. doi: 10.1186/s13059-019-1642-2

28. Rory Stark GB. DiffBind: differential binding analysis of ChIP-Seq peak data. <http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf>. 2011.

29. Gu Z, Eils R, Schlesner M *et al.* EnrichedHeatmap: an R/Bioconductor package for comprehensive visualization of genomic signal associations. *BMC Genomics*. 2018; **19**(1): 234. doi: 10.1186/s12864-018-4625-x

30. Wang S, Sun H, Ma J *et al.* Target analysis by integration of transcriptome and ChIP-seq data with BETA. *Nat Protoc*. 2013; **8**(12): 2502-2515. doi: 10.1038/nprot.2013.150

31. Terry NA, Tulina N, Matunis E *et al.* Novel regulators revealed by profiling Drosophila testis stem cells within their niche. *Dev Biol*. 2006; **294**(1): 246-257. doi: 10.1016/j.ydbio.2006.02.048

32. Amoyel M, Hillion K-H, Margolis SR *et al.* Somatic stem cell differentiation is regulated by PI3K/Tor signaling in response to local cues. *Development (Cambridge, England)*. 2016; **143**(21): 3914-3925. doi: 10.1242/dev.139782

33. Jung A, Hollmann M, Schäfer MA. The fatty acid elongase NOA is necessary for viability and has a somatic role in Drosophila sperm development. *J Cell Sci*. 2007; **120**(Pt 16): 2924-2934. doi: 10.1242/jcs.006551

34. Hiller M, Chen X, Pringle MJ *et al.* Testis-specific TAF homologs collaborate to control a tissue-specific transcription program. *Development*. 2004; **131**(21): 5297-5308. doi: 10.1242/dev.01314

35. Lu C, Kim J, Fuller MT. The polyubiquitin gene Ubi-p63E is essential for male meiotic cell cycle progression and germ cell differentiation in Drosophila. *Development*. 2013; **140**(17): 3522-3531. doi: 10.1242/dev.098947

36. Barreau C, Benson E, Gudmannsdottir E *et al.* Post-meiotic transcription in Drosophila testes. *Development*. 2008; **135**(11): 1897-1902. doi: 10.1242/dev.021949

37. Rust K, Byrnes LE, Yu KS *et al.* A single-cell atlas and lineage analysis of the adult Drosophila ovary. *Nat Commun*. 2020; **11**(1): 5628. doi: 10.1038/s41467-020-19361-0

38. Grmai L, Harsh S, Lu S *et al.* Transcriptomic analysis of feminizing somatic stem cells in the Drosophila testis reveals putative downstream effectors of the transcription factor Chinmo. *G3 (Bethesda)*. 2021; **11**(4). doi: 10.1093/g3journal/jkab067

39. Gramates LS, Agapite J, Attrill H *et al.* FlyBase: a guided tour of highlighted features. *Genetics*. 2022; **220**(4). doi: 10.1093/genetics/iyac035

40. Ibaraki K, Nakatsuka M, Ohsako T *et al.* A cross-species approach for the identification of Drosophila male sterility genes. *G3 (Bethesda)*. 2021; **11**(8). doi: 10.1093/g3journal/jkab183

How the deposited data were processed for this re-analysis (not part of the article)

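Whole testes and ovaries of wild-type (Oregon R) and *chinmo ST* flies at days 1, 3, 5, 7, 9 and 11 were profiled by bulk RNA-seq in 69 libraries, 36 from testes and 33 from ovaries. The text of the article does not introduce these libraries, so most of what they show is reported after it. Genotype, tissue, day and replicate number were taken from the sample labels. The titles of the youngest libraries give day 0 and their other labels day 1, and day 1 was used. The labels also give *chinmo ST* libraries a genotype with *Sod1*, *e*, *Sb* and *Ser* alleles. The article text available here does not describe these for its mutant, but the text of its Fly Stocks section was not available. The single-cell and CUT&Tag reads were not analysed here.

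The authors deposited RSEM gene results for each library, which list 17807 genes with expected counts, that is, estimated fragments per gene, neither rounded nor normalized. The same deposited results give TPM and FPKM values, which the authors' program derived from the expected counts and transcript lengths within each library. TPM was used in an alternative, and FPKM was not used here. The deposited length and effective length of a gene are means over its transcripts weighted by their estimated abundance in that library. The labels state poly(A) selection and paired-end DNBSEQ reads, and they do not name the aligner, the RSEM version or the annotation. Of the 17807 gene identifiers, 17710 were found in the reference annotation of the BDGP6 assembly, from which symbols and positions were taken, as were 34750 of the 34920 transcript identifiers (99.51%).

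Expected counts were rounded to whole numbers. Genes were filtered with filterByExpr and scaled by TMM in edgeR 4.0.16 (R 4.3.3), and genotypes were compared by its quasi-likelihood test with a coefficient for each genotype, tissue and day. The testis model held all 36 testis libraries, the ovary model all 33 ovary libraries, the comparison of tissues all 69, and the sex bias all 33 wild-type libraries. A gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 1.5, the fold change the article uses for most of its comparisons of cell types between genotypes. Standard errors of log2 fold changes were derived from the F statistic. Totals per library were between 32462418 and 181988641 estimated counts, and 3 counts correspond to between 0.0165 and 0.0924 CPM in testes. These floors cover counting error only, since PCR copies were not marked. All 66 pairs of replicate libraries differed by more than sampling noise (chi-square per gene from 3.9 to 1139.3), so none was counted as a repeat of another.

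The position on the testis-to-ovary axis is the slope of a library's difference from the mean wild-type testis on the difference between the mean wild-type ovary and testis, over sex-biased genes, on log2(CPM + 1). For days 3 and 5 and for days 9 and 11, the axis was taken from wild-type libraries of the other days. Positions of *chinmo ST* testes at days 1 and 7 used the axis for days 9 and 11. That axis came from wild-type libraries of days 1, 3, 5 and 7, and so held those of the same day. Marker sets are 20 lists of 2 to 17 genes, from the article's cell type markers and from gene families of the ovary, accessory gland and fat body, summarised as the mean of log2(CPM + 1), with CPM (counts set to the same total in each library) here scaled by library size alone. Both were compared between 6 *chinmo ST* and 6 wild-type testes by a two-sided exact permutation test within day, whose smallest p is 0.005. Marker sets were adjusted over the 20 sets by Benjamini-Hochberg. Genes at wild-type Chinmo peaks, from Table S8, were tested as a set with camera (limma 3.58.1, inter-gene correlation 0.01). Transcript lengths were compared over libraries with at least 10 expected counts of the gene by a two-sided permutation test within day with 100000 resamples.

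Alternatives set before the data were examined were DESeq2 1.42.0, library size alone as scaling, no filter, adjusted p-value alone, fits of only the days compared, TPM, a pseudocount of 0.1, TMM-scaled CPM, effective length, a minimum of 30 expected counts, promoter peaks alone, expression-matched random lists (10000), each replicate left out, and the replicate number as a block. Replicate numbers come from the sample titles, and same-numbered libraries are of different animals. A correction of counts for each library's trend with gene length and the transcript length of *chinmo* were chosen after seeing the data. The text names, by a rule also set before, the genes the article names, those of the genotype label, the 5 genes with the largest rise and the 5 with the largest fall at days 9 and 11 whose libraries did not overlap between genotypes, and the genes of the marker lists where a set is discussed. Of the latter, only genes of the oogenesis and fat body sets are named. Other splits of the libraries exchanged the genotypes (or tissues) within same-numbered pairs, so that each split parted as many pairs as the real one.

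The steps were tested on simulated data. Of 14641 simulated genes, 197 were changed by 3 fold at days 9 and 11, and 97.5% of these were called, with 4 unchanged genes called and 0 genes called at day 1, where none was changed. When only day 3 was changed, 92.9% were called with 8 unchanged genes. These simulated counts had the same spread between replicates for all genes (dispersion 0.05), no trend with gene length and no outlying library. In the real libraries, 9759 of 14910 genes were changed at days 9 and 11. The simulation therefore does not show how the steps perform under such conditions. A simulated axis position of 0.3 was recovered as 0.299 over 9086 genes, and a simulated length difference of 200 nt as 166.4 nt. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.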

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

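The tests of gene length, library size, a few dominant genes and fragment length for wild-type replicate 1, and all tests of strain background, were chosen only after the result was seen. Most of the results below come from whole testes and ovaries, which the article does not report on.

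Bulk libraries showed changes from day 1 on. In testes, 835 of 14910 genes were changed at day 1 (330 higher and 505 lower in *chinmo ST*), 4387 at days 3 and 5 (1881 higher, 2506 lower) and 9759 at days 9 and 11 (5073 higher, 4686 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block, 4479 genes were changed at days 3 and 5. Of all 14910 tested genes, 4565 were higher in all 6 *chinmo ST* libraries of days 9 and 11 than in all 6 wild-type libraries and 4051 were lower in all, where chance gives 0.216% of genes in either direction. Day by day, 2853 genes were changed at day 3, 4154 at day 5, 7547 at day 7, 8703 at day 9 and 9255 at day 11. When all testis libraries were thinned to the lowest total of 32462409 counts, the number changed at day 11 (8832) was still 12.2 times that at day 1 (722), so a difference in depth does not account for the rise. Of the genes changed at days 9 and 11, 86.1% were still changed in the same direction after the correction for gene length, and 4.4% were already changed the same way at day 1, which leaves most of them unexplained by gene length or by a strain difference present at all ages. Exchanging the genotypes within same-numbered pairs gave as many changed genes in 1 of 32 arrangements for days 3 and 5 and in 1 of 32 for days 9 and 11, the real arrangement in each case, and in 1 of 40 drawn for the mean over all days (6754 genes). At each of the 6 single days, 1 of the 4 possible arrangements gave as many, the real one, but 4 arrangements cannot give a share under 0.05. A candidate explanation is that both expression within cells and the proportions of cell types change with age in *chinmo ST* testes, and whole testes cannot tell these apart.

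The change with age was also tested directly. The genotype effect differed between day 11 and day 1 for 7971 genes (4183 toward higher and 3788 toward lower in *chinmo ST*), and the median over all genes of this difference was 0.12 on the log2 scale. An exchange of genotypes gave as many genes in 2 of 32 arrangements. The other arrangement, with 8174 genes, exchanged only replicate 3 at day 1 and left day 11 as it was, so this test cannot separate the difference between days from the effect at day 11 itself. On the testis-to-ovary axis, where 0 is the wild-type testis and 1 the wild-type ovary, *chinmo ST* testes were 0.194 further from wild-type testes at days 9 and 11 than at days 3 and 5 (two-sided exact permutation test on 6 pairs per window, p = 0.0022), on an axis made from days 1 and 7.

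In ovaries, which have no CySC lineage, 3228 of 11478 genes were changed between genotypes (1641 higher, 1587 lower), and 1 of 40 drawn exchanges of genotypes within pairs gave as many, the real one. The genotype effect differed between testes and ovaries for 4724 genes (2722 toward higher and 2002 toward lower in *chinmo ST* testes), and 1 of 21 drawn exchanges gave as many, with at most 2050 genes in the others. For *chinmo* the difference was -1.55 on the log2 scale (standard error 0.31, adjusted p = 6.1e-05 from edgeR's test), in a model of all 69 libraries scaled together. In the separately scaled models of each tissue, its log2 fold change was -0.25 in testes and 1.17 in ovaries, where its counts were low. Neither the ovary value nor the difference between tissues was corrected for gene length, and some ovary libraries had trends with gene length. The 166 genes changed in the same direction in testes at day 1 and in ovaries lay on chromosome 2, which carries *chinmo*, in 55.4% of cases, against 38.4% of the other genes (Fisher's exact test, two-sided, p = 1.22e-05). This is consistent with genes near differing between the Oregon R chromosome 2 and the chromosome that carries *chinmo ST*, so part of the difference between genotypes may be strain background and not an effect of Chinmo.

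Single libraries stood apart in 11 of 88 groups of 6 testis libraries by Dixon's test at the 95% level, where chance gives about 4.4. Of these, 9 were wild-type replicate 1. At day 9 it was higher than the other 5 wild-type libraries of days 9 and 11, in mean log2(CPM + 1), for the sets of early cyst cells (4.59, others at most 3.89), intermediate cyst cells (5.36), GSCs/spermatogonia (3.55), male gonad associated epithelium (12.11, others at most 10.75), follicle cell secretions (1.0) and fat body (4.14). It was lower for late spermatocytes (8.17, others at least 8.47) and for *chinmo* (7.97, others at least 8.48). At day 5 wild-type replicate 1 was lower than the others of days 3 and 5 in the late spermatocyte set (7.87, others at least 8.21). Deviations of wild-type replicate 1 from the other testes correlated with log2 gene length across genes at r = -0.748 to -0.774 at days 3, 5, 7 and 9, while the other 14 wild-type testes had r from -0.109 to 0.197. Genes are not independent replicates. Library size did not account for it, since the deepest other wild-type testis, with 181988641 counts, had a slope with gene length of -0.031, against -0.584 to -0.407 in the 4 libraries. Nor did a few dominant genes, since the share of counts in the top 10 genes lay inside the range of the other 14 in 4 of the 4 libraries. Their estimated fragment length was 175.2 to 190.1 nt, inside the range of the other 14 (186.1 to 220.2 nt) in 1 of the 4. The library of 186.1 nt had r = 0.111 and that of 190.1 nt had r = -0.748, which goes against shorter fragments as the only cause. The libraries of 175.2, 181.6 and 184.9 nt, however, lay below all of the other 14. The test therefore cannot decide whether fragment length accounts for the trend. The cause of the trend was not found, and no biological explanation was tested.

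The remaining groups concern *chinmo ST* replicate 1, low in the accessory gland set at day 5 (1.66, others at least 4.14) and in the male gonad associated epithelium set at day 9 (11.72, others at least 12.21). The latter had no explanation tested. The 8 accessory gland genes rose and fell together over the 36 testis libraries (mean pairwise correlation 0.91, lowest 0.76) and summed to between 6.31 and 1205.16 CPM, which is consistent with varying amounts of accessory gland RNA carried over at dissection.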

How the results depend on the processing

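Counts of changed genes kept within 1.5 times of their values under DESeq2, library size alone and no filter in all 13 comparisons. The exceptions came from other choices. With only the libraries of the days compared in the fit, 1133 genes were changed at day 3 and 742 at day 5, against 2853 and 4154. With the adjusted p-value alone, 6701 genes were changed at days 3 and 5, 11201 in the mean over testes and 4888 in ovaries (39.6% of them higher). The cause was not tested. Leaving out each library of a single day in turn gave 513 to 778 genes at day 1, where the full fit gave 835, 1996 to 3051 at day 3 and 2829 to 4685 at day 5. Leaving out each replicate number gave 3289 to 4896 genes at days 3 and 5, 8928 to 9671 at days 9 and 11, 1443 to 4087 in ovaries, 3132 to 5796 for the difference between testes and ovaries, and 12761 to 13089 sex-biased genes. Without replicate 1, 78.9% of the genes changed at days 3 and 5 and 94.4% of those at days 9 and 11 kept their call and direction.

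Same-numbered libraries of the genotypes hardly deviated together (mean correlation 0.02 over 18 pairs of testes, range -0.42 to 0.31, against -0.01 for different numbers). With the replicate number as a block, 931 genes were changed at day 1, 9788 at days 9 and 11, 3294 in ovaries and 13308 between the sexes, and 99.4% of the genes changed at days 9 and 11 kept their call. In the exact sign flip test of same-numbered pairs, whose smallest p is 0.0312, 0 of 20 marker sets passed the adjusted threshold at days 3 and 5 (7 at an unadjusted p under 0.05) and 0 at days 9 and 11 (12 at an unadjusted p under 0.05).

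Scaling by library size alone raised the median of all genes at days 9 and 11 from 0.086 to 0.283 on the log2 scale. The share of changed genes that were higher moved from 39.5% to 28.4% at day 1, from 45.6% to 58.5% at day 5, from 55% to 66.2% at day 7, from 52.5% to 64.7% for the difference between day 11 and day 1, and from 50.8% to 69.4% in ovaries. Under DESeq2 it moved from 34.4% to 46.3% at day 3, from 57.6% to 38.2% for the difference between tissues, and from 44.6% to 28.8% of sex-biased genes higher in ovaries, for which the median of all genes was -0.604 under TMM and -1.859 under DESeq2. Whether more genes were higher or lower was not stable where the counts were close. At days 9 and 11 it reversed from 5073 higher and 4686 lower to 4802 and 5152 without a filter, 4813 and 4858 without replicate 1 and 4455 and 5041 after the gene length correction. For the difference between day 11 and day 1 it reversed from 4183 and 3788 to 3791 and 4094 without a filter, 4015 and 4134 under DESeq2 and 3841 and 4467 after the length correction, and in ovaries from 1641 and 1587 to 1934 and 2954 with the adjusted p-value alone, 1942 and 2145 without replicate 1 and 1534 and 1819 after the length correction. It also reversed at days 7, 9 and 11 taken singly and in the mean over testes under the length correction, at days 9 and 11 taken singly without a filter and with single libraries left out, and, under the length correction, for genes higher in ovaries and in testes (7456 and 6243, with a median of 0.671). The share of changed genes that moved toward the ovary, 89.6%, was 89.4% under library size alone, 89.8% without a filter, 89.3% with the block, 87.3% under DESeq2 and 90.1 to 91.3% with each replicate left out. The axis positions kept their direction under each alternative, and their side of the threshold under those that keep all libraries. With a replicate number left out, they were 0.045 to 0.065 at days 3 and 5 and 0.234 to 0.251 at days 9 and 11, without a test. Neither the share nor the axis positions were recomputed under the gene length correction. All *chinmo ST* testes of days 9 and 11 held more counts of long genes, so a part of that trend in both is not excluded.

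Marker sets past the adjusted threshold at days 3 and 5 fell from 10 to 3 on log2(TPM + 1), although sets at an unadjusted p under 0.05 went from 11 to 12. The hub cell set, for example, had a difference of 0.43 against 0.48, with an adjusted p of 0.0556 (exact permutation test). Leaving out a replicate leaves 4 libraries against 4, whose smallest exact p is 0.0556, so no count is given. Direction reversed at days 3 and 5 for late spermatids (0.07) and pigment cells (0.05) on log2(TPM + 1), with a replicate left out for intermediate cyst cells (-0.05 to 0.22), late spermatids (-0.05 to 0.05), pigment cells (-0.16 to 0.26) and male gonad associated epithelium (-0.2 to 0.78, at -0.14 without replicate 3), and at days 9 and 11 with TMM scaling for hemocytes (-0.04), accessory gland (-0.13) and fat body (-0.2), and without replicate 3 for accessory gland (-0.62, and up to 1.0 with another replicate left out). Of the 40 set comparisons, 7 were weaker and 1 stronger on log2(TPM + 1). The sign flip test leaves the differences as they are, and its smallest adjusted p here was 0.0521, so its lost calls are not evidence of weaker effects.

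The length difference of *tra* was -8.9 nt for effective length (adjusted p = 0.0457, permutation test), against 0.6 nt and an adjusted p of 1.0 under each other alternative of the permutation test, and -0.3 to 1.2 nt with a replicate left out. For *dsx* it was -8.1 nt for effective length and -97.5 (without replicate 1, adjusted p = 0.0002, permutation test) to 66.7 nt with a replicate left out, against 1.4 nt (adjusted p = 1.0). Effective length is transcript length less the fragment length, and fragments were 9.5 nt longer in *chinmo ST* testes, which accounts for both shifts under effective length without a change of isoform use. The difference for Chinmo-bound genes at days 3 and 5 fell from 0.205 to 0.082 on the log2 scale after the gene length correction, no longer past the threshold of camera. With a replicate left out it lay between 0.077 and 0.298, and at 0.077, without replicate 1, it was also no longer past that threshold. *chinmo* at days 9 and 11 was 0.13 with library size alone and from -0.23 to 0.03 with a replicate left out, and *Pvf1* was -0.12 after the length correction, against 0.19. Of the 57 results for named genes, which count *chinmo* at both pairs of days, 57 kept direction and side of the threshold with the block. The number was 56 under DESeq2, 53 with library size alone, 54, 53 and 55 without replicates 1, 2 and 3, and 50 after the gene length correction. Depth limits the fold changes of genes at 3 counts or fewer in a group, which are given as lower bounds.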

Other observations

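The tests of strain background, of gene length for Chinmo-bound genes and for ovary libraries, of replicate 1 and of fragment length at day 11 for transcript lengths, and of *tra* were chosen only after the result was seen.

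Of the genes changed at days 9 and 11 that were sex-biased at the other days, 7966 of 8892 (89.6%) moved toward the ovary, where 50.2% would if direction and sex bias were unrelated. Of those higher in *chinmo ST*, 80.2% were ovary-biased, and of those lower, 98.6% were testis-biased. The sex bias itself (5931 genes higher in wild-type ovaries and 7367 higher in testes, or 7456 and 6243 after the gene length correction) was reached in 1 of 40 drawn exchanges of tissue within pairs. On the testis-to-ovary axis, *chinmo ST* testes stood at 0.001 ± 0.007 (SD, n = 3) at day 1, 0.171 ± 0.036 at day 7, 0.245 ± 0.027 at day 9 and 0.276 ± 0.031 at day 11, and wild-type testes at 0.021 ± 0.002 at day 9 and 0.016 ± 0.003 at day 11. The difference at days 9 and 11 was 0.242 (two-sided exact permutation test, p = 0.005, the smallest 6 libraries against 6 allow). At days 3 and 5 it was 0.053 (exact p = 0.005), and with the replicate number as a block exact p = 0.0312. Neither these positions nor the share of genes that moved toward the ovary were recomputed under the gene length correction. A loss of spermatocytes and spermatids would raise the share of RNA from all other cells. The muscle cell set, which the paper does not describe as changed, rose by 1.14 (exact permutation test, Benjamini-Hochberg adjusted p = 0.00833, higher in 6 of 6 libraries, and 0.6 with TMM scaling), less than the CySC set (2.38, same adjusted p, 6 of 6). Other cells outside the germline did not change alike. Male gonad associated epithelium rose by 1.38 (0.81 with TMM scaling) and early cyst cells by 1.04 (0.5). Late cyst cells changed by -0.48 (-1.02), terminal epithelial cells by -0.2 (-0.7), fat body by 0.15 (-0.2), hemocytes by 0.5 (-0.04) and pigment cells by 0.61 (0.05). These unequal values go against such a loss as the only cause at days 9 and 11, but the sets are small. A contribution of changed cell proportions to the move toward the ovary cannot be told apart in whole testes. At days 3 and 5, late cyst cells (0.58, adjusted p = 0.025, exact permutation test) and terminal epithelial cells (0.4, adjusted p = 0.04) were instead higher. Muscle cells were also higher there (0.6, adjusted p = 0.04), while intermediate cyst cells (0.07) and pigment cells (-0.01) hardly moved.

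Marker sets moved in both directions at days 9 and 11. GSCs/spermatogonia rose by 2.8, intermediate cyst cells by 1.73, hub cells by 1.53 and the germline genes of oogenesis by 1.38, while late spermatids fell by 1.03 and intermediate spermatocytes fell by 0.97 in mean log2(CPM + 1), each in 6 of 6 libraries (exact permutation test, adjusted p = 0.00833). A rise of a set need not mean more cells of that type. Of its hub markers, the paper lists *InR* for CySCs too. It reports *Fas3* as rising in the CySC lineage and *InR* in GSCs/spermatogonia. CySCs and GSCs/spermatogonia also share a marker. The genes of oogenesis did not rise together. Beside *ovo* and *otu* (2.25), *grk* (1.47) and *bcd* (1.20) rose past the threshold and *osk* (0.69, adjusted p = 0.187 from edgeR's test) did not, while *orb* fell by 0.93 (adjusted p = 2.57e-05 from the same test, lower in 6 of 6 libraries). In the fat body set, *Lsp2* (-1.16) and *Obp44a* (-0.90) fell in 6 of 6 libraries while *CG2233* (1.07) and *apolpp* (0.81) rose. The early spermatocyte set changed by -0.22 (adjusted p = 0.0889, exact permutation test), and by -0.77 with TMM scaling, past the threshold. The paper reports more early spermatocytes among single cells, from which spermatids had been filtered out. Its markers of early spermatocytes include *wuc*, which it reports as lower in early germ cells, and some it also lists for intermediate spermatocytes. The set therefore does not measure the number of these cells.

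Genes at wild-type Chinmo peaks were higher in *chinmo ST* testes relative to other genes. The difference of medians was 0.602 on the log2 scale at days 9 and 11 (camera p = 0.000203), but in an exact permutation that exchanged genotypes within pairs, 12 of 32 arrangements gave as small a p. At days 3 and 5 it was 0.205 (camera p = 0.00223), or 0.208 with the replicate number as a block, and 13 of 32 arrangements of the exact permutation gave as small a p. The relation therefore cannot be told apart from other groupings of the libraries. Bound genes are longer (median 2707.2 nt against 1479 nt). After the gene length correction, camera p was 0.0182 at days 9 and 11 and 0.142 at days 3 and 5, so gene length may account for the difference at days 3 and 5. Among 10000 random lists matched on expression and on the ovary-to-testis ratio, the median of the bound genes stood at the 99.99 percentile at days 9 and 11 (0.644 against 0.496 in the matched lists and 0.047 in other genes) and at the 100.0 percentile at days 3 and 5 (0.153 against 0.07 and -0.049). Most of the difference in both windows is thus shared by genes of similar expression and sex bias. The paper proposes that Chinmo mainly activates its targets, from CySCs and germ cells, and whole testes do not separate CySCs from other cells.

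The abundance-weighted transcript length, which moves when isoform use moves, differed between genotypes for *Sxl* (2888.2 ± 174.4 nt in *chinmo ST* and 2640.0 ± 128.9 nt in wild-type testes, SD, n = 18, permutation test, adjusted p = 6e-05) and *fru* (4141.7 ± 241.8 against 3738.6 ± 71.0 nt, adjusted p = 4e-05), and for *chinmo*, added after seeing the data (6251.2 ± 711.8 against 5246.8 ± 257.1 nt, permutation p = 1e-05, the smallest 100000 resamples give). Without replicate 1, the differences were 205.4, 487.7 and 1230.1 nt, so the length bias of wild-type replicate 1 does not explain them. For *dsx* the difference was 1.4 nt with all replicates and -97.5 nt without replicate 1 (permutation test, adjusted p = 0.0002), toward wild-type ovaries (3735.5 nt), so its result depends on that replicate. At day 1, the differences for *Sxl*, *fru* and *chinmo* were 3.0%, 24.3% and 20.2% of those at day 11, so a strain difference present at all ages does not account for most of them. At day 1, however, all 3 *chinmo ST* libraries already lay above all 3 wild-type libraries for *fru* and *chinmo*, and a strain part is not excluded for these. Fragments were longer in *chinmo ST* over all days (by 9.5 nt, permutation p = 0.0191), but at day 11, where the differences in transcript length were larger than at day 1, the mean fragment length differed by -10.1 nt, so longer fragments do not account for those at day 11. The differences may reflect other promoters or splice forms, or other cell types. Whether the trend toward long genes in *chinmo ST* testes of days 9 and 11 contributes to them was not tested. In ovaries, *chinmo* averaged 11958.6 nt in *chinmo ST* and 10488.6 nt in wild-type. Wild-type ovaries averaged 2882.8 nt for *Sxl* and 5388.6 nt for *fru*. For these genes, *chinmo ST* testes thus differed from wild-type testes toward the ovary, but length alone does not show which transcripts were used. For *tra*, whose length was 861.8 ± 0.8 nt in *chinmo ST* and 861.2 ± 3.5 nt in wild-type testes, the shift was -0.41% of the way to wild-type ovaries (713.7 nt), so female-type use of *tra* was not detected in whole testes.

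The paper states directions for genes in single cell types, and the values here are of whole testes at days 9 and 11. Of the 46 genes it or the genotype label names, 39 were changed (33 higher, 6 lower), the same number when p-values were adjusted over the list alone. Of 22 genes the paper gives as higher in some cell type, 21 were higher past the threshold here. *Rab7* rose by under 1.5 fold (0.48, adjusted p = 7.17e-05 from edgeR's test). At days 3 and 5, by contrast, 17 of the 46 genes were changed. *tra*, among these 22, was then lower by under 1.5 fold (-0.34, adjusted p = 0.0058 from the same test). Of 7 it gives as lower, 3 were lower past the threshold, *fru* was lower by under 1.5 fold (-0.41, adjusted p = 0.00555 from the same test), *Pvf1* was not told apart (0.19) and 2 were higher past the threshold, *dsx* (1.27, standard error 0.26, adjusted p = 0.000101, 6 of 6 libraries) and *ImpL2* (0.82, standard error 0.13, adjusted p = 2.06e-06, 6 of 6 libraries), both of which the paper reports as lower in CySCs. The *fru* result was not stable. By edgeR's test, its adjusted p was 0.0945 with library size alone (-0.2), 0.0636 without replicate 2 (-0.39) and 0.12 without replicate 3 (-0.36). With library size alone, *Pvf1* rose by under 1.5 fold (0.39, adjusted p = 0.016 from the same test). Of 4 genes the paper gives as keeping their male expression, *aub* (2.35) and *Phf7* (1.63) were higher and *bol* (-1.10) and *Pif1A* (-0.80) lower here, all past the threshold. By edgeR's test, *tj* rose by 3.65 (adjusted p = 1.27e-14) and *ovo* by 4.46 (adjusted p = 7.32e-11), each in 6 of 6 libraries. *ovo* and *dsx* overlap genes on the opposite strand, as do *tra*, *otu* and *aub*, and the counting is not stated to use strand. *ImpL2* overlaps a gene on the same strand, so some of its fragments may be shared.

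Among the 5 genes with the largest rise at days 9 and 11, *beta4GalNAcTB*, which overlaps an antisense gene, was at least 234-fold higher and *Mst77Y-4*, which has near-identical copies, at least 3.34-fold higher, against wild-type libraries at or under 3 counts. *phtm* (log2 fold change 7.75) and *CG9411* (6.93) were also among them, and *18SrRNA:CR41548* (10.86) is uncertain because ribosomal RNA copies share reads. Of the 5 largest falls, *CG43401* was at least 241-fold lower, *lncRNA:CR40465* at least 240-fold, *CR43217* at least 159-fold, *lncRNA:CR44994* at least 81-fold and *lncRNA:CR43263* at least 709-fold, against *chinmo ST* libraries at or under 3 counts. *CG43401*, *lncRNA:CR40465* and *lncRNA:CR44994* belong to 7 genes that had at most 3 counts in every *chinmo ST* testis and at least 0.5 CPM in every wild-type testis, of all days. All 7 lie on chromosome 2 (Fisher's exact test, two-sided, p = 0.00146), which may point to sequence missing or altered on the *chinmo ST* chromosome and not to regulation. In the other direction there were 0 genes.

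Wild-type ovary replicate 1 of day 1 held 480 testis-specific genes at a median of 1.26% of their level in wild-type testes (quartiles 1.14 to 1.39%). These genes were chosen for low counts in the other wild-type ovary libraries, so the at most 0.022% there follows from the choice. In *chinmo ST* ovary libraries, which took no part in it, the highest was 0.046%. Levels of the 480 genes correlated with those in testes (r = 0.9 on a log scale, across genes, which are not independent replicates). RNA carried over from testis is a candidate explanation. In 5 wild-type ovary libraries (replicate 3 of days 3 and 5, replicate 2 of day 7 and both of day 11), *mt:lrRNA* took 9.0 to 13.39% of counts and *osk* had 443.7 to 506.0 CPM, against 1.13 to 2.83% and 1590.6 to 3511.3 in the other 10. Their deviations correlated with gene length at r = -0.559 to -0.461, below the others (-0.356 to 0.342) but short of the -0.5 set for the test in some of the 5, so gene length alone was not taken as the explanation. Trends of this strength also occurred in *chinmo ST* ovaries, at r = -0.504 and -0.492 in replicates 1 and 2 of day 1 and at r = -0.77 in replicate 3 of day 9, where *osk* was at 664.3 CPM. The labels give no batch, and no biological explanation was tested. *chinmo ST* testis replicate 3 of day 11 had the highest level of follicle cell secretion genes (3.35, against 1.89 and 1.19 in the other day 11 replicates, in mean log2(CPM + 1)). Its oogenesis germline set (4.39) lay between those of replicates 1 (4.56) and 2 (4.12), which goes against ovary tissue mixed into that sample.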
